# Nuclear receptor coactivator 6 is a critical regulator of NLRP3 inflammasome activation and gouty arthritis

**DOI:** 10.1038/s41423-023-01121-x

**Published:** 2024-01-10

**Authors:** Kang-Gu Lee, Bong-Ki Hong, Saseong Lee, Naeun Lee, Seung-Whan Kim, Donghyun Kim, Wan-Uk Kim

**Keywords:** Nuclear receptor coactivator 6, Nuclear-to-cytoplasmic translocation, NLRP3 inflammasome, NACHT domain, Gouty arthritis, Inflammasome, Monocytes and macrophages, Inflammatory diseases

## Abstract

Transcriptional coactivators regulate the rate of gene expression in the nucleus. Nuclear receptor coactivator 6 (NCOA6), a coactivator, has been implicated in embryonic development, metabolism, and cancer pathogenesis, but its role in innate immunity and inflammatory diseases remains unclear. Here, we demonstrated that NCOA6 was expressed in monocytes and macrophages and that its level was increased under proinflammatory conditions. Unexpectedly, nuclear NCOA6 was found to translocate to the cytoplasm in activated monocytes and then become incorporated into the inflammasome with NLRP3 and ASC, forming cytoplasmic specks. Mechanistically, NCOA6 associated with the ATP hydrolysis motifs in the NACHT domain of NLRP3, promoting the oligomerization of NLRP3 and ASC and thereby instigating the production of IL-1β and active caspase-1. Of note, *Ncoa6* deficiency markedly inhibited NLRP3 hyperactivation caused by the *Nlrp3*^R258W^ gain-of-function mutation in macrophages. Genetic ablation of *Ncoa6* substantially attenuated the severity of two NLRP3-dependent diseases, folic-induced acute tubular necrosis and crystal-induced arthritis, in mice. Consistent with these findings, NCOA6 was highly expressed in macrophages derived from gout patients, and NCOA6-positive macrophages were significantly enriched in gout macrophages according to the transcriptome profiling results. Conclusively, NCOA6 is a critical regulator of NLRP3 inflammasome activation and is therefore a promising target for NLRP3-dependent diseases, including gout.

## Introduction

Transcriptional coactivators bind to transcription factors (TFs) in the nucleus to increase the rate of transcription. Although their activity is limited to protein-coding genes in the human genome, these coactivators participate in the efficient cellular mechanisms that control gene expression. Transcriptional coactivators function in two main ways: recruitment of transcription machinery to the promoter and activation of chromatin-remodeling enzymes [1]. They are usually localized in the nucleus and assembled in complex structural or functional modules [2]. Coactivator defects and dysfunction have been implicated in numerous human diseases, including metabolic disorders, type 2 diabetes, cardiovascular disease, and cancer, and thus, these transcriptional regulators are considered promising therapeutic targets [3].

Most coactivators enable rapid responses and adaptations to external stimuli, thereby protecting cells from death or damage [4], but their functional roles in immunity and disease are not fully understood. In our preliminary analysis using the STRING protein‒protein interaction database [5], we identified various coactivators that interact with TFs related to the immune response, which were identified using Gene Ontology biological process (GOBP) gene sets. These coactivators include the nuclear receptor coactivator (NCOA), mediator (MED) complex, coactivator-associated arginine methyltransferase (CARN1), and peroxisome proliferator-activated receptor-γ coactivator (PPARGC) (Fig. S1A). Of note, among the top 10 coactivators that highly interacted with immune response-related TFs, NCOA6 was unique in that it interacted with TFs that were involved in innate immunity but not adaptive immunity (Fig. S1A–C).

Nuclear receptor coactivator 6 (NCOA6), also known as ASC-2, NRC, TRBP, and PRIP [6], is a 250-kDa multifunctional coactivator protein involved in embryonic development, cell survival, metabolism, and homeostasis [7]. Like other coactivators, NCOA6 modulates transcriptional activity through interactions with TFs and nuclear receptors in the nucleus [8]. Specifically, NCOA6 contains an LxxLL motif, which interacts with a diverse array of nuclear receptors, including steroid receptors, retinoid receptors, thyroid hormone receptors, and vitamin D receptors [9]. Interestingly, there is recent evidence that NCOA6 also binds a variety of TFs involved in innate immunity and inflammation, including FOS, JUN, CREB, ATF-2, E2F-1, RB, TP53 and STAT2 [10, 11], and thereby can enhance their transcriptional activity. NCOA6 is highly expressed in the myeloid lineage, including macrophages and neutrophils [12, 13], suggesting its potential role in these cells. Moreover, NCOA6 has been implicated in the pathogenesis of diabetes mellitus, atherosclerosis, and some types of cancer [7], and innate immune cells, such as macrophages, are also involved in these diseases [14–16]. However, it remains unknown whether NCOA6 directly activates innate immune responses and promotes the development of inflammatory diseases.

Here, we propose the intriguing hypothesis that NCOA6 modulates innate immunity and/or inflammation. To address this hypothesis, we investigated the expression and function of NCOA6 in monocytes and macrophages, which play an important role in innate immunity and inflammation. Strikingly, we found that nuclear NCOA6 was translocated to the cytoplasm and then incorporated into the NLRP3 inflammasome complex, where its novel function of NLRP3 activation was detected. Mechanistically, cytoplasmic NCOA6 was associated with the NACHT domain of NLRP3, promoting NLRP3 inflammasome activity in vitro, and in vivo experiments using mouse models of NLRP3-dependent inflammatory diseases, including folic acid (FA)-induced acute tubular necrosis and monosodium urate (MSU) crystal-induced arthritis, confirmed the in vitro results. Moreover, NCOA6-regulated genes were significantly enriched in macrophages from patients with gouty arthritis. Overall, our data show that NCOA6 is a novel upstream regulator of NLRP3 activation and thus may be a promising target for NLRP3-dependent diseases.

## Results

### NCOA6 is expressed in monocytes and is upregulated by proinflammatory stimuli

Our preliminary results revealing that coactivators interact with TFs as well as previous studies showing high expression of NCOA6 in the myeloid lineage [13] and its disease association in mice [12] prompted us to examine the role of NCOA6 in innate immunity and inflammation. To investigation this, we first performed bioinformatics analysis using the protein–protein interaction database. Since NCOA6 is an intracellular coactivator that binds to other signaling regulators and TFs, we searched for the TFs that physically interact with NCOA6 using the STRING [5] database and identified 10 potential TFs. We then reconstructed a molecular network consisting of NCOA6 and the TFs, which showed that NCOA6 was located in the center of the network (Fig. S1D). The TFs were enriched in GOBPs that were primarily associated with the innate immune response, regulation of immune responses, and myeloid cell differentiation (Fig. S1E), suggesting a possible role of NCOA6 in these biological processes.

Consistent with the bioinformatics analysis results, NCOA6 expression was upregulated upon the differentiation of THP-1 monocytes to macrophages, typical innate immune cells, in response to phorbol 12-myristate 13-acetate (PMA) stimulation (Fig. 1A). NCOA6 expression levels in THP-1 cells also time-dependently increased by treatment with the proinflammatory stimuli LPS, IL-1β, and TNFα (Fig. 1B). This induction of NCOA6 expression was reproduced in the primary monocytes obtained from healthy donors, in which M-CSF, LPS, IL-1β, and TNFα treatment substantially upregulated NCOA6 expression, as determined by flow cytometry and immunoblotting (Fig. 1C and Fig. S2A). Among the four alternatively spliced NCOA6 variants (α, β, γ, and δ) [17, 18], NCOA6α was the major isoform detected in CD14^+^ primary human monocytes (Fig. S3). Additionally, LPS and TNFα, but not IL-1β, also significantly upregulated *Ncoa6* mRNA expression in mouse monocytes and macrophages obtained from bone marrow (Fig. 1D and Fig. S2B). Together, these results demonstrate that NCOA6, specifically the NCOA6α isoform, is expressed in monocytes/macrophages and that its expression level is increased by proinflammatory stimuli in both humans and mice.

**Fig. 1:**
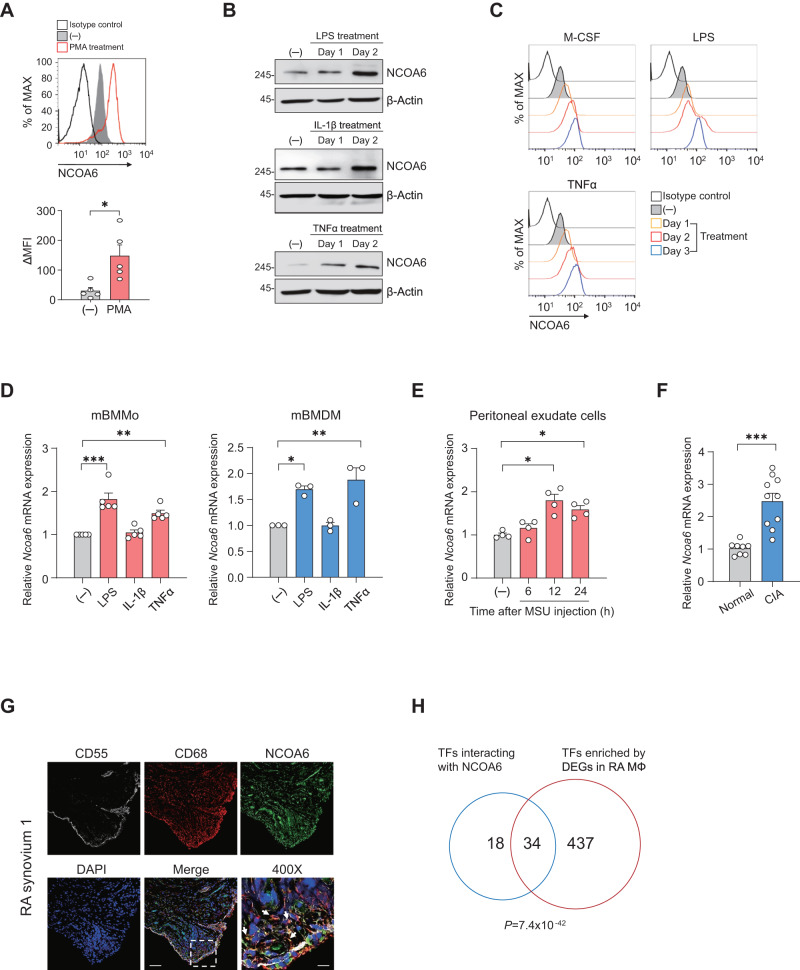
NCOA6 expression in monocytes and macrophages is upregulated by proinflammatory stimuli. **A** THP-1 cells were induced to differentiate into macrophages by treatment with PMA, and NCOA6 expression was determined using flow cytometry after 3 days. A representative plot is shown in the upper panel (*n* = 5). **B** THP-1 cells were left untreated or stimulated with LPS, IL-1β, or TNFα for the indicated duration, and cell lysates were immunoblotted with an anti-NCOA6 Ab. **C** Primary CD14^+^ monocytes isolated from the peripheral blood of healthy donors were stimulated with M-CSF, LPS, IL-1β or TNFα. NCOA6 was detected using flow cytometry. **D** Bone marrow-derived monocytes (BMMos) and bone marrow-derived macrophages (BMDMs) were left untreated or stimulated with LPS, IL-1β or TNFα, and *NCOA6* mRNA expression was analyzed using qPCR. Peritoneal exudate cells were obtained from C57BL/6 mice intraperitoneally injected with MSU crystals (**E**), and synovial tissues were isolated from DBA/1 mice with CIA (**F**). *Ncoa6* mRNA levels in peritoneal exudate cells and synovial tissues were analyzed using qPCR. **G** Representative immunofluorescence staining for NCOA6, CD68, and CD55 in the synovium of rheumatoid arthritis (RA) patients. The white arrows indicate CD68^+^NCOA6^+^ cells. The rectangular area in the merged image is magnified in the lower right panel. Scale bar=100 μm for the middle and 25 μm for the right. **H** Venn diagram showing the overlap between transcription factors (TFs) that interact with NCOA6 and TFs enriched in the differentially expressed genes (DEGs) in synovial macrophages from RA patients compared to healthy macrophages differentiated from peripheral monocytes (GSE49604). The immunoblotting and immunofluorescence results are representative of three independent experiments. β-Actin was detected as an internal control. Data in the bar graphs are shown as the mean ± SEM. Each dot represents an individual experiment (A) or mouse (**D**, **E**, **F**). *P < 0.05, **P < 0.01, and ***P < 0.001 compared to the controls by unpaired two-tailed t test (**A**, **F**) and one-way ANOVA (**D**, **E**)

Next, we examined whether the observed upregulation in NCOA6 expression in response to proinflammatory stimuli also occurred in vivo under pathological conditions. To this end, we assessed *Ncoa6* expression in mouse models of acute inflammation (acute peritonitis) and chronic inflammation (collagen-induced arthritis). Significantly higher *Ncoa6* levels were noted in the peritoneal exudate cells from mice injected with MSU crystals compared with vehicle-treated control mice (Fig. 1E). In mice with collagen-induced arthritis, a chronic arthritis model that mimics rheumatoid arthritis (RA) [19], *Ncoa6* expression was much higher in the synovial tissue of arthritic mice than that in the synovial tissue vehicle-treated control mice (Fig. 1F). Moreover, CD68^+^ macrophages from RA synovial tissue frequently expressed the NCOA6 protein (*n* = 3, see both Fig. 1G and Fig. S2C). Moreover, in parallel with the functional enrichment analysis results of NCOA6-interacting TFs (Fig. S1E), there were numerous shared TFs between those interacting with NCOA6 and those enriched in the differentially expressed genes (DEGs) that we previously identified in the inflammatory macrophages of RA patients (Fig. 1H) [20].

In summary, the data show that NCOA6 significantly interacts with TFs involved in innate immunity, and its expression is induced in activated monocytes/macrophages and inflamed tissues, which suggests the proinflammatory role of NCOA6 in monocytes and macrophages.

### NCOA6 colocalizes with the NLRP3 inflammasome and triggers innate immune responses in macrophages

Nuclear localization is required for coactivators to regulate gene expression [17, 21]. NCOA6α, but not NCOA6δ or NCOA6γ, is mainly located in the nucleus to interact with multiple TFs and nuclear receptors in HeLa cells and embryonic fibroblasts [18]. Considering that the STRING analysis showed that NCOA6 interacted with several TFs in the nucleus, we examined whether NCOA6 is primarily localized in the nucleus of monocytes, as would be expected for a transcriptional coactivator. Immunocytochemistry analysis using anti-NCOA6 Abs showed that, as expected, NCOA6 was localized in the nucleus of resting THP-1 monocytes (Fig. 2A). Surprisingly, after PMA stimulation, NCOA6 was rapidly redistributed from the nucleus to the cytoplasm, exhibiting diverse cytoplasmic localization patterns, including diffuse homogeneous staining, aggregated specks (single or multiple), and ring-shaped patterns (Fig. 2B and Fig. S4). The nuclear-to-cytoplasmic translocation of NCOA6 in response to PMA was confirmed by western blot analysis after the subcellular fractionation of PMA-stimulated THP-1 monocytes (Fig. 2C). Whereas a single band corresponding to NCOA6 was detected in the lysates from primary human monocytes (Fig. S2A**)**, two bands corresponding to NCOA6 with different molecular weights were detected in the lysates from THP-1 monocytes, and the molecular weight of nuclear NCOA6 was slightly greater than that of cytoplasmic NCOA6 (Fig. 2C). Interestingly, upon PMA stimulation, the predominant cytoplasmic pattern changed in a time-dependent manner from diffuse homogeneous localization to aggregated specks, and at 4 days after PMA stimulation, almost all THP-1 cells possessed only cytoplasmic specks (Fig. 2D).

**Fig. 2:**
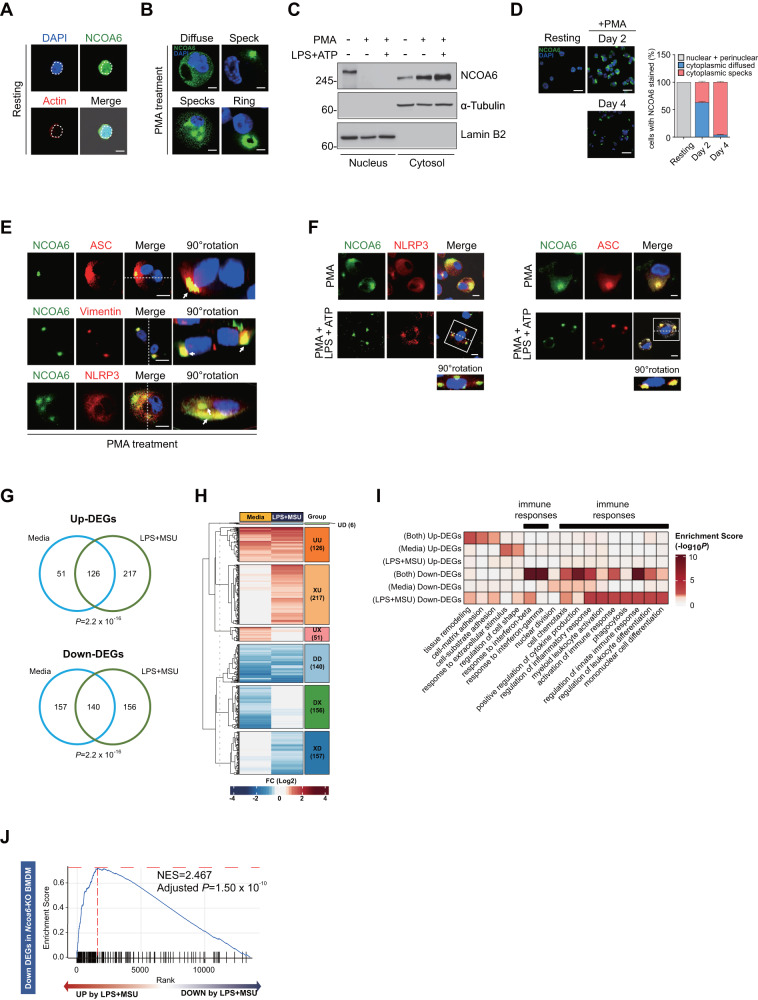
Nuclear-to cytoplasmic translocalization of NCOA6 in macrophages and its potential role in innate immunity and inflammation. **A**–**F** THP-1 cells were left untreated or treated with PMA. The PMA-treated THP-1 cells were left unstimulated or stimulated with LPS for 4 h and with ATP for an additional 30 min. Representative immunofluorescence staining for NCOA6, actin, and DAPI in resting cells (**A**) and PMA-treated THP-1 cells (**B**). The dotted circle indicates the nuclear margin. Scale bars, 20 μm. The cellular localization of NCOA6 was analyzed by immunoblotting of nuclear and cytoplasmic fractions (**C**) and by immunofluorescence staining (**D**, left panel). Scale bars, 50 μm. The localization and cytoplasmic form of NCOA6 were analyzed in at least 200 cells for each group (**D**, bar graphs in the right panel). Representative immunofluorescence staining showing the colocalization of NCOA6, ASC, vimentin, and NLRP3 (**E**, **F**). Cells with colocalized staining (merge) were rotated by 90° along the dashed line and imaged from the side view (bottom). Scale bars, 20 μm. **G** Venn diagram illustrating the upregulated DEGs (Up-DEGs) and downregulated DEGs (Down-DEGs) in *Ncoa6*-KO BMDMs (*n* = 2) compared to wild-type (WT) BMDMs (*n* = 2) stimulated without or with LPS + MSU. **H** Heatmap showing the six groups formed by the 847 DEGs in *Ncoa6*-KO BMDMs compared to their respective WT BMDMs. The letters U, D, and X in the right colored box denote upregulation, downregulation, and no expression change, respectively. The UX and DX groups indicate up- and downregulation only with medium alone, the XU and XD groups up- and downregulation only with LPS + MSU, and the UU and DD groups up- and downregulation both with media alone and with LPS + MSU, respectively. The UD group was excluded from gene ontology (GO) enrichment analysis because it only has 6 genes and lacks biological relevance. The number of DEGs is shown in parentheses in the colored box. **I** Heat plot visualizing the GOBP terms enriched by the genes in the UU, UX, XU, DD, DX, and XD groups; the UD group containing the 6 DEGs was excluded. **J** GSEA plot demonstrating significant enrichment between downregulated DEGs in *Ncoa6*-KO BMDMs and upregulated genes in WT BMDMs stimulated with LPS + MSU compared to media alone. The horizontal and vertical dotted red lines indicate the highest enrichment score and leading edge, respectively

To understand the function of cytoplasmic NCOA6 and its potential role in inflammation/innate immunity, we explored whether NCOA6 is localized in subcellular organelles using double immunofluorescence staining with anti-NCOA6 Abs and Abs specific for different subcellular organelles. The results showed that NCOA6 was not found in the Golgi, ER or lysosomes (Fig. S4). Because subcellular protein complexes in the cytoplasm, including inflammasomes, autophagosomes, and aggresomes, are frequently observed as aggregated specks, we further investigated whether NCOA6 is present in the complexes by examining the cells with aggregated specks in greater detail (Fig. 2B). This analysis clearly showed the colocalization of NCOA6 with NLRP3, ASC, and vimentin, the major components of the NLRP3 inflammasome (Fig. S5A, B, and Fig. 2E); 3-dimensional images are provided in Videos S1 and S2. The translocation of ASC from the nucleus to the cytoplasm in response to PMA was previously reported [22], and this event was coincident with the cytoplasmic translocation of NCOA6 (Fig. S5A, B, and Fig. 2E), suggesting that the translocation of NCOA6 and ASC might follow one another.

Moreover, the colocalization of NCOA6 with NLRP3 in PMA-differentiated THP-1 cells became more prominent upon additional stimulation of the cells with ATP or LPS plus ATP but not by LPS only (Fig. 2F, Fig. S5D). The further increase in the nuclear-to-cytoplasmic translocation of NCOA6 in response to LPS plus ATP was also confirmed by western blotting (Fig. 2C). However, there was no aggresome formation after treatment with an anti-NCOA6 Abs and the aggresome activator MG132 [23]. However, aggresome formation was evident with Abs specific for vimentin, an aggresome marker [24] (Fig. S5C), indicating that the colocalization of NCOA6 and NLRP3 seemed to be independent of aggresomes. In other words, MG132 disrupted speck formation and led to a diffuse homogeneous pattern in THP-1 cells stained with anti-NCOA6 or anti-ASC Abs (Fig. S5C); this finding is presumably related to the inhibition of inflammasome formation by MG132 [25]. Taken together, these data demonstrate that NCOA6 translocates from the nucleus to the cytoplasm during monocyte-to-macrophage differentiation and is then incorporated into the NLRP3 inflammasome, which suggests that NCOA6 is linked to the NLRP3 inflammasome complex.

Subcellular colocalization of NCOA6 and NLRP3 does not necessarily indicate that they are functionally correlated. Moreover, since the role of NCOA6 in monocytes and macrophages is largely unknown, it is still unclear whether NCOA6 plays a major or minor role in NLRP3-associated biological processes within these cells. To systematically understand the function of NCOA6 in monocytes/macrophages, we conducted global transcriptome profiling of bone marrow-derived macrophages (BMDMs) isolated from *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ mice, which specifically do not express *Ncoa6* (Fig. S6) and *Ncoa6*^*fl/fl*^ mice that express *Ncoa6* (Fig. S6) and compared the resulting profiles. 

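BMDMs are macrophages grown in culture from bone marrow cells. The *Ncoa6* fl/fl*LysM* CRE mice express Cre recombinase from the lysozyme 2 locus (*Lyz2*, also called *LysM*), which removes the floxed part of *Ncoa6* in myeloid cells, and the *Ncoa6* fl/fl mice carry the floxed gene without Cre. BMDMs of each genotype were kept in medium alone or primed with LPS at 100 ng/ml for 4 h and then given MSU crystals at 200 µg/ml for 2 h. Poly(A) RNA was sequenced in 2 libraries per genotype and culture condition, 8 libraries in all. The authors deposited the expected counts per gene from RSEM, without normalization. Counts summed to between 25281955 and 33673552 per library. The group medians were 29553640 in *Ncoa6*-sufficient BMDMs with medium alone, 27307865 in *Ncoa6*-sufficient BMDMs with LPS + MSU, 29829085 in *Ncoa6*-KO BMDMs with medium alone and 26560958 in *Ncoa6*-KO BMDMs with LPS + MSU. The counts were rounded, scaled by edgeR's TMM factors, which ran from 0.766 to 1.29, and the 4 groups were fitted together with edgeR's quasi-likelihood model. The test covered 17625 genes, and p-values were adjusted over these genes by the Benjamini-Hochberg method. In a comparison of 2 libraries with 2, an exact two-sided permutation test cannot give a p-value below 0.333. The p-values of single genes therefore rest on a spread shared among genes and groups, with a median biological coefficient of variation of 0.114. Replicate libraries had correlations of log2 counts across genes between 0.987 and 0.992, and genes are not independent replicates. The first principal component, with 81.3% of the variance, separated LPS + MSU from medium alone, and the second, with 5.58%, separated the genotypes. Where a gene had no more than 3 counts in every library of a group, its fold change is given as a bound, and such limits cover counting error only.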

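*Ncoa6* (ENSMUSG00000038369) lies on the reverse strand of chromosome 2 of GRCm38 from 155390656 to 155473894. In the GENCODE annotation, exon 7 of the transcripts Ncoa6-201 and Ncoa6-204 runs from 155418878 to 155419024 and holds 147 bp. Whole-gene counts of *Ncoa6*, which do not resolve single exons, were 1460 ± 77.7 normalized counts (SD, n = 2) in *Ncoa6*-sufficient and 703 ± 115 in *Ncoa6*-KO BMDMs with medium alone. The log2 fold change was -1.05 (standard error 0.117, adjusted p = 0.00236 from edgeR), which left 48.2% of the counts. With LPS + MSU the normalized counts were 1235 ± 87.3 (SD, n = 2) and 545 ± 26.3. The log2 fold change there was -1.18 (standard error 0.124, adjusted p = 0.00189 from edgeR), with 44.1% of the counts left. Leaving out each library in turn gave log2 fold changes from -1.23 to -0.90 with medium alone and from -1.26 to -1.12 with LPS + MSU. Among the alternative ways of processing, DESeq2 moved the value with LPS + MSU most, to -1.22. Neither library of a genotype overlapped with the other genotype under either culture condition.

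**Figure D1:**
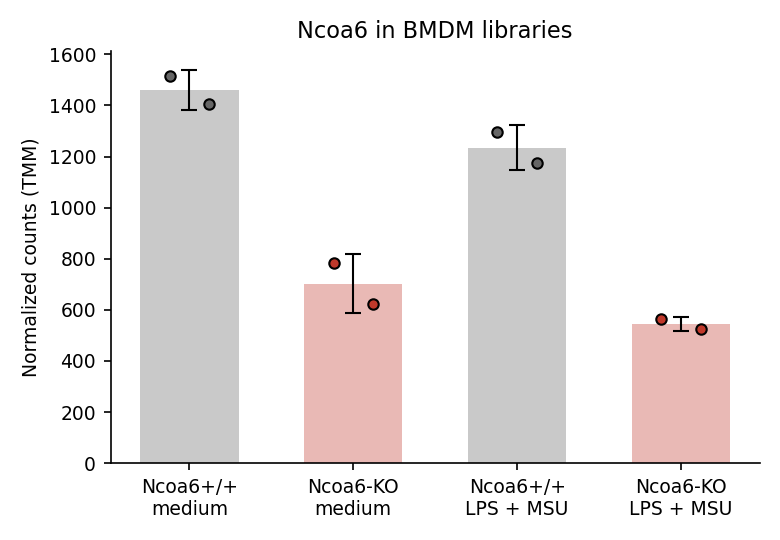
Normalized counts of *Ncoa6* (y axis, TMM) in the 4 groups of BMDMs (x axis), with points for the 2 libraries of each group, bars for the mean and whiskers for the SD. The *Ncoa6*-KO groups sit at means of 703 and 545 counts, below the *Ncoa6*-sufficient groups at 1460 and 1235.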

In total, 847 DEGs (394 upregulated and 453 downregulated DEGs) between *Ncoa6*-knockout (KO, −/−) and *Ncoa6*-sufficient (+/+) BMDMs in the absence or presence of LPS plus MSU crystals (LPS + MSU) were identified by RNA sequencing (Fig. 2G, H and Table S1). 

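Genes with an unadjusted p-value under 0.05 and an absolute log2 fold change over 0.58 in at least one culture condition, the limits that the values of Table S1 show, numbered 1783 without those past 0.58 in opposite directions under the 2 conditions, with 936 upregulated and 847 downregulated. In 50 simulations of the 8 libraries with no knockout effect, the same rule passed a median of 526 genes and between 486 and 593. At an adjusted p-value under 0.05, 331 genes differed between *Ncoa6*-KO and *Ncoa6*-sufficient BMDMs with medium alone, 101 of them higher and 230 lower. With LPS + MSU, 632 genes differed, 345 higher and 287 lower. The simulations gave a median of 2 such genes in either condition and at most 9 and 12. In a further simulation with 200 genes changed, 35 of 223 calls with medium alone and 26 of 197 with LPS + MSU were false. That is a larger share than the limit of 0.05 stands for. At an unadjusted p-value under 0.05 the comparisons passed 2262 and 3062 genes, where 881 would be expected by chance. Without the filter on low counts, which raised the numbers at the adjusted limit most, 1152 and 1611 genes passed it. With an absolute log2 fold change over 1 as a further limit, 147 and 182 genes did. With LPS + MSU the balance of directions depended on the processing, and DESeq2's size factors in edgeR gave 295 genes higher and 343 lower. Changes called under either condition covered 815 genes, and 148 genes were called under both, all 148 in the same direction.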

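Among the genes with the largest changes, *Apoe* (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188), which encodes apolipoprotein E, fell from 16827 ± 6016 to 3193 ± 1038 normalized counts (SD, n = 2) with medium alone. Its log2 fold change was -2.40 (standard error 0.299, adjusted p = 0.00413 from edgeR) with medium alone and -2.45 (standard error 0.300, adjusted p = 0.00348 from edgeR) with LPS + MSU. *Gria3* (ENSMUSG00000001986, chromosome X from 41400854 to 41678601) rose by a log2 fold change of 2.51 (standard error 0.288, adjusted p = 0.00253) with medium alone and 2.46 (standard error 0.317, adjusted p = 0.00418) with LPS + MSU. *Nedd4* (ENSMUSG00000032216, chromosome 9 from 72662346 to 72749852) rose by 2.28 (standard error 0.184, adjusted p = 6.07e-04) with medium alone. *Ehd3* had 3 and 2 counts in the *Ncoa6*-sufficient libraries with medium alone and 16 and 21 in the *Ncoa6*-KO libraries. Its call held in 5 of 7 alternatives and was lost with limma-voom, among others. The other genes that rose most with medium alone were *Sntb1* at a log2 fold change of 2.33 and *Esam* at 2.28. The call of *Esam* there held in 5 of 7 alternatives and was lost with limma-voom, among others. Those that fell most were *Ifi205* at -2.19, *Tmem176b* at -2.10, and *Fcgr1* and *Zbp1* at -2.05. With LPS + MSU, *Esam*, *Snhg11*, *Zfp462* and *Gsta3* rose by 2.94, 2.41, 2.32 and 2.29, and *Gm5150*, *Ptprn* and *Il10* fell to -2.06, -1.94 and -1.94. Of these, *Esam*, *Snhg11* and *Gm5150* did not pass with limma-voom, and the call of *Gm5150* held in 5 of 7 alternatives. *Gemin4* (ENSMUSG00000049396, chromosome 11 from 76210571 to 76217664) had 39 and 51 counts in *Ncoa6*-sufficient libraries with LPS + MSU and none in the *Ncoa6*-KO libraries, at least 15-fold lower, a call that was lost with limma-voom. *Gemin4* lies inside *Glod4* on the same strand in the annotation, so that reads can be assigned to either gene.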

The DEGs were divided into 6 groups depending on the pattern of up- and downregulation after stimulation without or with LPS + MSU: (1) up- or downregulation only with medium alone, (2) up- or downregulation only with LPS + MSU, and (3) up- or downregulation both with media alone and with LPS + MSU (Fig. 2H). 

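By the limits used for the 1783 genes, a gene was called up or down in each culture condition where its absolute log2 fold change there passed 0.58. Up- or downregulation under both conditions comprised 325 genes in UU and 283 in DD, with median log2 fold changes of 1.08 and -1.06 with medium alone and 1.31 and -1.001 with LPS + MSU. Change only with medium alone comprised 130 genes in UX and 279 in DX, with medians of 1.01 and -0.85 with medium alone and 0.29 and -0.29 with LPS + MSU. Change only with LPS + MSU comprised 481 genes in XU and 285 in XD, with medians of 0.22 and -0.24 with medium alone and 0.84 and -0.83 with LPS + MSU. A further 46 genes fell in UD and 42 in DU, where simulations with no knockout effect gave medians of 49 and 48.5. UX was as large in 2 of the 50 simulations, whereas the other groups of Fig. 2H were larger than in any of them. An adjusted p-value under 0.05 in either condition was reached by 102 of the UU, 13 of the UX, 172 of the XU, 115 of the DD, 103 of the DX and 101 of the XD genes.
Whether the knockout effect itself differed between the culture conditions was tested by the interaction of genotype and stimulus. In the main fit, which did not pair libraries, no gene passed an adjusted p-value of 0.05 (smallest 0.163). An unadjusted p-value under 0.05 was found there for 1045 genes, where chance would give 881. The number of calls depended on the processing, with 45 genes in DESeq2 and 269 in edgeR without the filter. It was 86 with the replicate number as a term across all groups and 444 with that term within each genotype. The paper's text does not say whether same-numbered libraries come from the same mouse. The unadjusted limit was passed by 19 UX, 112 DX, 220 XU and 96 XD genes, which were grouped by the same values. The smallest interaction p-values belonged to *Gdf15* (log2 difference 1.57, adjusted p = 0.163), *Cxcl10* (log2 difference 1.52) and *Gemin4* (both with adjusted p = 0.220), *Rhof* (1.52) and *Panx1* (0.88, both with adjusted p = 0.234). Of these, *Gdf15*, *Cxcl10* and *Panx1* passed with DESeq2. Of 183 genes called only with medium alone, 179 changed in the same direction with LPS + MSU, and so did 432 of 484 genes called only with LPS + MSU in the other comparison. Across genes with a mean of at least 50 normalized counts, the knockout effects in the culture conditions had a correlation of 0.58. Over all tested genes it was 0.192, where the simulations gave at most 0.0359. The simulated libraries were drawn independently. In the data, deviations of same-numbered libraries had correlations of 0.310 between the *Ncoa6*-sufficient groups and 0.369 between the *Ncoa6*-KO groups. Differences between mice shared by both culture conditions could therefore raise this correlation, and the sizes of UU and DD, without a knockout effect.

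**Figure D2:**
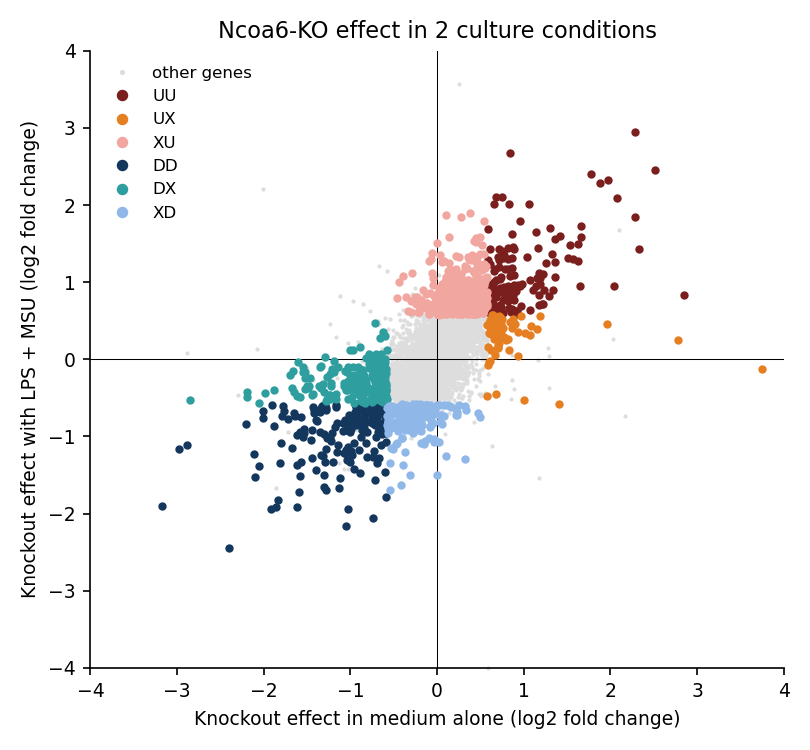
Knockout effect with medium alone (x axis, log2 fold change) against that with LPS + MSU (y axis, log2 fold change) for genes with a mean of at least 50 normalized counts, with colors for the 6 groups of DEGs and *Gemin4* drawn at the lower edge. The groups named for a single condition, such as DX and XD with medians of -0.29 and -0.24 in the other condition, mostly lean to the same side there.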

Functional enrichment analysis of 847 DEGs demonstrated that a variety of cellular processes, including mononuclear cell differentiation, responses to interferon (IFN)-β or IFN-γ, chemotaxis, phagocytosis, positive regulation of cytokine production, and regulation of the innate immune response, were significantly enriched in the downregulated DEGs but not the upregulated DEGs and that the major function of NCOA6 in macrophages is to modulate cellular processes related to innate immunity and inflammation. (Fig. 2I and Table S2). Moreover, gene set enrichment analysis (GSEA) revealed that the downregulated DEGs (*see* Fig. 2H) in *Ncoa6*-KO BMDMs (with media alone and/or with LPS + MSU) were significantly upregulated in *Ncoa6*-sufficient BMDMs activated with LPS + MSU compared to BMDMs in media alone (Fig. 2J and Fig. S7), indicating that NCOA6-regulated genes are closely related to LPS + MSU (an inflammasome activator) stimulation.

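The annotation of genes to GOBP terms was not among the reference data, so the genes that Table S2 lists under each term were followed. The study chose these genes on the same libraries, so their values are not independent evidence for a term. The 26 genes listed for the response to IFN-β had a median log2 fold change of -1.15 with medium alone and -0.33 with LPS + MSU, and -0.51 with LPS + MSU without the first *Ncoa6*-KO library. Adjusted over all genes tested, 18 and 1 of them had a p-value under 0.05 in the 2 conditions, against 26 and 1 adjusted over the list alone. The 22 genes for the response to IFN-γ had medians of -0.89 and -0.24, with 11 and 1 passing over all genes and 21 and 1 adjusted over the list alone. Their median with LPS + MSU was -0.40 without the first *Ncoa6*-KO library, and -0.15 without either the second *Ncoa6*-KO or the first *Ncoa6*-sufficient library. The 26 genes for chemotaxis had medians of -0.71 and -0.68, the 22 for mononuclear cell differentiation -0.87 and -0.73, and the 18 for phagocytosis -0.87 and -0.65. The 39 genes for positive regulation of cytokine production had medians of -0.78 and -0.58, and the 27 for regulation of the innate immune response -1.01 and -0.37. Of the genes of these 5 terms, between 7 and 18 passed over all genes with medium alone and between 6 and 12 with LPS + MSU, against between 15 and 28 and between 9 and 22 adjusted over the list alone.
As a set chosen without the study's calls, 41 interferon-stimulated genes were tested. All 41 were lower in *Ncoa6*-KO BMDMs with medium alone, with a median log2 fold change of -0.97, and 40 of 41 with LPS + MSU, with a median of -0.25. Camera with a preset correlation of 0.01 between genes gave adjusted p-values of 2.40e-31 and 5.51e-04. Fry, which uses the correlation in the data, gave 0.0383 and 0.571, and camera with an estimated correlation gave 0.250 and 0.649. The medians ran from -1.32 to -0.71 and from -0.33 to -0.18 as each library was left out. With medium alone, 26 of the 41 genes had an adjusted p-value under 0.05 over all genes tested and 41 adjusted over the list alone. With LPS + MSU the number was 0 either way, and 5 genes had an unadjusted p-value under 0.05. Table S2 names 21 of the 41 genes, and without them the medians of the remaining 20 were -1.004 and -0.23. Table S1 holds 37 of the 41 genes and 16 of these 20, so the 20 are not free of the study's calls.

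**Figure D3:**
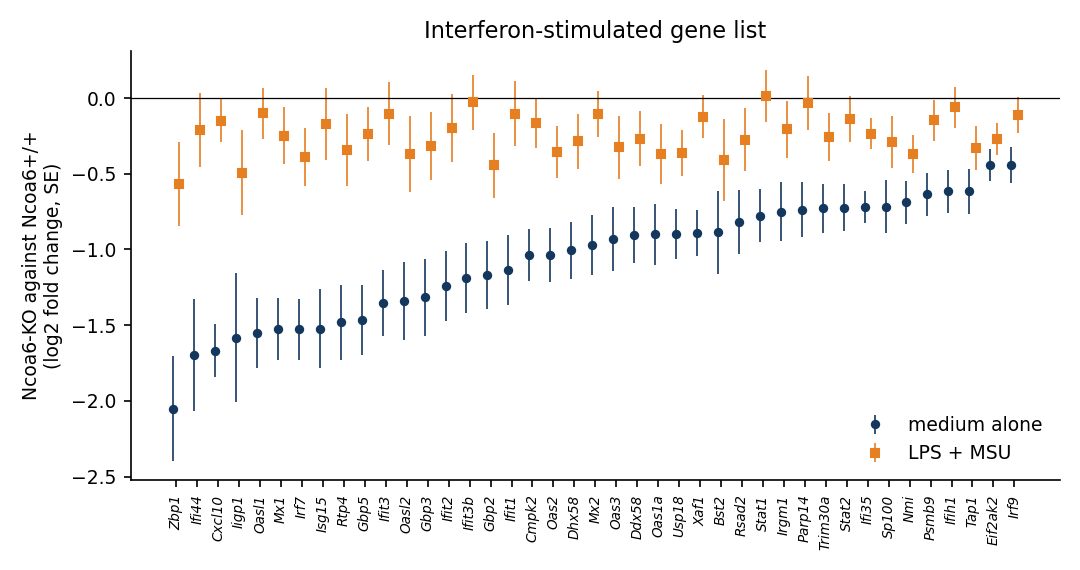
Log2 fold change between *Ncoa6*-KO and *Ncoa6*-sufficient BMDMs (y axis, with standard error) for the 41 interferon-stimulated genes (x axis), with medium alone as circles and with LPS + MSU as squares. Medium alone gives values below 0 for all 41 genes, with a median of -0.97, and LPS + MSU gives values nearer 0, with a median of -0.25.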

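Genes were ranked by their log2 fold change between LPS + MSU and medium alone in *Ncoa6*-sufficient BMDMs and tested with fgsea. The normalized enrichment score (NES) was 2.48 for the 283 DD genes (adjusted p = 1.29e-25), 2.57 for the 279 DX genes (adjusted p = 2.71e-28) and 2.30 for the 285 XD genes (adjusted p = 8.36e-19). Stimulation raised 199 of the DD, 212 of the DX and 196 of the XD genes, with median log2 fold changes of 1.00, 2.25 and 1.05. As each library was left out, the scores ran from 2.27 to 2.61, from 2.38 to 2.73 and from 2.095 to 2.43. The *Ncoa6*-sufficient libraries enter both the gene sets and the ranking. Simulated libraries with no knockout effect, in which genes varied independently, gave scores of at most 1.60 for DD, 1.19 for DX and 1.97 for XD when treated the same way. The *Ncoa6*-KO libraries enter the gene sets as well. By their definition, XD genes respond less in *Ncoa6*-KO than in *Ncoa6*-sufficient BMDMs, and DX genes more. A ranking by the *Ncoa6*-KO response is therefore no independent check, and no simulation was run for it. When genes were ranked by that response, the scores were 2.33 for DD, 2.75 for DX and 1.24 for XD. The last had an adjusted p-value of 0.0716, the highest for XD over the alternatives, which began at 4.33e-27.

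**Figure D4:**
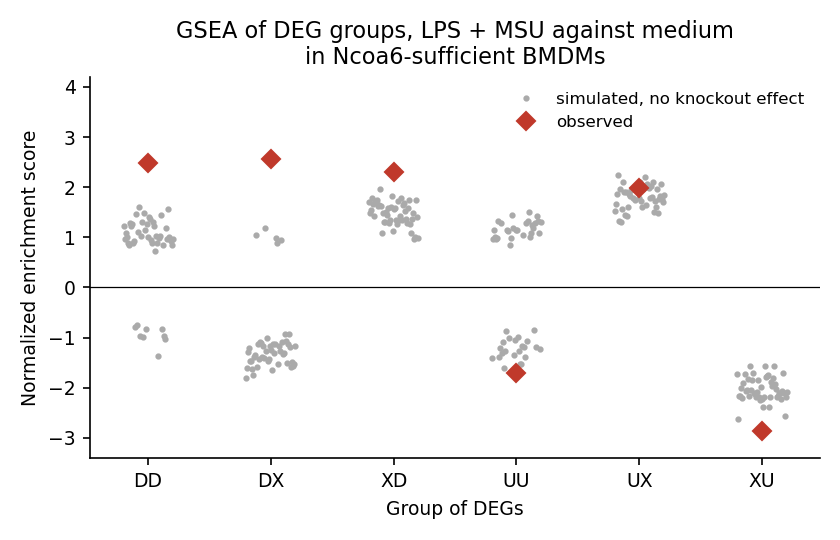
NES (y axis) of the 6 groups of DEGs (x axis) in the response of *Ncoa6*-sufficient BMDMs to LPS + MSU, with diamonds for the observed libraries and points for 50 simulations with no knockout effect. The observed scores of DD, DX and XD lie above all simulated scores, and that of UX at 1.98 lies among them.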

Collectively, the transcriptome data, together with immunofluorescence images, suggest that after translocation to the NLRP3 inflammasome complex, cytoplasmic NCOA6 plays a major role in activating innate immune responses, presumably via NLRP3 activation.

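LPS + MSU changed 9737 genes in *Ncoa6*-sufficient BMDMs at an adjusted p-value under 0.05, 4362 higher and 5375 lower, and 9359 genes in *Ncoa6*-KO BMDMs, 4446 higher and 4913 lower. *Nlrp3* (ENSMUSG00000032691, chromosome 11 from 59541568 to 59566956) had 20697 ± 918 normalized counts (SD, n = 2) in *Ncoa6*-sufficient and 20762 ± 2494 in *Ncoa6*-KO BMDMs with LPS + MSU, a difference within the spread between replicates. Its log2 fold change there was -0.03 with DESeq2, -0.05 without the first *Ncoa6*-sufficient and -0.13 without the second *Ncoa6*-KO library, against 0.00 with all libraries in edgeR. With medium alone its log2 fold change was -0.38 (standard error 0.117, adjusted p = 0.154), past the limit without the filter on low counts, among others. *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139), which encodes pro-IL-1β, fell from 30851 ± 1618 to 18502 ± 191 normalized counts (SD, n = 2) with LPS + MSU. The log2 fold change was -0.74 (standard error 0.111, adjusted p = 0.00744 from edgeR). With medium alone it averaged 17.1 and 5.23 counts, a log2 fold change of -1.65 (standard error 0.341, adjusted p = 0.0398). That call was lost with limma-voom and with only the 4 libraries compared, and the adjusted p-value ran from 0.00205 to 0.169 over the alternatives. *Casp1* and *Nek7* changed by -0.16 and 0.07 with medium alone and by -0.10 and 0.15 with LPS + MSU, each with an adjusted p-value of at least 0.450. With a library left out, the values with LPS + MSU ran from -0.18 to -0.04 for *Casp1* and from 0.06 to 0.21 for *Nek7*. *Pycard*, which encodes ASC, changed by -0.11 (adjusted p = 0.847) with medium alone, or 0.03 without the first *Ncoa6*-sufficient library, and by -0.64 (standard error 0.161, adjusted p = 0.0579) with LPS + MSU. The latter value was -0.36 without the first *Ncoa6*-sufficient library, and it passed the limit with DESeq2, among others, with adjusted p-values from 2.92e-06 to 0.0948 over the alternatives. A list of 13 inflammasome genes had a median log2 fold change of -0.41 with medium alone and -0.31 with LPS + MSU. The adjusted p-values were 1.33e-05 and 5.51e-04 with camera, 0.0208 and 0.0434 with fry, and 0.250 and 0.365 with camera's estimated correlation. Over all genes tested 3 and 4 of the 13 genes passed an adjusted p-value of 0.05, and 8 and 7 did adjusted over the list alone. Those passing over all genes were *Il1b*, *Il1a* and *Nlrc4* under both conditions, and *Nlrp1a* with LPS + MSU. *Nlrp3* and *Casp1* were not among them, so the list does not speak for these genes. From the lower expression of innate immune genes in *Ncoa6*-KO BMDMs, the rise of these genes with LPS + MSU and the immunofluorescence images, the paper proposes that cytoplasmic NCOA6, once in the inflammasome complex, has a major part in innate immune activation, presumably through NLRP3.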

### NCOA6 deficiency reduces NLRP3 inflammasome activity

We next sought to confirm that NCOA6 actually triggers NLRP3 inflammasome activation in monocytes and macrophages. The NLRP3 inflammasome requires two steps for its full activation [26]. Signal 1, the first step, is inflammasome priming in response to PAMPs and DAMPs, such as LPS, to reach the threshold level of NLRP3 and pro-IL-1β mRNA transcription [27]. Signal 2, the second step, is essential for NLRP3 inflammasome assembly and can be activated by damage-associated molecular patterns (DAMPs); this step leads to ASC speck formation and ultimately to the caspase-1-dependent maturation of IL-1β [28]. To confirm that NCOA6 regulates the NLRP3 inflammasome, human peripheral monocytes from healthy individuals were transfected with siRNA targeting *NCOA6* (si*NCOA6*) and then subjected to the two-step process of NLRP3 inflammasome activation. The results showed that si*NCOA6* transfection had no significant effect on the mRNA expression of the inflammasome-related genes *NLRP3, PYCARD, CASP1*, and *IL1B* in response to treatment with LPS + ATP or LPS + MSU, the well-known NLRP3 stimulators [29, 30]. (Fig. S8A, B), which indicates that NCOA6 only minorly affects the mechanism of inflammasome priming (Signal 1) in human monocytes. In accordance with this finding, si*NCOA6* transfection did not alter pro-IL-1β protein or NLRP3 protein expression (Fig. 3A). However, compared to those of control cells, the lysates and/or culture supernatants of si*NCOA6*-transfected monocytes had markedly lower levels of mature IL-1β and active caspase-1 (Fig. 3A, B), as determined by western blot analysis and ELISA. These findings demonstrate that NCOA6 is needed for the caspase-1-dependent maturation of IL-1β in human monocytes (i.e., Signal 2 for nontranscriptional activation of the NLRP3 inflammasome). In support of this finding, ASC speck formation, an immunocytological hallmark of inflammasome activation [31], was markedly diminished in *NCOA6*-knockdown monocytes compared to control siRNA-transfected monocytes when stimulated with LPS only or LPS + MSU (Fig. 3C). Moreover, the production of TNFα and IL-6, inflammasome-independent cytokines, was not significantly affected by si*NCOA6* (Fig. 3B and Fig. S9A). However, *Ncoa6* deficiency did not affect caspase-1 release by poly (dA:dT), which triggers the AIM2 inflammasome, or by *Salmonella* flagellin, an NLRC4 inflammasome activator (Fig. S10), suggesting that NCOA6 selectively modulates the activity of the NLRP3 inflammasome but not that of the AIM2 inflammasome or the NLRC4 inflammasome.

**Fig. 3:**
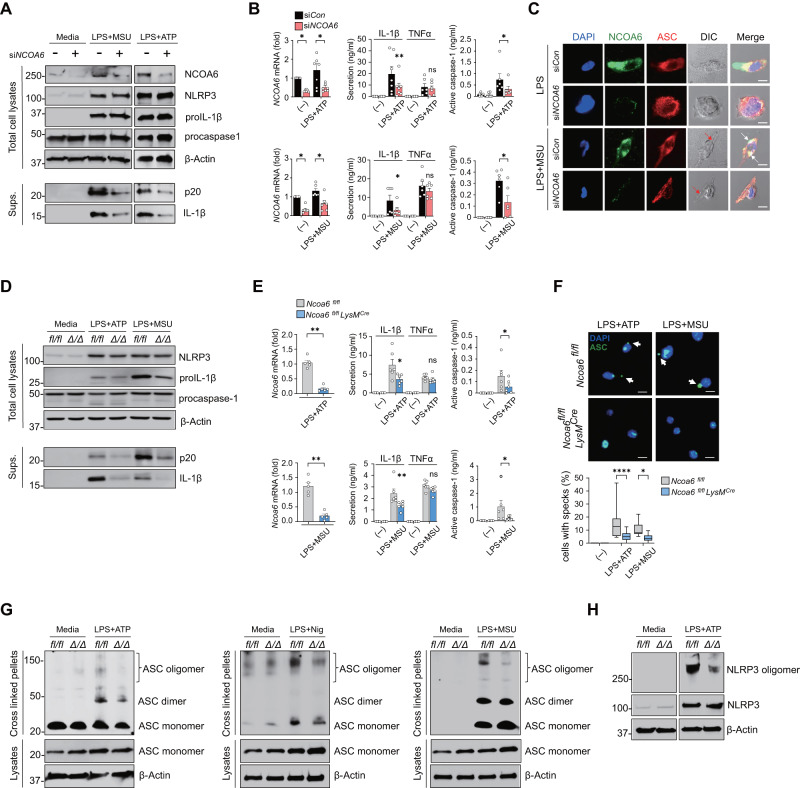
NCOA6 promotes NLRP3 inflammasome activity. **A**–**C** Human monocytes from healthy donors transfected with *NCOA6* siRNA or control siRNA were primed with LPS for 6 h, followed by stimulation with ATP for 30 min or MSU crystals for 2 h. Cell lysates and culture supernatants were immunoblotted with the indicated antibodies. Sups indicates supernatants (**A**). *NCOA6* mRNA levels were analyzed by real-time qRT–PCR (**B** left panel). The amounts of secreted IL-1β, TNFα, and active caspase-1 in the supernatant were measured using ELISA (**B** middle and right panel). Each dot represents an individual donor. Representative immunofluorescence staining for NCOA6, ASC, and DAPI (**C**). The white arrows (Merge) indicate ASC specks, and the red arrows (DIC) indicate phagocytosed MSU crystals. DIC, differential interference contrast. Scale bars, 20 μm. **D**–**H** BMDMs derived from *Ncoa6*^*fl/fl*^ (*fl/fl*) mice and *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ (*Δ*/*Δ*) mice (*n* = 6 per group) were primed with LPS for 4 h, followed by stimulation with ATP for 30 min, MSU crystals for 2 h, or nigericin (Nig) for 2 h. Cell lysates and culture supernatants were immunoblotted with the indicated antibodies. Sups denotes supernatants. **D** *NCOA6* mRNA levels were analyzed using real-time qPCR (**E**, left panel). The levels of secreted IL-1β, TNFα, and active caspase-1 in the supernatant were determined using ELISA (**E** middle and right panels). Each dot indicates an individual mouse. Representative immunofluorescence images for ASC and DAPI (**F** upper panel). The white arrows indicate ASC specks. Scale bars, 20 μm. The ratio of cells with ASC specks was calculated by randomly counting at least 20 cells per field, and the results are presented as a bar graph (**F** lower panel). To detect NLRP3 oligomerization or ASC oligomerization, cells were crosslinked using disuccinimidyl suberate. Cell lysates as input controls were immunoblotted with antibodies against NLRP3, ASC and β-actin (**G**, **H**). The immunoblotting and immunocytochemistry results are representative of at least three independent experiments with similar results. *P < 0.05, **P < 0.01, and ****P < 0.0001 by paired two-tailed *t* test

Consistent with the human data, there was no difference in the mRNA expression of *Nlrp3, Pycard*, and *Casp1* between *Ncoa6-*KO BMDMs from *Ncoa6*^*fl/fl*^ *LysM*^*CRE*^ mice and *Ncoa6-*sufficient BMDMs from *Ncoa6*^*fl/fl*^ mice after stimulation with LPS + ATP or LPS + MSU; *Il1b* mRNA levels, however, were modestly but significantly reduced in *Ncoa6-*KO BMDMs (Fig. S8C, D). These data suggest that murine NCOA6 can regulate IL-1β transcription but not caspase-1 transcription as a coactivator. Moreover, procaspase-1 and pro-IL-1β protein levels were unchanged and somewhat reduced by *Ncoa6* deficiency, respectively (Fig. 3D), which supports the notion that NCOA6 is involved in murine inflammasome priming to a minor extent. However, similar to *NCOA6*-deficient human monocytes, *Ncoa6-*KO BMDMs stimulated with LPS + ATP or LPS + MSU secreted much lower levels of IL-1β and active caspase-1 but not TNFα or IL-6 than control BMDMs (Fig. 3E and Fig. S9B), confirming the requirement of NCOA6 for the caspase-1-dependent maturation of IL-1β. ASC speck formation was also markedly decreased by *Ncoa6-*KO (Fig. 3F). Concurrently, the formation of ASC oligomers that constitute ASC specks [31] was almost completely blocked in *Ncoa6-*KO BMDMs in the presence of NLRP3 inflammasome activators, including LPS + ATP, LPS+nigericin, and LPS + MSU (Fig. 3G).

Colocalization of NCOA6 with NLRP3 (Fig. 2F) and NCOA6’s regulation of ASC oligomerization (Fig. 3G) suggests that NCOA6 affects events upstream of ASC oligomer formation, such as NLRP3 oligomerization. To address this, we conducted an NLRP3 oligomerization assay and found a dramatic reduction in NLRP3 oligomer formation in *Ncoa6-*KO BMDMs (Fig. 3H), which signifies that NCOA6 induces ASC oligomerization by facilitating NLRP3 oligomerization in macrophages. However, the decrease in NCOA6 levels did not influence NLRP3 expression in mouse macrophages (Fig. 3D and Fig. S8), which is consistent with the findings in human macrophages (Fig. 3A). Together, the NCOA6-directed regulation of inflammasome activity was reproduced in murine macrophages with some minor differences.

Overall, these data demonstrate that NCOA6 enhances NLRP3 inflammasome activity by modulating Signal 2 (predominant effect) and Signal 1 (partial effect noted only in the mouse system), thereby promoting the production of mature IL-1β and active caspase-1.

### NCOA6 is associated with the NACHT domain of NLRP3 in the cytoplasm

We next investigated how NCOA6 mechanistically regulates NLRP3 activity. First, we analyzed NCOA6 and NLRP3 expression over time in THP-1 monocytes sequentially activated by priming with PMA followed by stimulation with LPS + ATP. NCOA6 expression was upregulated even in the cells that were only primed, whereas NLRP3 expression was upregulated only after the additional stimulation of LPS + ATP (Fig. 4A), suggesting earlier involvement of NCOA6 in the inflammasome activation process of THP-1 cells. Moreover, an immunoprecipitation assay using anti-NLRP3 Abs in ATP- or LPS + ATP-stimulated THP-1 cells clearly demonstrated that endogenous NLRP3 coimmunoprecipitated with NCOA6 (Fig. 4B, Fig. S11A), indicating that NLRP3 and NCOA6 are likely to interact. To support this, we conducted a proximity ligation assay (PLA) using anti-NCOA6 and anti-NLRP3 antibodies. PLA is a powerful experimental tool that allows in situ detection of protein interactions with high specificity and sensitivity [32]. The results showed that robust red fluorescence was detected in the cytoplasm of the LPS + ATP-stimulated THP-1 cells only when these two antibodies were simultaneously used (Fig. 4C); such robust red fluorescence was not observed after a single treatment with either anti-NCOA6 or anti-NLRP3 Ab (Fig. 4C). Moreover, the number of cytoplasmic spots was markedly increased by the inflammasome activator LPS + ATP (Fig. S12). Together, these findings demonstrate that there may be a molecular interaction between NCOA6 and NLRP3 in macrophages.

**Fig. 4:**
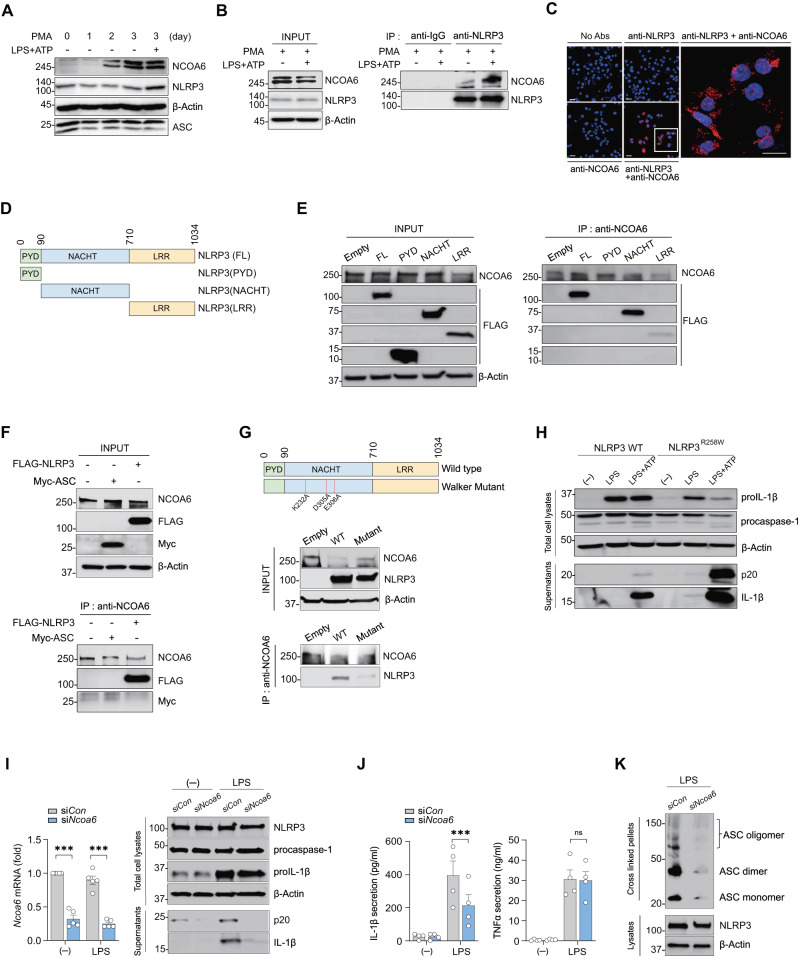
Association of NCOA6 with the NACHT domain of NLRP3. **A**, **B** THP−1 cells were stimulated with PMA for the indicated duration, primed with LPS, and treated with ATP. Cell lysates were immunoblotted with the indicated antibodies (**A**). Lysates were analyzed by NLRP3 pulldown and immunoblotting with antibodies against NCOA6 and NLRP3 (**B**). **C** Proximity ligation assay (PLA) in PMA-stimulated THP-1 cells primed with LPS (100 ng ml^−1^) for 4 h, followed by ATP (5 mM) treatment for 30 min. Red fluorescent dots indicate sites of interactions between NCOA6 and NLRP3 proteins. The rectangular area in the middle panel is magnified to the right panel. Scale bars, 20 μm. **D** Schematic of full-length NLRP3 and the truncated domain constructs. The number refers to the human NLRP3 sequence. **E**, **F** Wild-type or mutant NLRP3 (PYD, NACHT or LRR domain) and/or Myc-tagged ASC were overexpressed in HEK293T cells. Cell lysates were immunoprecipitated with the NCOA6 antibody and then immunoblotted with the indicated antibodies: FL=full length. **G** Decrease in the NCOA6-NLRP3 interaction by Walker A and B motif point mutations in the NACHT domain. HEK293T cells were transfected with the DNA constructs for wild-type NLRP3 (WT) and mutant NLRP3 (Mutant) and then subjected to immunoprecipitation with anti-NCOA6 Ab, followed by immunoblotting with the indicated antibodies. A schematic of the NLRP3 Walker mutant is shown in the top panel. **H** Immortalized BMDMs (iBMDMs) expressing wild-type NLRP3 (NLRP3 WT) or NLRP3^R258W^ were primed with LPS followed by ATP treatment. Cell lysates and culture supernatants were immunoblotted with the indicated antibodies. **I**, **J** Upstream regulatory effect of NCOA6 on NLRP3 inflammasome activity. NLRP3^R258W^ iBMDMs were transfected with *Ncoa6* siRNA or control siRNA for 24 h and then stimulated with LPS for 6 h. *Ncoa6* mRNA expression was analyzed by real-time qPCR (**I** left panel). Cell lysates and culture supernatants were immunoblotted with the indicated antibodies (**I** right panel). Immunoprecipitation and immunoblotting results are representative of at least three independent experiments. ELISA for IL-1β and TNF-α in culture supernatants (**J**). **K** ASC oligomerization in LPS-stimulated NLRP3^R258W^ iBMDMs transfected with *Ncoa6* siRNA or control siRNA. Lysates or cross-linked pellets were immunoblotted with the indicated antibodies. The results are representative of three independent experiments. ***P < 0.01 by unpaired two-tailed t test (H) and two-way ANOVA corrected for multiple comparisons

Potassium efflux is a common upstream signaling event triggered by most NLRP3 stimuli, such as ATP, and it specifically promotes the interaction of NEK7 with NLRP3 [33, 34]. To test whether potassium efflux affects the association of NCOA6 with NLRP3, we carried out an immunoprecipitation assay of NLRP3 in THP-1 cells stimulated with ATP under the condition of elevated extracellular potassium, which inhibits potassium efflux. In line with an earlier study [34], the association of NEK7 with NLRP3 was reduced upon the addition of extracellular potassium, specifically KCl (Fig. S11B). Moreover, the association of NCOA6 with NLRP3 in the same cells was not significantly repressed (Fig. S11B). Furthermore, *Ncoa6* deficiency failed to downregulate *Nek7* expression in BMDMs and did not mitigate the molecular interaction of NEK7 with NLRP3 (Fig. S11C, D). Together, these findings support the notion that NCOA6-mediated NLRP3 inflammasome activation may be independent of potassium efflux and NEK7.

We next wondered which domain of NLRP3 specifically interacts with NCOA6. The structure of NLRP3 consists of a pyrin domain (PYD), a central nucleotide-binding and oligomerization (NACHT) domain, and a C-terminal leucine-rich repeat (LRR) domain (Fig. 4D); the N-terminal PYD is necessary for interaction with the adapter molecule ASC [35]. Further mapping studies using three truncated NLRP3 constructs, each consisting of only a single domain, and anti-NCOA6 Abs showed that NCOA6 coprecipitated strongly with the NACHT domain and modestly with the LRR domain but showed no interaction with the PYD (Fig. 4E, Fig. S13), indicating that NCOA6 is associated with the NACHT domain of NLRP3. We also questioned whether NCOA6 interacts with ASC. Immunoprecipitation assays using anti-NCOA6 Abs showed that NCOA6 did not coprecipitate with Myc-ASC but did strongly coprecipitate with FLAG-NLRP3, suggesting no interaction between NCOA6 and ASC (Fig. 4F, Fig. S13). Moreover, in BMDMs, *Ncoa6* deficiency did not reduce the interaction between NLRP3 and ASC, as determined by an immunoprecipitation assay (Fig. S11D). Based on the immunoprecipitation data using both anti-NLRP3 Abs and anti-NCOA6 Abs, we concluded that NCOA6 may interact with the NACHT domain of NLRP3 without associating with ASC to activate the NLRP3 inflammasome.

The NACHT domain has nucleotide-binding sites of Walker A and B motifs, which have ATPase activity critical to NLRP3 oligomerization [36]. Based on the findings that NCOA6 is specifically related to the NACHT domain, we wondered whether Walker A and B motifs in the NACHT domain are involved in NCOA6-induced NLRP3 oligomerization. To this end, we first reconstructed an NLRP3 mutant at the Walker A and B motifs (K232A, D305A, and E306A) that lacks ATP hydrolysis (Fig. 4G, upper panel). Subsequently, we overexpressed wild-type NLRP3 versus mutant NLRP3 in HEK293T cells to investigate whether such mutations repress the NLRP3 interaction with NCOA6. The results demonstrated the interaction of NCOA6 with wild-type NLRP3, which was not observed with mutant NLRP3 (Fig. 4G, the middle and lower panel). These data, together with an earlier report [36], suggest that Walker A and B motifs with ATPase activity serve as a critical site for the interaction between NLRP3 and NCOA6 and that ATP hydrolysis of the NACHT domain might be needed for NCOA6-dependent NLRP3 oligomerization.

We finally sought to clarify how important NCOA6 is for NLRP3 inflammasome activation. To this end, we depleted *Ncoa6* using siRNA in immortalized BMDMs carrying a gain-of-function mutation in the *Nlrp3* gene (*Nlrp3*^R258W^) [37]. As previously reported [34], the culture supernatants of *Nlrp3*^R258W^ BMDMs contained greater amounts of mature IL-1β and active caspase-1 (p20) than those of control BMDMs upon stimulation with LPS and/or LPS + ATP, confirming the mutation-induced hyperactivation of the NLRP3 inflammasome (Fig. 4H, I). Most strikingly, *Ncoa6* siRNA markedly suppressed the secretion of IL-1β and active caspase-1 (p20) in *Nlrp3*^R258W^ BMDMs in the presence of LPS alone (Fig. 4I, J). Moreover, the increased ASC oligomerization observed in LPS-stimulated *Nlrp3*^R258W^ BMDMs was markedly impaired by *Ncoa6* siRNA compared to control siRNA (Fig. 4K). This reversal of NLRP3 hyperactivation by the knockdown of *Ncoa6* further indicates that NCOA6 is an essential regulator of NLRP3 inflammasome activation in macrophages.

In summary, NCOA6 has robust effects on NLRP3 inflammasome activity through interaction with the Walker A and B motifs of the NLRP3 NACHT domain following cytoplasmic translocation in activated monocytes/macrophages.

### NCOA6 deficiency alleviates NLRP3-dependent inflammatory diseases in mice

Our in vitro findings strongly suggest that NCOA6 is required for the progression of NLRP3-dependent inflammatory diseases, although little is known regarding the role of NCOA6 in these diseases. Therefore, we investigated the in vivo role of NCOA6 in FA-induced acute tubular necrosis (ATN), a mouse model of NLRP3-dependent inflammatory disease in which IL-1β is released in response to dying cells, subsequently causing tubular damage in the kidney, such as tubular necrosis, cast formation, and tubular dilatation [38]. The results showed that no difference in body weight loss was detected between *Ncoa6*-haploinsufficient (*Ncoa6*^*+/−*^) mice and wild-type (WT) littermates (*Ncoa6*^*+/+*^) (Fig. 5A); *Ncoa6*^*+/−*^ mice were used because *Ncoa6*^*−/−*^ is embryonic lethal in mice [7]. However, *Ncoa6*^*+/−*^ mice exhibited an increased survival rate compared to that of WT mice after FA injection (Fig. 5A, bottom panel). Histopathological severity, as assessed by the extent of tubular necrosis, cast formation, and tubular dilatation, was also substantially reduced in *Ncoa6*^*+/−*^ mice compared to WT mice (Fig. 5B). In addition, the interstitial infiltration of macrophages and neutrophils was significantly decreased in *Ncoa6*^*+/−*^ mice with FA-induced ATN (Fig. 5C). Moreover, the production of IL-1β and active caspase-1 (p20), representative of NLRP3 inflammasome activity, was markedly hampered by *Ncoa6* haploinsufficiency (Fig. 5C, D). These observations suggest that *Ncoa6* deficiency prevented the development of FA-induced ATN, possibly by inhibiting IL-1β and caspase-1 production.

**Fig. 5:**
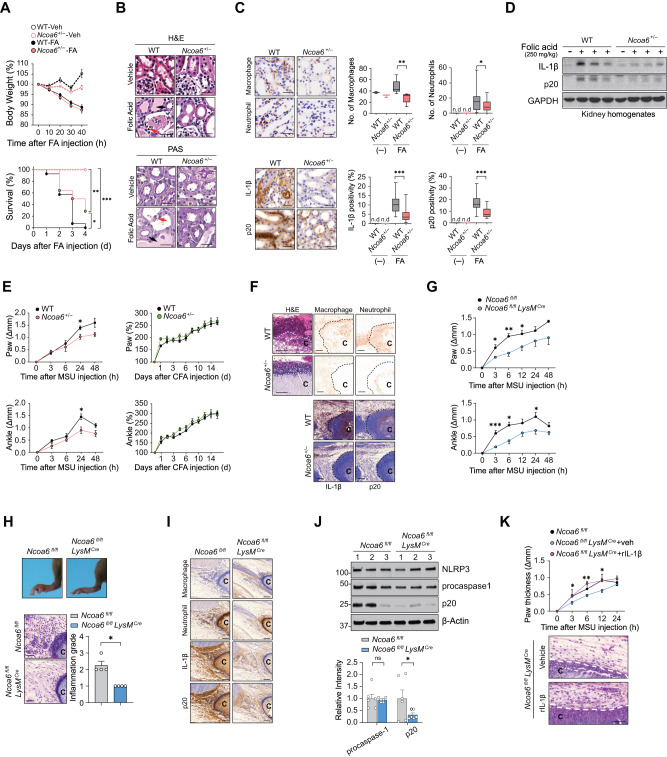
Amelioration of acute tubular necrosis and MSU crystal-induced arthritis in mice by *Ncoa6* deficiency. **A**–**D** Folic acid (FA) or vehicle (Veh) was injected into the peritoneal cavity of WT and *Ncoa6*^*+*/–^ mice. Kidney samples were obtained 36 h after FA injection. The body weight (**A** upper panel) and survival (**A** lower panel) of WT mice (n = 6 for Veh, *n* = 16 for FA) and *Ncoa6*^*+/−*^ mice (*n* = 5 for Veh, n = 14 for FA) were monitored for the indicated duration. Representative H&E (**B** upper panel) and periodic acid-Schiff images (**B** lower panel) of the kidney; the black arrows indicate cast formation, and the red arrows indicate tubular necrosis. Immunohistochemistry of kidney tissues (**C**) using anti-F4/80 Abs (for macrophages), anti-NIMP-14 Abs (for neutrophils), anti-mature IL-1β (p17) Abs, and anti-active caspase-1 (p20) Abs. The number of infiltrated cells in the corticomedullary junction was counted in randomly selected images (40x magnification) on a slide scanner (**C** bar graphs in the upper panel). IL-1β and active caspase-1 levels were assessed based on the ratio of the stained area per field using ImageJ software (**C** bar graphs in the lower panel). For (**C**), at least five fields were counted per slide. n.d.=not detected. Kidney homogenates were immunoblotted with Abs for mature IL-1β, active caspase-1, and GAPDH (**D**). MSU crystals (**E** left panel) or CFA (**E** right panel) were injected into the footpads of WT and *Ncoa6*^*+*/–^ mice. Paw and ankle edema was monitored for the indicated duration (**E**). Representative H&E and immunohistochemical staining of MSU-injected joint tissues using Abs for F4/80, NIMP-14, mature IL-1β, and active caspase-1 (**F**). **G–J** *Ncoa6*^*fl/fl*^ (*n* = 8) and *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ (*n* = 8) mice were subcutaneously treated with MSU crystals. Paw and ankle edema was monitored for 2 days (**G**). Representative macroscopic images of hind limbs (**H** upper panel) and H&E-stained images of footpads (**H** lower panel). The bar graph in the lower panel of **H** shows the inflammation grade of the affected joints. Representative immunohistochemistry images (**I**). Representative immunoblotting images (**J** upper panel); the bar graph shows the mean intensity of caspase-1 (**J** lower panel), which was summed from two blot images. Each dot represents an individual mouse. **K** IL-1β-induced loss of the decrease in arthritis severity in *Ncoa6*-KO mice. Recombinant IL-1β or PBS was subcutaneously injected around crystals 1 h and 6 h after administering MSU to *Ncoa6*^*fl/fl*^ (*n* = 8) and *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ mice (*n* = 8). Paw and ankle edema was monitored for 24 h (**K** top panel): representative images of H&E staining (**K** bottom panel). Each “C” in panels (**F**, **H**, **I**, **K**) indicates an MSU crystal. Scale bars = 50 μm for (**F**, **I**); 25 μm for (**B**, **C**, **H**); and 20 μm for (**K**). *P < 0.05, **P < 0.01, and ***P < 0.001 by log rank *t* test (**A**), unpaired two-tailed *t* test (**C**), and two-way ANOVA corrected for multiple comparisons (**E**, **G**, **J**, **K**)

To further probe the pathological relevance of NCOA6, we established an in vivo model of gouty arthritis in mice (MSU crystal-induced arthritis), which is another representative model of NLRP3-dependent inflammatory disease [39]. As in FA-induced ATN, the severity of MSU crystal-induced arthritis was significantly diminished in *Ncoa6*^*+/−*^ mice 24 h after MSU injection, as assessed by the Δ thickness of the paw and ankle, which was decreased in the *Ncoa6*^*+/−*^ mice (Fig. 5E). In sharp contrast, mice with and without complete Freund’s adjuvant (CFA)-induced arthritis, which is not NLRP3 inflammasome-specific [40], showed no such difference in the thickness of the paw and ankle (Fig. 5E), indicating that NCOA6 may specifically contribute to gouty arthritis in vivo. Consistently, the infiltration of immune cells in the vicinity of MSU crystals was profoundly repressed by *Ncoa6* deficiency, as determined by immunostaining of the joints, which revealed a marked reduction in the number of anti-NIMP-14^+^ (for neutrophils) and F4/80^+^ cells (for macrophages) in the joints of *Ncoa6*^*+/−*^ mice (Fig. 5F). Moreover, IL-1β and active caspase-1 (p20) expression was less prominent in infiltrated cells in the joints of *Ncoa6*^*+/−*^ mice than in those of WT mice (Fig. 5F), which supports the idea that NCOA6 controls NLRP3 inflammasome activity.

To assess whether myeloid cells in particular were involved in the observed role of NCOA6 in NLRP3-dependent inflammatory diseases, we generated conditional KO mice lacking *Ncoa6* specifically in myeloid cells using the *Cre/loxP* system (Fig. S6A, B). As expected, in *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ mice, *Ncoa6* mRNA levels were markedly reduced in BMDMs only, not in other cell types, such as T and B lymphocytes, confirming the specific depletion of *Ncoa6* in myeloid cells (Fig. S6C). Unfortunately, specific Abs for mouse NCOA6 are not commercially available, and thus, mouse NCOA6 protein levels could not be determined. When *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ mice were subjected to MSU crystal-induced arthritis, they exhibited substantial attenuation of joint swelling compared to that of *Ncoa6*^*fl/fl*^ mice as early as 3 h after MSU injection (Fig. 5G), and this response was more pronounced than that in Ncoa6-haploinsufficient mice (Fig. 5E, G). The difference in inflammatory cell infiltration was in concordance with this phenotype; fewer NIMP-R14^+^ and F4/80^+^ cells were near the MSU crystals in *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ mice than in *Ncoa6*^*fl/fl*^ mice (Fig. 5H, I). In parallel, IL-1β and active caspase-1 expression in joint tissues was dramatically downregulated in *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ mice compared with *Ncoa6*^*fl/fl*^ mice (Fig. 5I, J). These decreases in arthritic severity and inflammatory cell infiltration were almost completely reversed by the intra-articular injection of recombinant IL-1β into the affected joints (Fig. 5K and Fig. S14), demonstrating the decisive role of the myeloid NCOA6–IL-1β axis in NLRP3-dependent gouty arthritis.

Consistent with the in vitro data, these in vivo data suggest that NCOA6 is necessary for NLRP3-dependent inflammatory diseases, including FA-induced ATN and MSU crystal-induced arthritis.

### NCOA6 is upregulated in NLRP3-dependent inflammatory diseases in humans

Most studies on the association of NCOA6 with disease have been conducted in *Ncoa6*-deficient mice, with few studies in human systems. Therefore, it is unclear whether NCOA6 is implicated in the development of disease in humans. To ascertain the clinical relevance of NCOA6 as a critical regulator of the NLRP3 inflammasome, we profiled global gene expression in synovial fluid macrophages freshly isolated from gouty arthritis patients (n = 4) in comparison with peripheral blood monocytes from healthy donors (*n* = 4). We identified 3889 DEGs (2601 upregulated and 1288 downregulated) in gout macrophages (Fig. 6A and Table S3) and found numerous shared genes between these DEGs and those in *Ncoa6-*KO macrophages (from *Ncoa6*^*fl/fl*^ *LysM*^*CRE*^ mice) cultured with medium alone (no. of shared DEGs=178) or stimulated with LPS + MSU (no. of shared DEGs=200) (Fig. 6B). 

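On the side of the *Ncoa6*-KO BMDMs, the limits that Table S1 shows gave 1105 DEGs with medium alone and 1462 with LPS + MSU, counted as genes past the log2 fold change limit in that condition, UD and DU included. The largest departures from these counts were 338 and 495 genes when the p-value was adjusted. The libraries of gout macrophages and healthy monocytes were not part of the counts analyzed, so the overlap with them was not recomputed.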

Functional enrichment analysis of the 277 shared DEGs demonstrated that the response to type I IFN, regulation of the inflammatory response, innate immune response, leukocyte differentiation, and leukocyte migration were significantly enriched (Fig. 6C and Table S4), which supports the hypothesis that NCOA6 controls innate and inflammatory responses, including macrophage activation, migration, and differentiation, in gouty arthritis, an NLRP3-dependent inflammatory disorder in humans [41]. Moreover, the 33 DEGs that were downregulated in both medium- and LPS + MSU-stimulated *Ncoa6*-KO BMDMs was significantly upregulated in gout macrophages, as determined by GSEA (Fig. S15A). 

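Of the 33 genes shown in Fig. S15C, 30 were matched by symbol to the mouse genes of the DD group of Table S1, and 3 were not. All 30 were lower in *Ncoa6*-KO BMDMs under both culture conditions. Their median log2 fold change was -1.12 with medium alone and -0.94 with LPS + MSU, and from -1.34 to -0.88 and from -1.15 to -0.79 as each library was left out. The study chose these genes on the same libraries, so these values are not independent evidence of a decrease.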

The GOBP terms enriched in the 33 DEGs were mostly immune-related cellular processes (Fig. S15B, C, and Table S5). Overall, the transcriptome data suggest that NCOA6 is a key regulator dictating the pathological activation of macrophages in gouty arthritis.

**Fig. 6:**
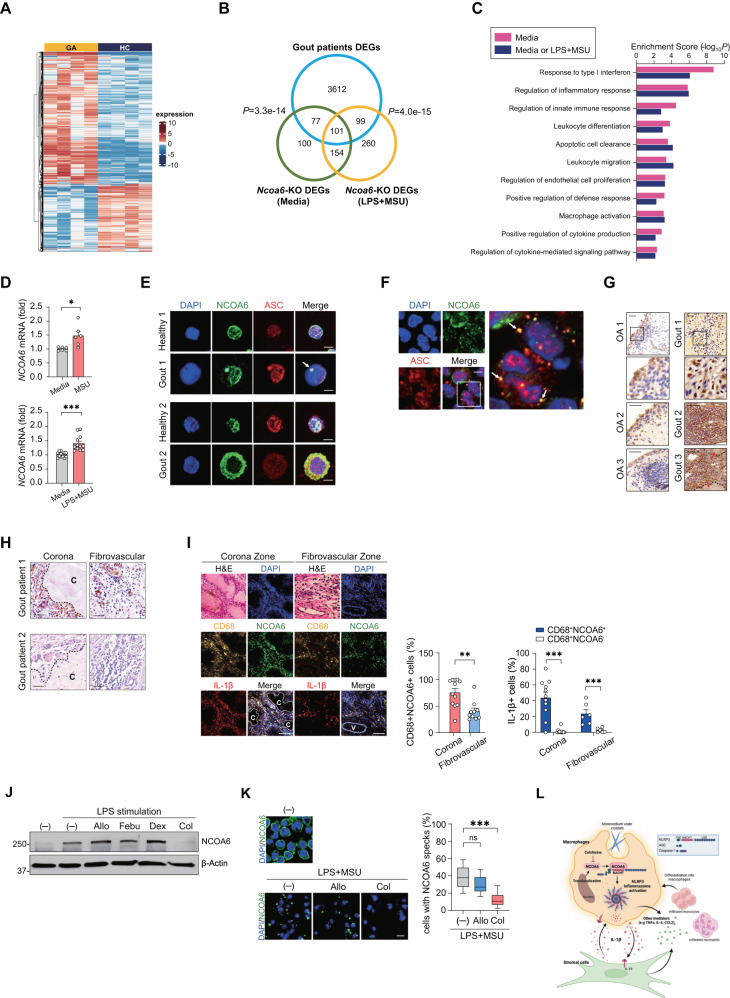
Pathological and clinical importance of NCOA6 in patients with gout arthritis. **A** Heatmap of 3894 DEGs (|log_2_ fold change| > 1) in synovial macrophages from patients with gouty arthritis (GA, *n* = 4) compared to CD14^+^ peripheral blood monocytes of healthy controls (HC, *n* = 4). **B** Venn diagram showing the overlap of the three sets of DEGs generated by the comparisons of gout macrophages versus healthy macrophages (blue), *Ncoa6*-KO BMDMs versus unstimulated WT BMDMs (green), and *Ncoa6*-KO BMDMs versus WT BMDMs stimulated with LPS plus MSU (yellow). *P* values were computed by chi-squared test. **C** GOBP terms related to inflammasome activation that were enriched in the overlapping genes (178 genes for medium alone and 277 genes for medium or LPS + MSU) between DEGs in *Ncoa6*-KO BMDMs and DEGs in gout macrophages. **D** qRT–PCR analysis of *NCOA6* mRNA levels in MSU- or LPS + MSU-stimulated human CD14^+^ monocytes^.^ **E**, **F** Representative immunofluorescence images of NCOA6 and ASC in CD14^+^ monocytes^,^ which were isolated from the peripheral blood of healthy controls and joint fluid of patients with gouty arthritis (**E**) or CPPD (**F**). Nuclei were stained with DAPI. **G** Immunohistochemistry analysis of NCOA6 in synovial tissues from osteoarthritis patients or gout arthritis patients; the red arrows indicate crystal deposits. **H** Images of immunohistochemical staining of NCOA6 in the corona and fibrovascular zones of the synovium of gout arthritis patients. C = MSU crystal. **I** Triple immunofluorescence staining for NCOA6, CD68 (macrophages), and IL-1β in the gouty arthritis synovium. Nuclei were stained with DAPI. The percentage of CD68^+^NCOA6^+^ cells (middle panel) and the ratios of IL-1β^+^ cells among CD68^+^NCOA6^+^ cells or CD68^+^NCOA6^–^ cells (right panel) were calculated from at least three fields per slide. Each dot represents one field. C = MSU crystal, V = blood vessel. **J** THP-1 cells were stimulated with LPS (10 ng ml^−1^) for 48 h in the presence of the indicated drugs. Cell lysates were immunoblotted with antibodies against NCOA6 and β-actin. **K** Differentiated THP-1 cells were primed with LPS (100 ng ml^−1^) for 4 h, followed by exposure to MSU crystals in the presence of allopurinol and colchicine. Representative immunofluorescence images are shown in the left panel. The ratio of cells with NCOA6 specks was calculated by randomly counting at least 50 cells per field (5 fields/group) (right panel). **L** Hypothetical model of the NCOA6-induced activation of the NLRP3 inflammasome in gout arthritis. Following the deposition of MSU crystals, monocytes and macrophages migrate to these deposits and attempt to phagocytize them. In macrophages stimulated by MSU and/or other proinflammatory stimuli, NCOA6 can translocate from the nucleus into the cytoplasm. Cytoplasmic NCOA6 incorporates into the NLRP3 inflammasome by binding the NACHT domain of NLRP3 and then activates the NLRP3 inflammasome and induces ASC oligomerization. As a result, activated macrophages secrete the mature form of IL-1β, which in turn may trigger the production of other inflammatory mediators, including TNFα, IL-6, CCL2, and prostaglandins, by stromal cells; these events lead to the recruitment of more monocytes and neutrophils to the inflamed sites embedded with MSU crystals, thus generating the vicious cycle of gouty inflammation. Treatment with colchicine might block this self-perpetuating cycle by repressing NCOA6 expression. Scale bars = 20 μm for (**E**, **F**); 50 μm for (**G**, **H**, **K**); and 100 μm for (**I**). *P < 0.05, **P < 0.01, and ***P < 0.001 by paired two-tailed *t* test (**D**), unpaired two-tailed t test (**I**) and one-way ANOVA corrected for multiple comparisons (**K**)

Consistent with RNA sequencing data in gout macrophages, *NCOA6* expression in peripheral human monocytes of healthy donors was upregulated in response to the administration of MSU crystals (Fig. 6D), which are frequently detected inside gout macrophages [42]. Moreover, in synovial fluid macrophages from patients with gout and calcium pyrophosphate deposition (CPPD), both of which are NLRP3 inflammasome-dependent diseases [30, 43], NCOA6 was detected in cytoplasmic specks (single and multiple) that colocalized with ASC, as determined by immunofluorescence staining (Fig. 6E, F), which is quite similar to the findings observed in PMA-primed THP-1 cells (Fig. 2E, F). In contrast, in peripheral monocytes from healthy controls, NCOA6 localization was entirely limited to the nucleus (Fig. 6E). Interestingly, the cytoplasmic colocalization of NCOA6 with ASC was also noted in neutrophils in the synovial fluid of gout patients, another type of innate immune cell critically involved in gouty arthritis [44], suggesting that this colocalization is not unique to macrophages (Fig. S16).

Moreover, immunohistochemical staining revealed that NCOA6 expression was upregulated in the synovial tissues of gout patients compared to those of osteoarthritis (OA) patients, who served as a control (Fig. 6G). The gout synovium consists of three zones, including the central crystalline core, corona zone, and fibrovascular zone [45]. CD68^+^ macrophages are infiltrated mainly in the corona zone adjacent to the crystalline core but are rarely in the fibrovascular zone [46]. In particular, IL-1β-expressing macrophages, which are reported to be more pathogenic [47], are more frequently found in the corona zone. In this study, we found that there was a spatial difference in NCOA6 expression in the synovium, with a higher number and frequency of NCOA6^+^ macrophages in the corona zone neighboring the tophus than in the fibrovascular zone far from the tophus (Fig. 6H, I). Triple immunofluorescence staining revealed that IL-1β positivity was strikingly higher in NCOA6^+^CD68^+^ macrophages than in NCOA6^−^CD68^+^ macrophages (Fig. 6I). These observations demonstrate that macrophages with NCOA6 expression are concentrated in the inflammatory area of the gout synovium, supporting the notion that NCOA6 upregulates IL-1β expression as an NLRP3 inflammasome activator.

Taken together, the in vitro, in vivo, human pathology, and transcriptome profiling results indicate that NCOA6 may be an attractive target for NLRP3-dependent inflammatory diseases. Therefore, we finally wondered whether NCOA6 is involved in the mechanism of approved anti-gout drugs, including allopurinol, febuxostat, dexamethasone, and colchicine, all of which have been commonly prescribed for gout patients [48]. We observed that allopurinol, febuxostat, and dexamethasone failed to significantly suppress NCOA6 expression in THP-1 cells primed with LPS (Fig. 6J), whereas colchicine treatment completely suppressed NCOA6 levels under the same conditions (Fig. 6J). Furthermore, NCOA6 speck formation in THP-1 cells stimulated with LPS + MSU was markedly decreased by colchicine (Fig. 6K), indicating that the anti-gout activity of colchicine might occur via the blockade of NCOA6 expression and/or speck formation.

Figure 6L illustrates a hypothetical model of how NCOA6 in macrophages activates the NLRP3 inflammasome complex and contributes to the progression of gouty arthritis.

## Discussion

Our preliminary global interactome analysis between coactivators and transcription factors revealed nuclear receptor coactivator 6 (NCOA6) as a key regulator involved in the innate immune response. Hence, the primary goal of our study was to address simple questions of whether NCOA6, a coactivator, plays a role in innate immunity and inflammation. Unexpectedly, the results of this study substantially advanced our understanding of immunology and cell biology. First, it was unclear whether nuclear coactivators escape from the nucleus, playing additional functional roles. Our data clearly demonstrate that nuclear NCOA6, beyond its canonical function of nuclear coactivation, translocates to the cytoplasm and then acquires a new function of NLRP3 activation. Second, we determined that NCOA6 is a novel regulator of the NLRP3 inflammasome complex. Mechanistically, cytoplasmic NCOA6 interacts with the NACHT domain of NLRP3 at Walker A and B motifs and then regulates its activity. Finally, with bioinformatics, in vitro, and in vivo data on the direct role of NCOA6 in the innate immune response and diseases, we suggest NCOA6 as a new therapeutic target for NLRP3-dependent diseases, including gouty arthritis and acute tubular necrosis.

In eukaryotic cells, molecules have continuously acquired more than one function. One way of achieving multifunctionality for a given molecule is to ensure topological diversity within the cell [49]. In such cases, the molecule can acquire a new function by changing its subcellular localization. For example, FOS is a TF in the nucleus but a phospholipid synthesis activator at the endoplasmic reticulum (ER) membrane [50]. Nuclear receptors also contribute to the nongenomic regulation of cellular functions, including apoptosis, autophagy, and inflammasomes, after leaving the nucleus [51, 52]. As a coactivator, NCOA6 is mainly located in the nucleus. Although nuclear NCOA6 has been intensively studied, the cytoplasmic and subcellular localization of NCOA6, which is potentially important for its function, remains poorly understood. One of the striking findings of this study is that NCOA6 undergoes nucleocytoplasmic redistribution to perform new functions in innate immunity and NLRP3 activation, representing a new example of the multifunctionality of nuclear coactivators. However, it is unclear at this point how NCOA6 translocates from the nucleus to the cytoplasm. In a previous study, a nuclear localization signal (NLS) in *NCOA6* was mapped to the C-terminal sequence coded by the last four exons [18]. We suspect that the putative NLS in the NCOA6 gene plays a role in determining its cellular distribution, similar to the role of the NLS in ASC, another inflammasome component, in macrophages [22].

NCOA6 interacts with a variety of TFs and nuclear receptors [8]. Surprisingly, we found that NCOA6 acts as a signal regulator in the cytoplasm. Indeed, as early as 24 h after stimulation with PMA, most NCOA6-positive THP-1 cells were localized in the nucleus and was rarely detected in the cytoplasm (data not shown), suggesting that cytoplasmic NCOA6 plays a predominant role in activated monocytes/macrophages but not in resting cells, presumably losing its coactivator function. Our data also show that cytoplasmic NCOA6 was expressed prior to NLRP3 and was associated with NLRP3 with the Walker A and B motifs of the NLRP3 NACHT domain, which is responsible for ATPase-dependent ASC oligomerization [53], without directly interacting with ASC. Moreover, *Ncoa6* deficiency suppressed the two-step mechanism of inflammasome activation, particularly Signal 2 (nontranscriptional NLRP3 inflammasome activation), and even reversed the NLRP3 hyperactivation caused by the *Nlrp3*^R258W^ gain-of-function mutation, indicating that NCOA6 is indispensable for inflammasome activity as a strong upstream regulator of the NLRP3 complex. In this context, targeting the NLRP3 ATP hydrolysis motifs (Walker A and B) may hold promise in alleviating NCOA6-induced NLRP3 hyperactivation and could be a novel treatment strategy for inflammatory diseases dependent on NLRP3, including gouty arthritis.

Infiltrated monocytes and resident macrophages play pivotal roles in NLRP3 inflammasome-dependent diseases [54]. These cells are activated by DAMPs at the initial stage of a disease, produce proinflammatory cytokines, including IL-1β, and then recruit neutrophils to inflamed sites to amplify IL-1β production [55]. Our work underscores the importance of NCOA6 in the pathogenesis of macrophage-dependent inflammatory diseases. Using loss-of-function mouse models, we clearly showed that NCOA6, particularly myeloid NCOA6, has critical functions in promoting NLRP3 inflammasome-mediated inflammatory diseases, including FA-induced ATN and MSU crystal-induced arthritis. Given the molecular interaction of NCOA6 with TFs (Fig. S1), such proinflammatory responses induced by cytoplasmic NCOA6 (for Signal 2) could be further enhanced together with the coactivation of inflammasome-related TFs mediated by nuclear NCOA6 (for Signal 1). Interestingly, our integrated transcriptome analysis suggests that macrophage NCOA6, in addition to innate immunity, could be involved in diverse cellular processes, such as cell differentiation and cytokine responses. Further investigation is warranted to verify the role of macrophage NCOA6 in these processes.

Gouty arthritis is one of the most common rheumatic diseases worldwide where MSU crystals elicit robust inflammation of the affected joints by activating the innate immune system, specifically by inducing secretion of a large amount of IL-1β from macrophages and neutrophils via NLRP3 inflammasome activation [56]. To our knowledge, global transcriptomics analysis of gouty macrophages has not been performed. In the present study, the transcriptome, qRT‒PCR, immunofluorescence, and immunohistochemistry data using macrophages and synovia of gout patients suggest that NCOA6 is a key regulator of gouty arthritis, confirming our major findings in the human system. Notably, among approved anti-gout drugs, colchicine completely abrogated NCOA6 expression and speck formation in activated macrophages, suggesting that colchicine inhibits NLRP3 inflammasome activity by targeting NCOA6. In fact, a number of proinflammatory genes, including GM-CSF, TNF, and IL6, can be transcriptionally downregulated by colchicine [57]. Our data corroborate earlier reports [57, 58] and reveal a new molecular mechanism by which colchicine exerts its anti-gout and anti-inflammasome activities [30].

In summary, we showed that NCOA6 was expressed in monocytes and macrophages and that its level was increased under proinflammatory conditions in both human and mouse systems. Unexpectedly, nuclear NCOA6 was found to translocate to the cytoplasm in activated monocytes and then become incorporated into the inflammasome with NLRP3 and ASC, forming cytoplasmic specks. NCOA6 was associated with ATP hydrolysis motifs in the NACHT domain of NLRP3, promoting the oligomerization of NLRP3 and ASC and thereby enhancing the production of IL-1β and active caspase-1. *Ncoa6* deficiency blocked the hyperactivation of NLRP3 and ASC oligomerization in *Nlrp3*^R258W^ BMDMs. Genetic ablation of *Ncoa6* substantially attenuated the severity of FA-induced ATN and MSU crystal-induced arthritis in mice and decreased IL-1β and active caspase-1 levels. The suppression of MSU crystal-induced arthritis was reproduced by the myeloid-specific depletion of *Ncoa6*. Consistent with these findings, the NCOA6 signature was significantly enriched in gouty macrophages. Moreover, NCOA6 expression was elevated in the synovial macrophages of patients with gouty arthritis, correlating with IL-1β expression.

Conclusively, NCOA6, in addition to its classical role in transcriptional coactivation, plays a newly discovered role in innate immunity upon redistribution to the cytoplasm, highlighting the functional diversity of the nuclear coactivators that potentially undergo changes in subcellular localization. Moreover, our findings provide novel insight into the NCOA6-directed molecular mechanism(s) of NLRP3 inflammasome activation, emphasizing the importance of the NACHT domain in this process. We anticipate that NCOA6-suppressing agents, such as colchicine, will alleviate the feed-forward loop of NLRP3 activation (Fig. 6L), making them attractive candidates for the treatment of various NLRP3 inflammasome-dependent disorders.

## Materials and methods

### Mice

*Ncoa6*^+/−^ mice on a C57BL/6 genetic background were generated as previously described [59]. Age- and sex-matched wild-type (WT) littermates (C57BL/6) were used as controls. Mice with conditional *Ncoa6* knockout (KO) specifically in myeloid cells (*Ncoa6*^*fl/fl*^ × *LysM*^*Cre*^) were created using the *loxP/Cre* system. *Ncoa6*^*fl/fl*^ mice served as control mice. The animal genotype was confirmed by PCR analysis using the following primers: *Flox* forward, 5′-GGCTCATTTTCTAGCCCATGA-3′ *Flox* reverse, 5′-AGGACCAGCTCCTTGACCACC-3′; *Cre* forward, 5′-CCCAGAAATGCCAGATTACG-3′; and *Cre* reverse, 5′-CTTGGGCTGCCAGAATTTCTC-3′. All mice were maintained under specific pathogen-free conditions. The experimental procedures were approved by the Institutional Animal Care and Use Committee of the Catholic University of Korea (IACUC, approval number: CUMC-2020-0332-01).

### Reagents

Phorbol 12-myristate 13-acetate (PMA, P8139), lipopolysaccharides from *E. coli* O111:B4 (L2630), adenosine triphosphate (ATP, A2383), potassium chloride (KCl, P5405) MG132 (C2211), folic acid (F876), allopurinol (A8003), and dexamethasone (D2915) were purchased from Sigma‒Aldrich (St. Louis, MO, USA). Recombinant human TNFα (210-TA), human M-CSF (216-MC), mouse IL-1β (401-ML), and mouse TNFα (410-MT) were purchased from R&D Systems (Minneapolis, MN, USA). Monosodium urate crystals (MSU crystals, tlrl-msu), *Salmonella* flagellin (FLS-ST, tlrl-stfla), and poly (dA:dT) (tlrl-patn) were obtained from InvivoGen (San Diego, CA, USA). Complete Freund’s adjuvant (CFA, 7001) and incomplete Freund’s adjuvant (IFA, 7002) were obtained from Chondrex (Redmond, WA, USA). Colchicine (AG-CN2-0048) was purchased from AdipoGen (San Diego, CA, USA). Recombinant mouse M-CSF (315-02) was purchased from PeproTech (Rocky Hill, NJ, USA). Recombinant human IL-1β (RIL1B1) and disuccinimidyl suberate (DSS, 21655) were purchased from Thermo Fisher Scientific (Cleveland, OH, USA). Human *NCOA6* siRNA (sc-61401), control siRNA (sc-37007), and febuxostat (144060-53-7) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). ON-TARGETplus mouse *Ncoa6* siRNA (L-041129-00-0005) and ON-TARGETplus nontargeting control siRNA (D-001810-10-05) were purchased from Dharmacon (Lafayette, CO, USA).

### Reconstruction of the molecular network of immune response-related TFs and coactivators

The gene lists of immune response-related TFs and nuclear receptor coactivators were obtained from the Gene Ontology database. Briefly, we first searched for the shared genes between the “immune response” (GO:0006955) and “DNA-binding transcription factor activity, RNA polymerase II-specific” (GO:0000981) biological process gene sets defined by Gene Ontology (GO) and considered the genes ‘immune response-related TFs’. We next selected the genes having “nuclear receptor coactivator activity” defined by the Gene Ontology molecular function (GOMF, GO:0030374) dataset. After obtaining the protein‒protein interaction (PPI) data of the selected TFs and nuclear receptor coactivators using the STRING database (5), we visualized the PPI results as a network using Cytoscape (ver. 3.8.0). The interaction degrees of each protein were analyzed by the Network Analyzer application in Cytoscape.

### Cell culture

THP-1 cells (a human myelomonocytic cell line) were maintained in RPMI 1640 medium containing 10% fetal bovine serum (FBS), 1% antibiotics/antimycotics, and 0.05 mM 2-mercaptoethanol. THP-1 cells were differentiated into macrophage-like cells by treatment with 10 ng mL^−1^ PMA for 3 days. HEK293T cells were maintained in DMEM containing 10% FBS and 1% antibiotics/antimycotics. Human monocytes were freshly isolated from the peripheral blood of healthy individuals using a monocyte isolation kit II (Miltenyi Biotech, Surrey, UK). Human monocyte-derived macrophages were generated by incubating the isolated CD14^+^ monocytes in complete RPMI 1640 medium supplemented with 20 ng mL^−1^ human M-CSF for 3 days, as previously described [60]. To generate BMDMs, bone marrow cells were harvested from the tibia and femur of C57BL/6, *Ncoa6*^+/−^, *Ncoa6*^*fl/fl*^, and *Ncoa6*^*fl/fl*^ × *LysM*^*Cre*^ mice and then differentiated by culture in RPMI 1640 medium containing murine M-CSF (20 ng mL^−1^) for 6 days, as previously described [60]. HEK293T cells were cultured in DMEM supplemented with 10% FBS (Welgene, Korea, LM001-09) and 1% antibiotics/antimycotics. Immortalized *Nlrp3*^R258W^ BMDMs, kindly provided by Professor Yuan He at Wayne State University School of Medicine, were cultured in IMDM supplemented with 10% FBS (Gibco, Grand Island, NY, USA), 1× nonessential amino acids, 1× sodium pyruvate, and 1% antibiotics/antimycotics.

### Flow cytometry

Peripheral blood mononuclear cells from healthy individuals were stained with PE-labeled CD14 and APC-labeled CD16 Abs for 30 min at 4 °C in the dark. For intracellular staining, the cells were permeabilized (eBioscience, San Diego, CA, USA) and stained with Alexa 488-conjugated anti-NCOA6 Abs for 30 min at room temperature in the dark. The Alexa 488-conjugated IgG isotype Ab (Santa Cruz Biotechnology) was used as a control. The stained cells were analyzed using a FACS Canto II system (BD Biosciences).

### Immunoblotting

For immunoblotting, cells were lysed in RIPA buffer (50 mM Tris-Cl [pH 8.0], 150 mM NaCl, 0.1% sodium lauryl sulfate [SDS], 0.5% sodium deoxycholate, 1% NP40, and a protease inhibitor cocktail) or 2X SDS loading buffer. The cell lysates were then centrifuged at 13,000 rpm for 30 min. The supernatant was collected, and the protein concentration was determined by a Bradford protein assay (Bio-Rad). The polypeptides were separated on 4–20% SDS–PAGE gradient gels and then transferred to a polyvinylidene difluoride (PVDF) membrane (GE Healthcare, Munich, Germany). Primary Abs against the following proteins were used: human/mouse NLRP3 (1:1000, AP-20B-0014, AdipoGen), human NCOA6 (1:1000, A300-411A, Bethyl Laboratories), human/mouse ASC (1:1000, sc-514414, Santa Cruz Biotechnology; AG-25B-0006, AdipoGen), IL-1β (1:500, AF-401-NA, R&D Systems), mouse cleaved caspase-1 (1:1000, AG-20B-0042, AdipoGen), FLAG (1:1000, sc-166355, Santa Cruz Biotechnology), Myc (1:1000, ab13836, Abcam), human/mouse NEK7 (1:1000, ab133514, Abcam), GAPDH (1:1000, sc-25778, Santa Cruz Biotechnology), and β-actin (1:1000, sc-47778, Santa Cruz Biotechnology). The membranes were incubated with primary Abs, followed by incubation with HRP-conjugated anti-rabbit IgG (1:100000, 31460, Thermo Fisher Scientific) or HRP-conjugated anti-mouse IgG (1:5000, 31430, Thermo Fisher Scientific). The signals were detected with SuperSignal Chemiluminescence Reagent (Thermo Fisher Scientific) and ImmunoCruz ECL (Santa Cruz Biotechnology).

### Immunohistochemistry

For immunohistochemistry, mouse kidney tissues, mouse paw tissues, and human synovial tissues were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned. Following deparaffinization, antigen retrieval was performed with sodium citrate buffer. Endogenous peroxidase activity was quenched with hydrogen peroxide. After blocking with 10% normal donkey serum, the sections were stained with Abs against neutrophils (sc59338, Santa Cruz Biotechnology), macrophages (sc101447, Santa Cruz Biotechnology), IL-1β (12242, Cell Signaling Technology, Beverly, MA, USA), caspase-1 (AG-20B-0042, AdipoGen), and NCOA6 (A300-411A, Bethyl Laboratories). Images were taken with a Pannoramic MIDI slide scanner.

### Immunocytochemistry

Human monocyte-derived macrophages or differentiated THP-1 cells were cultured on coverslips and stimulated with PMA, LPS, ATP, or LPS plus ATP. Cells were fixed in 4% paraformaldehyde and processed for indirect immunofluorescence staining using the following Abs: mouse anti-human NLRP3 (1:100, ab16097, Abcam, Cambridge, MA, UK), mouse anti-human ASC (1:50, sc-514414, Santa Cruz Biotechnology), rabbit anti-human NCOA6 (1:500, A300-411A, Bethyl Laboratories, Montgomery, TX, USA), mouse anti-vimentin (1:100, ab8987, Abcam), and appropriate secondary Abs, such as donkey anti-mouse IgG Cy3 (1:200, 715-166-151, Jackson laboratory, Bar Harbor, MA, USA) and donkey anti-rabbit IgG Alexa 488 (1:1000, A21206, Invitrogen). The Golgi, ER, and lysosomes were stained using CellLight^TM^ Reagents BacMam 2.0 (Thermo Fisher Scientific) according to the manufacturer’s instructions. The anti-NCOA6 Abs used in this study recognized the C-terminal end (amino acids 2000 to 2063) of human NCOA6 and thus are specific for only NCOA6α and NCOA6β out of four NCOA6 isoforms (α, β, γ, and δ), as these are the only isoforms that possess the recognized sequence [18]. Images were taken with a Zeiss LSM 810 microscope and contrast-enhanced using Zeiss ZEN microscope software.

### Nuclear and cytoplasmic fractionation

Cells were harvested and lysed with cytoplasmic lysis buffer (0.25% NP40, 10 mM Tris-HCl [pH 7.4], 10 mM NaCl, 3 mM MgCl_2_, 1 mM Na_3_VO_4_, 10 mM NaF, and protease inhibitor) for 4 min on ice. After centrifugation, the supernatant was collected to obtain the cytoplasmic fraction. The residual pellet was lysed with RIPA buffer and centrifuged for 30 min at 13,000 rpm; the supernatant served as the nuclear fraction. Each fractionated lysate was subjected to immunoblotting using Abs against NCOA6, Lamin B2 (1:200, sc-56147, Santa Cruz Biotechnology), and α-tubulin (1:1000, T5168, Sigma‒Aldrich).

### RNA sequencing

Mouse BMDMs from different *Ncoa6*^*fl/fl*^ or *Ncoa6*^*fl/fl*^*LysM*^*CRE*^ mice (*n* = 2 per group) were stimulated with medium only or primed with LPS (100 ng ml^−1^) for 4 h, followed by MSU (200 μg ml^−1^) stimulation for 2 h. Total RNA was extracted with TRIzol reagent according to the manufacturer’s instructions (Invitrogen). The RNA concentration was calculated by Quant-IT RiboGreen (Invitrogen, R11490). To assess the integrity of the total RNA, samples were run on a TapeStation RNA system (Agilent Technologies, Santa Clara, CA, USA, 5067–5576). Only high-quality RNA preparations with an RNA integrity number (RIN) greater than 7.0 were used for RNA library construction. RNA-seq libraries were prepared according to the TruSeq Stranded mRNA Sample Preparation Guide, Part #15031047 Rev. E (Illumina) and were then submitted for paired-end (2 × 100 bp) sequencing on an Illumina NovaSeq system (Illumina, Inc., San Diego, CA, USA) by Macrogen Incorporated (https://www.macrogen.com/).

CD14^+^ cells were isolated from the peripheral blood of healthy donors or synovial fluid of age- and sex-matched patients with gout arthritis who had needle-shaped MSU crystals with negative birefringence in leukocytes by polarized microscopy analysis (*n* = 4 per group). A total of 100 ng of total RNA was subjected to sequencing library construction using an Agilent SureSelect RNA Direct kit according to the manufacturer’s protocol. Indexed libraries were then submitted for paired-end (2 × 100 bp) sequencing on an Illumina NovaSeq system (Illumina, Inc., San Diego, CA, USA) by Macrogen Incorporated.

### Data preprocessing and normalization

The quality of the sequencing data was verified using MultiQC software [61]. Sequence alignment and quantification were performed using STAR (ver. 2.7.3a)–RSEM (ver. 1.3.3) pipeline [62, 63]. Reads overlapping exons annotated in the Genome Reference Consortium Mouse Build 38 (GRCm38, release number 101) and Genome Reference Consortium Human Build 38 (GRCh38, release number 105) were identified and excluded from further downstream analysis if they had fewer than 10 raw read counts across all the libraries. 

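The deposited table holds 50615 genes. None of the 8 mouse libraries had a count for 25893 of them, and 32990 had a sum of fewer than 10 counts over the libraries. The number of genes with any count ranged from 18151 to 19438 per library, and the 10 genes with most counts held from 10.5% to 14.2% of a library's total.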

IGV and RSeQC were used to visualize read coverage of the reference gene sequence [64, 65].

### Identification of DEGs and functional enrichment analysis

The expected counts were imported by using the tximport package [66]. 

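RSEM divides a read that matches several genes or transcripts among them, so that an expected count need not be whole. In the 8 mouse libraries, between 8.36% and 9.59% of the genes had a fractional value.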

The DESeq2 R package was used to calculate normalized count data from RNA sequencing data by regularized log transformation and to conduct differential gene expression analyses [67]. For the SureSelect dataset, the edgeR package was used for preprocessing and TMM normalization [68]. DEGs in the macrophage datasets were analyzed using GEO2R and selected based on a false discovery rate (FDR) < 0.05 and |log2-fold change| > 1. Functional enrichment analysis of the DEGs was performed to identify significantly enriched GOBP terms using the clusterProfiler R package [69]. The enrichment score of each enriched pathway was calculated by converting its adjusted *P* value to -log_10_*P*. The fgsea R package was used to conduct GSEA [70].

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from THP-1 monocytes, HEK293T cells, HELA cells, mouse BMDMs, human breast cancer cells (MDA-MB-231), and human CD14+ monocytes using TRIzol reagent according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). cDNA was synthesized using reverse transcriptase (Takara, Tokyo, Japan). Quantitative real-time PCR (qRT–PCR) was performed in a CFX96 real-time thermal cycler (Bio-Rad, Richmond, CA, USA) using SYBR Green Supermix (Bio-Rad). Transcript levels were calculated relative to the GAPDH gene as an internal control using the –ΔΔCt method. The following primers were used for amplification: *Homo sapiens*: *NCOA6* (5′-AAAACGTGCCCAATTTGTTACAC-3′ and 5′-GAGAATCCCTAAATCCCGAAGC-3’), *IL1B* (5′-ATGATGGCTTATTACAGTGGCAA-3′ and 5′-GTCGGAGATTCGTAGCTGGA-3′), *NLRP3* (5′-ATCAGTATTGAGCACCAGCCATT-3′ and 5′-GAGTGTTGCCTCGCAGG-TAAAG-3′), *CASP1* (5′-GCACAAGACCTCTGACAGCA-3′ and 5′-TTGGGCAGTTCTT-GGTATTC-3’), and *GAPDH* (5’-AAGGTGAAGGTCGGAGTCAA-3′ and 5’-AATGAAGG-GGTCATTGATGG-3′); *Mus musculus*: *Ncoa6* (5′-GAAGAAACCGCCTCGGAAGA-3′ and 5′-CCTCTAGACCAGTTGGACGATTATCT-3′), *Il1b* (5′-GTGGCTGTGGAGAAGCT-GTG-3′ and 5′-GAAGGTCCACGGGAAAGACAC-3′), *Nlrp3* (5′-CGAGACCTCTGGGA-AAAAGCT-3′ and 5′-GCATACCATAGAGGAATGTGATGTACA-3′), *Pycard* (5′-GTCAC-AGAAGTGGACGGAGTG-3′ and 5′-CTCATCTTGTCTTGGCTGGTG-3′), *Casp1* (5′-CGTGGAGAGAAACAAGGAGTG-3′ and 5′-AATGAAAAGTGAGCCCCTGAC-3′), *Nek7* (5′-CCGTTACTCAGTTCCAGCCA-3′ and 5′-CTACCGGCACTCCATCCAAG-3′), and *Gapdh* (5′-AGGTCGGTGTGAACGGATTTG-3′ and 5′-TGTGACCATGTAGTTGAGGTC-A-3′). The PCR primers used for detecting human *NCOA6* splice variants were as follows: E9 (5′-AGAGTGACATATCTGCAGGC-3′), E11a (5′-GCAATCATGGTGGCATAGC-3′), E11b (5’-TTACCACTCAGTGGTAGGC-3’), E12 (5′-TCTGGTCTGGCAACAGAG-3′), E15 (5′-GTCCTGCTTGTTTACTTGGATTTTC-3′), and GAPDH (forward 5′-CCACCCTG-TTGCTGTAGCCAAA-3′ and reverse 5′-GTCAGTGGTGGACCTGACCT-3′).

### Enzyme-linked immunosorbent assay

Human primary monocytes and mouse BMDMs were stimulated as previously indicated. Cytokine concentrations in the culture supernatants were determined by ELISA kits for human IL-1β (DY201, R&D Systems), human TNFα (DY210, R&D Systems), human IL-6 (DY206, R&D Systems), human active caspase-1 (DCA100, R&D Systems), mouse IL-1β (DY401, R&D Systems), mouse TNFα (DY410, R&D Systems), mouse IL-6 (DY406, R&D Systems), and mouse active caspase-1 (NBP2–75014, Novus Biologics, Littleton, CO, USA) according to the manufacturer’s instructions.

### ASC oligomerization assay

Cells were lysed in cold buffer A (20 mM HEPES-KOH [pH 7.5], 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, and 320 mM sucrose) and then sheared 30 times with a 22-gauge needle. Soluble cell lysates were centrifuged and resuspended in one volume of CHAPS buffer (20 mM HEPES-KOH [pH 7.5], 5 mM MgCl_2_, 0.5 mM EGTA, 0.1 mM PMSF, and 0.1% CHAPS). Cell lysates were centrifuged again, and the pellets were crosslinked in CHAPS buffer containing 4 mM disuccinimidyl suberate (21655, Thermo Fisher Scientific) for 30 min at room temperature. After adding 2× SDS loading buffer without β-mercaptoethanol, the cross-linked pellets were boiled for 5 min at 95 °C.

### Immunoprecipitation

Cells were lysed with IP lysis buffer (20 mM Tris-Cl [pH 7.5], 150 mM NaCl, 1% NP40, DTT, Na_3_VO_4_, PMSF, and protease inhibitors). Whole-cell lysates were precleared with 15 μl of Protein G agarose beads (Thermo Fisher Scientific) for 30 min at 4 °C and then incubated with 1 μg of the indicated Ab overnight. The resultant lysates were incubated with Protein G agarose beads for an additional 4 h. Immune complexes were washed with IP wash buffer and eluted with SDS sample loading buffer. Samples were boiled for 10 min at 95 °C.

### In situ proximity ligation assay (PLA)

PMA-stimulated THP-1 cells were cultured on an eight-well chamber slide. In the presence or absence of LPS + ATP, the cells were subjected to PLA according to the manufacturer’s instructions (DUO92102, Sigma‒Aldrich). Briefly, cells were fixed with 4% PFA, incubated with Duolink blocking solution for 1 h at 37 °C in an cell culture chamber, and then incubated again with primary antibodies, including the anti-NCOA6 antibody (1:100, Bethyl Laboratories) and anti-NLRP3 antibody (1:100, Adipogen), overnight at 4 °C. After washing with PBS twice for 5 min at room temperature, the cells were treated with PLA probes for 1 h at 37 °C. The cells were washed with PBS twice for 5 min at room temperature, and ligase was added to the cells for 30 min at 37 °C. After washing twice with PBS, the cells were incubated with polymerase for 100 min at 37 °C. Images were taken with a Zeiss LSM 900 microscope and analyzed with ImageJ software. The number of red fluorescent dots for each Z-stack was divided by the total number of cells labeled with DAPI per image.

### Plasmid construction and transfection

The pcDNA3-FLAG-NLRP3 full-length and NLRP3 domain (PYD, NACHT, and LRR) expression plasmids were provided by Eun-Kyeong Jo (Chungnam National University School of Medicine, South Korea) [71], and pcDNA3-Myc-ASC was purchased from Addgene (Cambridge, WA, USA). NLRP3 mutants at the Walker A and Walker B motifs (K232A, D305A, and E306A) [36] were generated by Macrogen Incorporated (Seoul, Korea). For gene overexpression, plasmids expressing FLAG-tagged NLRP3, FLAG-tagged NLRP3 domains, FLAG-tagged NLRP3 mutants or Myc-tagged ASC were transfected into HEK293T cells with FuGENE HD transfection reagent (Promega, Madison, WA, USA, E2311) for 24 h. For gene knockdown, siRNAs were transfected into human CD14^+^ monocytes and immortalized *Nlrp3*^R258W^ BMDMs using the Neon^TM^ transfection system (Life Technologies, Gaithersburg, MD, USA).

### Folic acid-induced acute tubular necrosis

Mice were intraperitoneally injected with folic acid (250 mg kg^−1^, Sigma‒Aldrich) dissolved in sodium bicarbonate (150 mM). The mice were monitored for survival and weighed at 0, 10, 20, 30, and 40 h after folic acid injection. At 36 h after the injection, the mice were anesthetized with Avertin (Sigma‒Aldrich) and subjected to whole-body perfusion with PBS and fixation with 4% paraformaldehyde. The kidneys were harvested, fixed with 4% paraformaldehyde, paraffin-embedded, and sectioned at a thickness of 4 μm. The sections were processed for hematoxylin and eosin (H&E) staining, periodic acid-Schiff (PAS) staining, and immunostaining. Inflammasome activation and interstitial immune cell infiltration was evaluated in the 4-μm kidney sections by using Abs against IL-1β (12242, Cell Signaling Technology), p20 (AG-20B-0042, AdipoGen), a macrophage marker (F4/80, sc-101447, Santa Cruz Biotechnology), or a neutrophil marker (NIMP-14, sc-59338, Santa Cruz Biotechnology). In at least five fields per kidney, the amount of secreted IL-1β and active caspase-1 (p20) was calculated as the stained area per field using the freeware ImageJ. The number of interstitial cells in the corticomedullary junction was counted in a randomly selected slide at 40x magnification, and at least five fields were counted per kidney section.

### MSU crystal-induced arthritis

Briefly, MSU crystals were dissolved in PBS and then sonicated at 100% Amp three times for 10 min each. Sonicated MSU crystals (2.5 mg 100 μl^−1^ mice^−1^) were subcutaneously injected under the plantar surface of the paws of *Ncoa6*^+/−^ mice and WT mice. Paw and ankle swelling were measured with an electronic caliper by a researcher blinded to genotype at the indicated time points. Six or twenty-four hours after the injection of MSU crystals, tissues were collected from the affected joints and fixed with 4% paraformaldehyde for 24 h. The fixed tissue was decalcified with decalcifying solution (Sigma‒Aldrich) for 36 h, paraffin-embedded, and sectioned at 4 μm. For pathohistological analysis, the sectioned slides were processed for H&E staining and immunohistochemical staining using Abs against IL-1β, p20, a macrophage marker or a neutrophil marker. The same experiment was repeated with myelomonocytic cell-specific *Ncoa6*-deficient mice and *Ncoa6* ^*fl/fl*^ mice. The histological severity of gouty arthritis was assessed as previously described [60].

### Isolation of synovial fluid mononuclear cells and synovial tissues

Synovial fluids were freshly isolated from patients with gouty arthritis (n = 12) who fulfilled the 2015 ACR/EULAR gout classification criteria [72] during arthrocentesis. The mean age of the gout patients was 49.5 ± 22.3 years. All of the gout patients were male, and written informed consent was obtained from all of the patients included in this study. Mononuclear cells were isolated from the synovial fluids. In some experiments, CD14^+^ macrophages were purified from mononuclear cells by magnetic separation using anti-CD14 beads (Miltenyi Biotech, Surrey, UK) according to the manufacturer’s instructions. Synovial tissues were also obtained from patients with gout (n = 3), RA (n = 3, who fulfilled the ACR/EULAR 2010 classification criteria) [73], and osteoarthritis (n = 3) during synovectomy and/or total joint replacement surgery.

This study was performed with the approval of the institutional review board (KC19SESI0115).

### Statistical analysis

Statistical analysis was conducted using GraphPad Prism software. Data are shown as the mean ± standard error of the mean (SEM). A paired or unpaired *t* test was used for statistical evaluations as indicated in each group. Comparisons of two or more groups were performed using one- or two-way analysis of variance (ANOVA). *P* < 0.05 was considered to indicate statistical significance. Fisher’s exact test was used to compute the significant associations between the *Ncoa6*-KO DEGs and the DEGs related to immune disorders.

### Study approval

The study protocol was approved by the Institutional Review Board of Seoul St. Mary’s Hospital, The Catholic University of Korea (Approval number: KC19SESI0115). All study participants provided written informed consent. All animal research procedures were performed in accordance with the Laboratory Animals Welfare Act, the Guide for the Care and Use of Laboratory Animals, and the Guidelines and Policies for Rodent Experiments provided by the Institutional Animal Care and Use Committee (IACUC) in the School of Medicine, The Catholic University of Korea (Approval number: CUMC-2020-0332-01).

### Supplementary information

supplementary Fig 1-16 (non-highligted)

Unprocessed images of gesl and western blots (revised)

Supplementary video-1

Supplementary video-2

supplementary table 1-5

## Data Availability

The RNA-sequencing data are available in the GEO database under accession number GSE207875. All other data needed to evaluate the conclusions in the paper are present in the paper or the Supplementary Materials.

## References

[1] Naar AM, Lemon BD, Tjian R (2001). Transcriptional coactivator complexes. Annu Rev Biochem.

[2] Rosenfeld MG, Lunyak VV, Glass CK (2006). Sensors and signals: a coactivator/corepressor/epigenetic code for integrating signal-dependent programs of transcriptional response. Genes Dev.

[3] Lonard DM, O’Malley BW (2012). Nuclear receptor coregulators: modulators of pathology and therapeutic targets. Nat Rev Endocrinol.

[4] Lonard DM, O’Malley BW (2007). Nuclear receptor coregulators: judges, juries, and executioners of cellular regulation. Mol Cell.

[5] Szklarczyk D, Gable AL, Nastou KC, Lyon D, Kirsch R, Pyysalo S (2021). The STRING database in 2021: customizable protein-protein networks, and functional characterization of user-uploaded gene/measurement sets. Nucleic Acids Res.

[6] Lee SK, Anzick SL, Choi JE, Bubendorf L, Guan XY, Jung YK (1999). A nuclear factor, ASC-2, as a cancer-amplified transcriptional coactivator essential for ligand-dependent transactivation by nuclear receptors in vivo. J Biol Chem.

[7] Mahajan MA, Das S, Zhu H, Tomic-Canic M, Samuels HH (2004). The nuclear hormone receptor coactivator NRC is a pleiotropic modulator affecting growth, development, apoptosis, reproduction, and wound repair. Mol Cell Biol.

[8] Caira F, Antonson P, Pelto-Huikko M, Treuter E, Gustafsson JA (2000). Cloning and characterization of RAP250, a novel nuclear receptor coactivator. J Biol Chem.

[9] Kim SW, Park K, Kwak E, Choi E, Lee S, Ham J (2003). Activating signal cointegrator 2 required for liver lipid metabolism mediated by liver X receptors in mice. Mol Cell Biol.

[10] Mahajan MA, Samuels HH (2008). Nuclear receptor coactivator/coregulator NCoA6(NRC) is a pleiotropic coregulator involved in transcription, cell survival, growth and development. Nucl Recept Signal.

[11] Oh GS, Kim SR, Lee ES, Yoon J, Shin MK, Ryu HK (2022). Regulation of Hepatic Gluconeogenesis by Nuclear Receptor Coactivator 6. Mol Cells.

[12] Kim GH, Park K, Yeom SY, Lee KJ, Kim G, Ko J (2009). Characterization of ASC-2 as an antiatherogenic transcriptional coactivator of liver X receptors in macrophages. Mol Endocrinol.

[13] Hong S, Choi HM, Park MJ, Kim YH, Choi YH, Kim HH (2004). Activation and interaction of ATF2 with the coactivator ASC-2 are responsive for granulocytic differentiation by retinoic acid. J Biol Chem.

[14] Valtierra-Alvarado MA, Castaneda Delgado JE, Ramirez-Talavera SI, Lugo-Villarino G, Duenas-Arteaga F, Lugo-Sanchez A (2020). Type 2 diabetes mellitus metabolic control correlates with the phenotype of human monocytes and monocyte-derived macrophages. J Diabetes Complications.

[15] Shalhoub J, Falck-Hansen MA, Davies AH, Monaco C (2011). Innate immunity and monocyte-macrophage activation in atherosclerosis. J Inflamm.

[16] Conte E (2022). Targeting monocytes/macrophages in fibrosis and cancer diseases: therapeutic approaches. Pharm Ther.

[17] Yoneda Y (2000). Nucleocytoplasmic protein traffic and its significance to cell function. Genes Cells.

[18] Li Q, Xu J (2011). Identification and characterization of the alternatively spliced nuclear receptor coactivator-6 isoforms. Int J Biol Sci.

[19] Brand DD, Latham KA, Rosloniec EF (2007). Collagen-induced arthritis. Nat Protoc.

[20] You S, Yoo SA, Choi S, Kim JY, Park SJ, Ji JD (2014). Identification of key regulators for the migration and invasion of rheumatoid synoviocytes through a systems approach. Proc Natl Acad Sci USA.

[21] Mattaj IW, Englmeier L (1998). Nucleocytoplasmic transport: the soluble phase. Annu Rev Biochem.

[22] Bryan NB, Dorfleutner A, Rojanasakul Y, Stehlik C (2009). Activation of inflammasomes requires intracellular redistribution of the apoptotic speck-like protein containing a caspase recruitment domain. J Immunol.

[23] Burnett BG, Pittman RN (2005). The polyglutamine neurodegenerative protein ataxin 3 regulates aggresome formation. Proc Natl Acad Sci USA.

[24] Xiong R, Siegel D, Ross D (2013). The activation sequence of cellular protein handling systems after proteasomal inhibition in dopaminergic cells. Chem Biol Interact.

[25] Ghonime MG, Shamaa OR, Das S, Eldomany RA, Fernandes-Alnemri T, Alnemri ES (2014). Inflammasome priming by lipopolysaccharide is dependent upon ERK signaling and proteasome function. J Immunol.

[26] Broz P, Dixit VM (2016). Inflammasomes: mechanism of assembly, regulation and signalling. Nat Rev Immunol.

[27] Bauernfeind FG, Horvath G, Stutz A, Alnemri ES, MacDonald K, Speert D (2009). Cutting edge: NF-kappaB activating pattern recognition and cytokine receptors license NLRP3 inflammasome activation by regulating NLRP3 expression. J Immunol.

[28] Martinon F, Burns K, Tschopp J (2002). The inflammasome: a molecular platform triggering activation of inflammatory caspases and processing of proIL-beta. Mol Cell.

[29] Mariathasan S, Weiss DS, Newton K, McBride J, O’Rourke K, Roose-Girma M (2006). Cryopyrin activates the inflammasome in response to toxins and ATP. Nature..

[30] Martinon F, Petrilli V, Mayor A, Tardivel A, Tschopp J (2006). Gout-associated uric acid crystals activate the NALP3 inflammasome. Nature.

[31] Fernandes-Alnemri T, Wu J, Yu JW, Datta P, Miller B, Jankowski W (2007). The pyroptosome: a supramolecular assembly of ASC dimers mediating inflammatory cell death via caspase-1 activation. Cell Death Differ.

[32] Bagchi S, Fredriksson R, Wallen-Mackenzie A (2015). In situ proximity ligation assay (PLA). Methods Mol Biol.

[33] Piccini A, Carta S, Tassi S, Lasiglie D, Fossati G, Rubartelli A (2008). ATP is released by monocytes stimulated with pathogen-sensing receptor ligands and induces IL-1beta and IL-18 secretion in an autocrine way. Proc Natl Acad Sci USA.

[34] He Y, Zeng MY, Yang D, Motro B, Nunez G (2016). NEK7 is an essential mediator of NLRP3 activation downstream of potassium efflux. Nature..

[35] Sutterwala FS, Ogura Y, Flavell RA (2007). The inflammasome in pathogen recognition and inflammation. J Leukoc Biol.

[36] Brinkschulte R, Fussholler DM, Hoss F, Rodriguez-Alcazar JF, Lauterbach MA, Kolbe CC (2022). ATP-binding and hydrolysis of human NLRP3. Commun Biol..

[37] Neven B, Callebaut I, Prieur AM, Feldmann J, Bodemer C, Lepore L (2004). Molecular basis of the spectral expression of CIAS1 mutations associated with phagocytic cell-mediated autoinflammatory disorders CINCA/NOMID, MWS, and FCU. Blood..

[38] Subramanian N, Natarajan K, Clatworthy MR, Wang Z, Germain RN (2013). The adaptor MAVS promotes NLRP3 mitochondrial localization and inflammasome activation. Cell..

[39] Lee HE, Yang G, Kim ND, Jeong S, Jung Y, Choi JY (2016). Targeting ASC in NLRP3 inflammasome by caffeic acid phenethyl ester: a novel strategy to treat acute gout. Sci Rep.

[40] Eisenbarth SC, Colegio OR, O’Connor W, Sutterwala FS, Flavell RA (2008). Crucial role for the Nalp3 inflammasome in the immunostimulatory properties of aluminium adjuvants. Nature..

[41] Kingsbury SR, Conaghan PG, McDermott MF (2011). The role of the NLRP3 inflammasome in gout. J Inflamm Res.

[42] Jeong JH, Jung JH, Lee JS, Oh JS, Kim YG, Lee CK (2019). Prominent inflammatory features of monocytes/macrophages in acute calcium pyrophosphate crystal arthritis: a comparison with acute gouty arthritis. Immune Netw.

[43] Martinon F, Glimcher LH (2006). Gout: new insights into an old disease. J Clin Investig.

[44] Schauer C, Janko C, Munoz LE, Zhao Y, Kienhofer D, Frey B (2014). Aggregated neutrophil extracellular traps limit inflammation by degrading cytokines and chemokines. Nat Med.

[45] Palmer DG, Hogg N, Denholm I, Allen CA, Highton J, Hessian PA (1987). Comparison of phenotype expression by mononuclear phagocytes within subcutaneous gouty tophi and rheumatoid nodules. Rheumatol Int.

[46] Dalbeth N, Pool B, Gamble GD, Smith T, Callon KE, McQueen FM (2010). Cellular characterization of the gouty tophus: a quantitative analysis. Arthritis Rheum.

[47] Dalbeth N, Choi HK, Joosten LAB, Khanna PP, Matsuo H, Perez-Ruiz F (2019). Gout. Nat Rev Dis Prim.

[48] Burns CM, Wortmann RL (2011). Gout therapeutics: new drugs for an old disease. Lancet..

[49] Shaffer KL, Sharma A, Snapp EL, Hegde RS (2005). Regulation of protein compartmentalization expands the diversity of protein function. Dev Cell.

[50] Caputto BL, Cardozo Gizzi AM, Gil GA (2014). c-Fos: an AP-1 transcription factor with an additional cytoplasmic, non-genomic lipid synthesis activation capacity. Biochim Biophys Acta.

[51] Pawlak A, Strzadala L, Kalas W (2015). Non-genomic effects of the NR4A1/Nur77/TR3/NGFIB orphan nuclear receptor. Steroids..

[52] Alatshan A, Benko S (2021). Nuclear receptors as multiple regulators of NLRP3 inflammasome function. Front Immunol.

[53] Duncan JA, Bergstralh DT, Wang Y, Willingham SB, Ye Z, Zimmermann AG (2007). Cryopyrin/NALP3 binds ATP/dATP, is an ATPase, and requires ATP binding to mediate inflammatory signaling. Proc Natl Acad Sci USA.

[54] Shaw OM, Steiger S, Liu X, Hamilton JA, Harper JL (2014). Brief report: Granulocyte-macrophage colony-stimulating factor drives monosodium urate monohydrate crystal-induced inflammatory macrophage differentiation and NLRP3 inflammasome up-regulation in an in vivo mouse model. Arthritis Rheumatol.

[55] Said-Sadier N, Ojcius DM (2012). Alarmins, inflammasomes and immunity. Biomed J..

[56] So AK, Martinon F (2017). Inflammation in gout: mechanisms and therapeutic targets. Nat Rev Rheumatol.

[57] Rao P, Falk LA, Dougherty SF, Sawada T, Pluznik DH (1997). Colchicine down-regulates lipopolysaccharide-induced granulocyte-macrophage colony-stimulating factor production in murine macrophages. J Immunol.

[58] Misawa T, Takahama M, Kozaki T, Lee H, Zou J, Saitoh T (2013). Microtubule-driven spatial arrangement of mitochondria promotes activation of the NLRP3 inflammasome. Nat Immunol.

[59] Kuang SQ, Liao L, Zhang H, Pereira FA, Yuan Y, DeMayo FJ (2002). Deletion of the cancer-amplified coactivator AIB3 results in defective placentation and embryonic lethality. J Biol Chem.

[60] Choi S, You S, Kim D, Choi SY, Kwon HM, Kim HS (2017). Transcription factor NFAT5 promotes macrophage survival in rheumatoid arthritis. J Clin Investig.

[61] Ewels P, Magnusson M, Lundin S, Kaller M (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics..

[62] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics..

[63] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform.

[64] Thorvaldsdottir H, Robinson JT, Mesirov JP (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform.

[65] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics..

[66] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[67] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[68] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[69] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[70] Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov MN, Sergushichev A. Fast gene set enrichment analysis. BioRxiv. 2021; 10.1101/060012.

[71] Yang CS, Kim JJ, Kim TS, Lee PY, Kim SY, Lee HM (2015). Small heterodimer partner interacts with NLRP3 and negatively regulates activation of the NLRP3 inflammasome. Nat Commun.

[72] Neogi T, Jansen TL, Dalbeth N, Fransen J, Schumacher HR, Berendsen D (2015). 2015 Gout classification criteria: an American College of Rheumatology/European League Against Rheumatism collaborative initiative. Ann Rheum Dis.

[73] Kay J, Upchurch KS (2012). ACR/EULAR 2010 rheumatoid arthritis classification criteria. Rheumatology.

# Supplementary material for: Nuclear receptor coactivator 6 is a critical regulator of NLRP3 inflammasome activation and gouty arthritis
**Source:** Cell Mol Immunol. 2024 Jan 10;21(3):227–44. doi: 10.1038/s41423-023-01121-x
**Supplement:** Supplementary file 1 — supplementary Fig 1-16 (non-highligted)

# **Nuclear Receptor Coactivator 6 is a Critical Regulator of NLRP3 Inflammasome Activation and Gouty Arthritis**

Kang-Gu Lee<sup>1,2</sup>, Bong-Ki Hong<sup>1</sup>, Saseong Lee<sup>1</sup>, Naeun Lee<sup>1</sup>,  
Seung-Whan Kim<sup>5,6</sup>, Donghyun Kim<sup>3,4</sup>, and \*Wan-Uk Kim<sup>1,2,7</sup>

\*Correspondence and reprint requests:

## **This PDF file includes:**

Supplementary Figure 1 to 16

Legends for Supplementary Table 1 to 5

Legends for Supplementary Video 1 and 2

## **Other Supplementary Material for this manuscript includes the following:**

Supplementary Table 1 to 5

Supplementary Video 1 and 2

Supplementary Figures

A

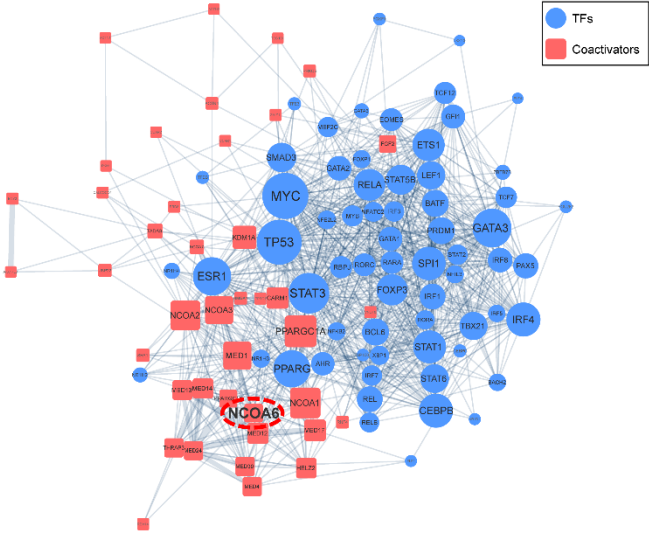

B

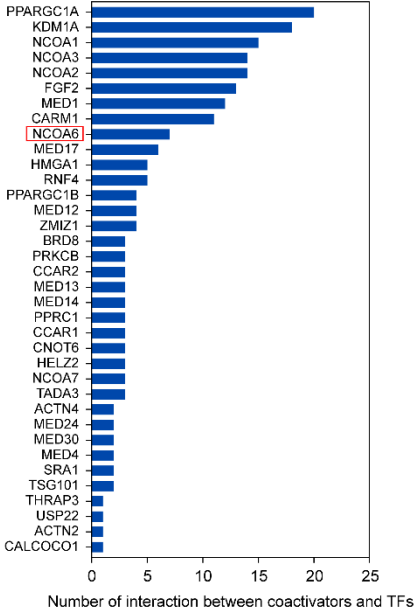

C

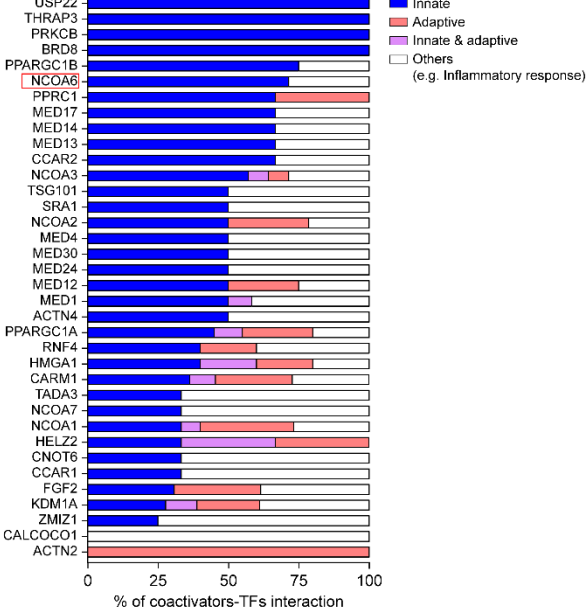

D

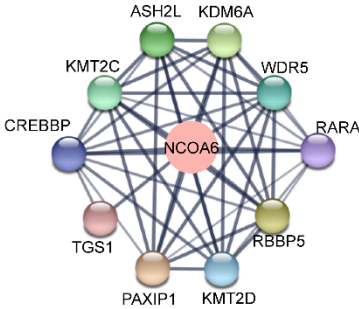

E

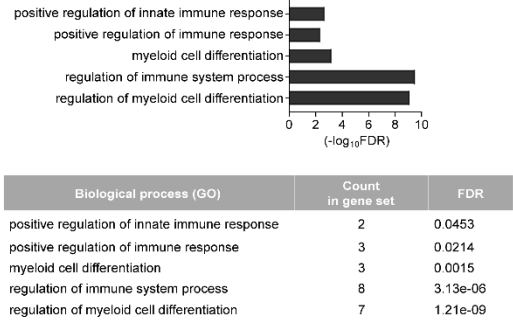

**Supplementary Figure 1. Reconstruction of molecular network of transcription factors (TFs) related to “immune response” and nuclear coactivators.** (A) The protein-protein interaction network of 65 immune response-related TFs and 41 coactivators as defined by the Gene Ontology database. The size of each node and label are determined by the degree of interactions. The blue circle and red rounded rectangle denote TF and coactivator, respectively. (B and C) Bar graph showing the number of interactions of each nuclear receptor coactivator with immune response-related TFs (b). Stacked bar graph showing the proportion of TFs involved in “innate response” versus “adaptive response” over “immune response”-related TFs for each coactivator interacting with the TFs (c). (D and E) NCOA6-bound proteins analyzed using the STRING database. Predicted functional proteins that interact with NCOA6 (D). Immune-related biological processes enriched by Gene Ontology (GO) analysis of NCOA6-associated proteins (E). The bar graph shows the enrichment score of each GO term, ranked by the false discovery rate (FDR).

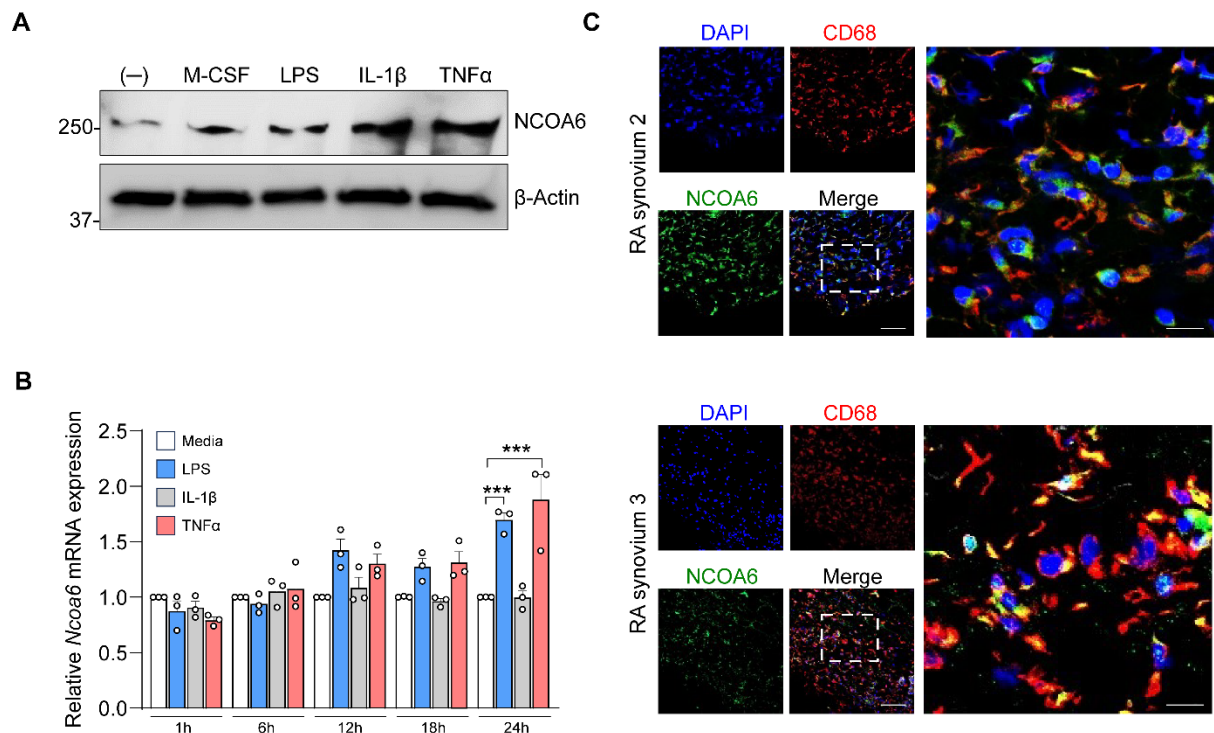

**Supplementary Figure 2. NCOA6 expression in primary human monocytes and the rheumatoid synovium.** (A) NCOA6 protein expression in human monocytes in response to proinflammatory stimuli. Human CD14<sup>+</sup> cells isolated from the peripheral blood of healthy subjects were stimulated with M-CSF (20 ng/mL), LPS (10 ng/mL), IL-1β (10 ng/mL), and TNFα (10 ng/mL). NCOA6 expression levels were determined by Western blot analysis after 2 days. (B) Time-dependent expression of *Ncoa6* mRNA in murine macrophages stimulated with LPS, IL-1β, and TNFα. (C) Immunofluorescence images of CD68 and NCOA6 in the synovium of another two patients with rheumatoid arthritis (RA) (See **Figure 1G**). Nuclei were stained with DAPI. The rectangular areas in the middle panel are magnified in the right panel. Scale bars=40 μm for the middle and 20 μm for the right.

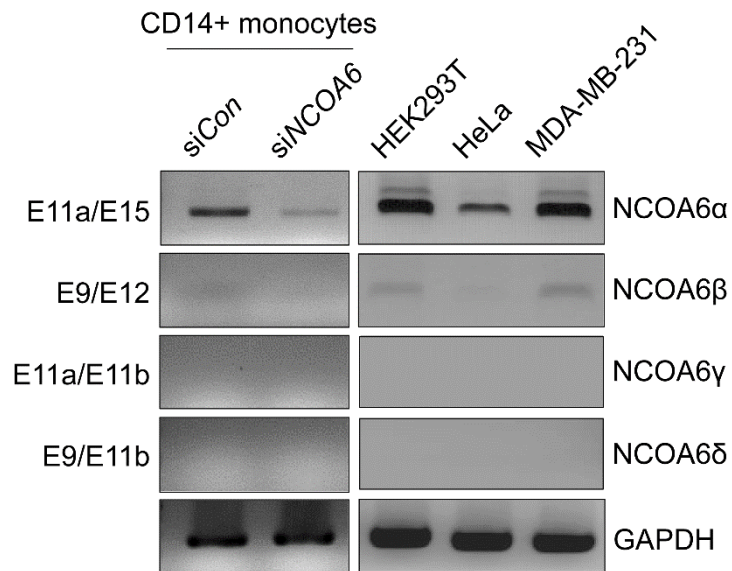

**Supplementary Figure 3.** Conventional RT-PCR products amplified from *NCOA6* mRNA using the indicated PCR primer pair in human CD14<sup>+</sup> cells transfected with *NCOA6* siRNA or control siRNA, HEK293T cells, HeLa cells and human breast cancer cells (MDA-MB-231).

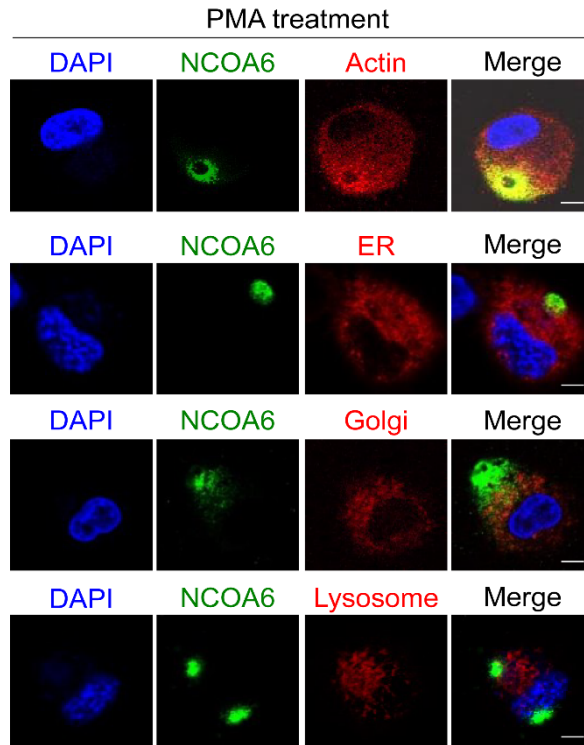

**Supplementary Figure 4. Double immunofluorescence staining of differentiated THP-1 cells.** The cells were stained with Abs for NCOA6 and markers of the ER, Golgi, and lysosome. Nuclei were stained with DAPI. Scale bars, 20  $\mu$ m. The images are representative of at least three independent experiments.

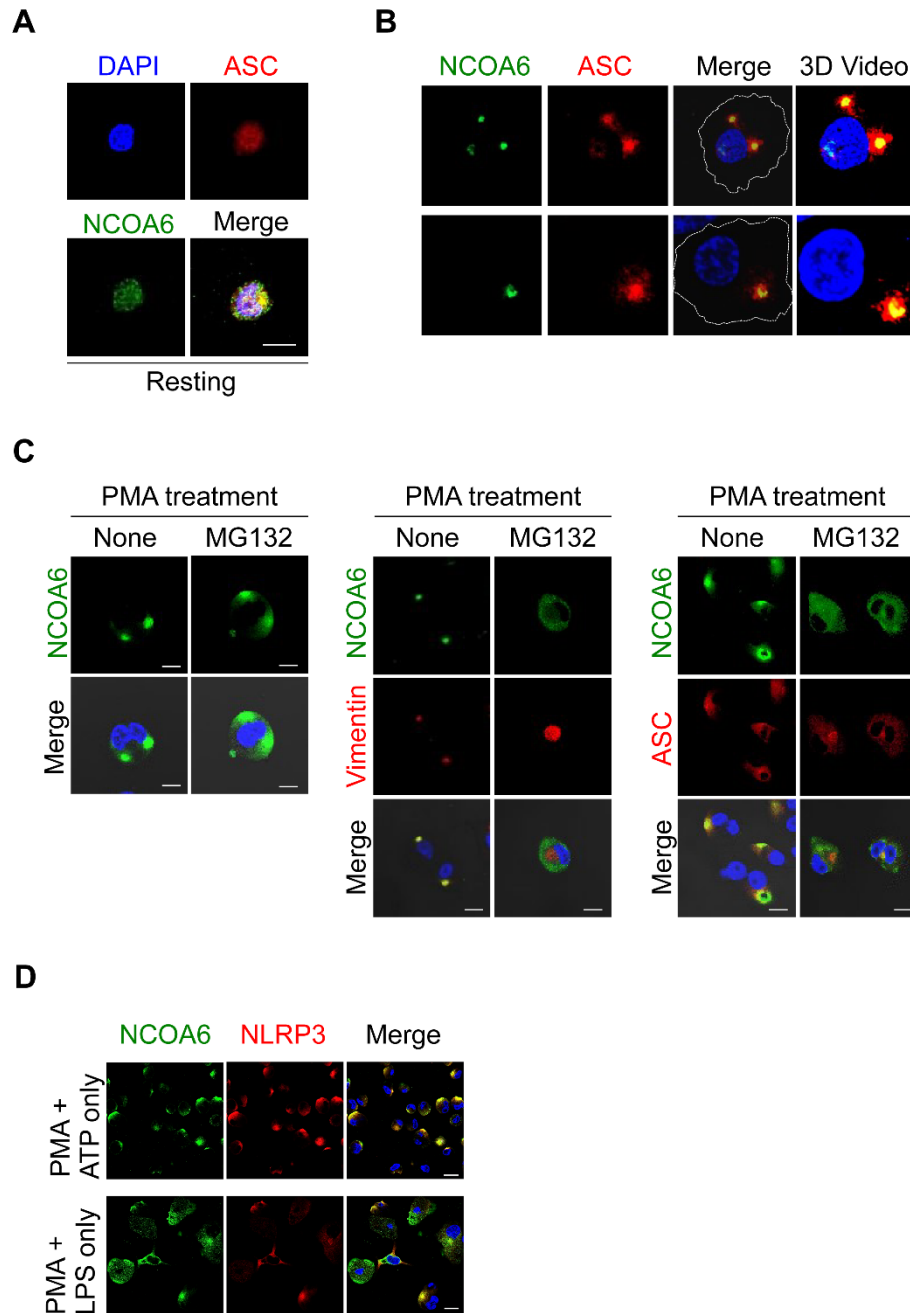

**Supplementary Figure 5. Colocalization of NCOA6 with NLRP3 inflammasome components in the cytoplasm of THP-1 cells. (A and B)** Immunocytochemistry images of resting (A) and PMA-stimulated THP-1 cells primed with LPS, followed by ATP treatment (B). (C) Immunofluorescence staining for NCOA6, ASC, and vimentin in THP-1 cells treated with MG132. The cells were treated with MG132 for 1 hour, followed by PMA for 72 hours. (D) Immunocytochemistry images of differentiated THP-1 cells stimulated with LPS only or ATP only. Scale bars, 10  $\mu$ m.

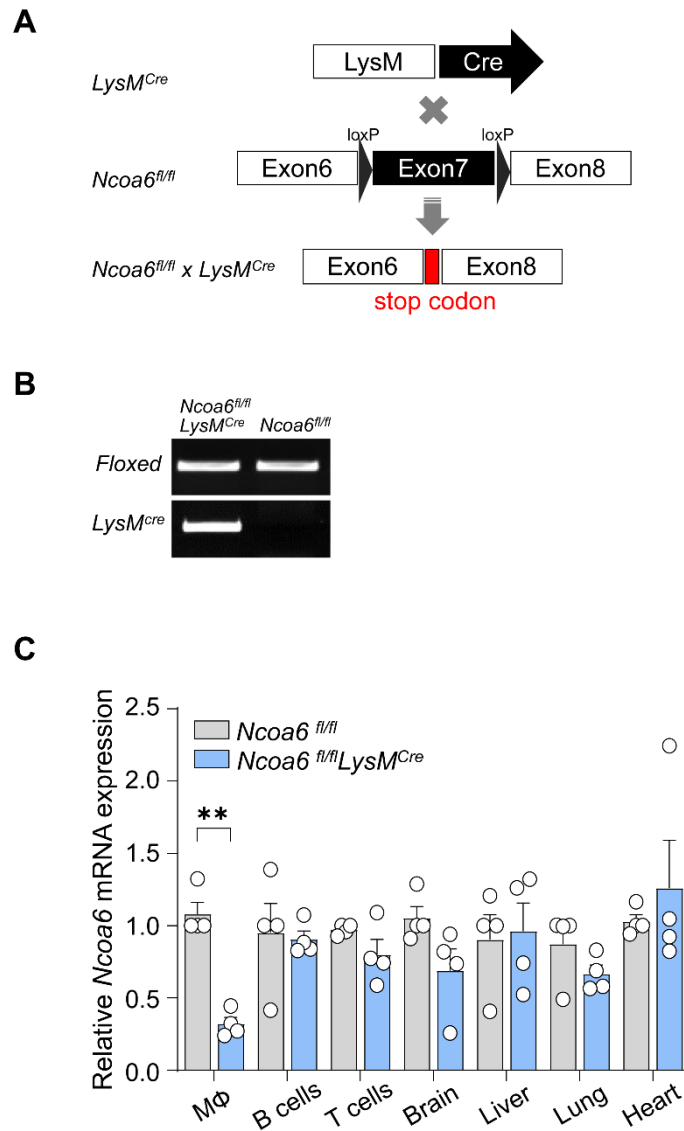

**Supplementary Figure 6. Generation of myeloid-specific *Ncoa6*-KO mice.** (A) Schematic drawing of the generation of *Ncoa6*<sup>fl/fl</sup>*LysM*<sup>CRE</sup> mice. *LysM*<sup>CRE</sup> mice were mated with *Ncoa6*<sup>fl/fl</sup> mice, which have a loxP site flanking exon 7 of the *Ncoa6* gene. (B) Genotyping of genomic DNA extracted from tail tissues of *Ncoa6*<sup>fl/fl</sup> mice and *Ncoa6*<sup>fl/fl</sup>*LysM*<sup>CRE</sup> mice. (C) qRT-PCR analysis of *Ncoa6* mRNA expression in the myeloid cells, lymphoid cells, brain, liver, lung, and heart of mice.

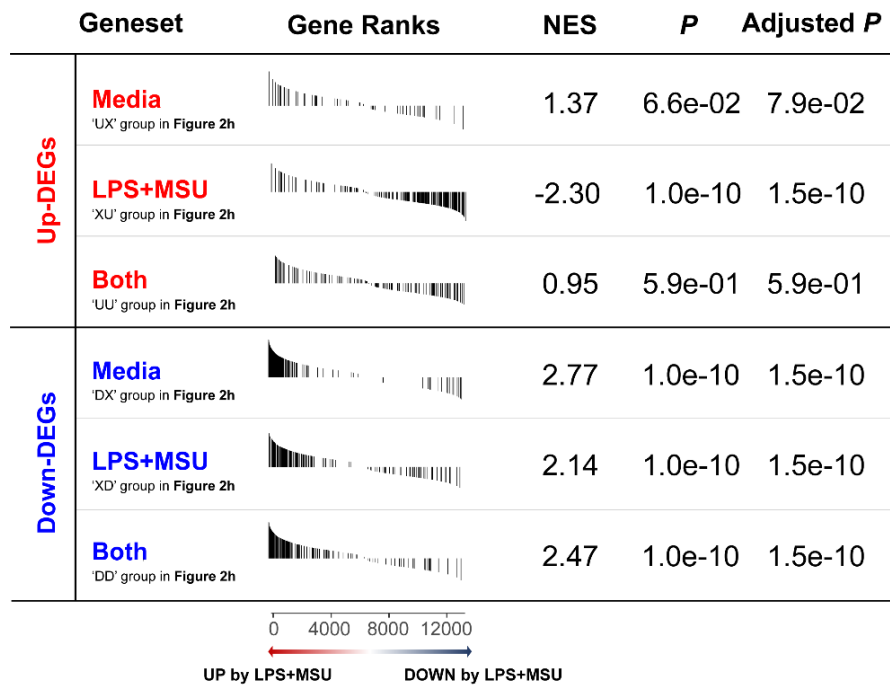

**Supplementary Figure 7. Plot GSEA table showing the GSEA analysis results of DEGs in *Ncoa6*-KO macrophages.** GSEA results of six groups of DEGs (See heatmap groups in Figure 2h) show that the three gene sets of downregulated DEGs (Down-DEGs) in *Ncoa6*-KO BMDMs are significantly upregulated in *Ncoa6*-sufficient BMDMs with LPS+MSU as compared to media alone. On the contrary, a gene set of upregulated DEGs (Up-DEGs) with LPS+MSU is significantly downregulated in *Ncoa6*-sufficient BMDMs with LPS+MSU; the other two sets of upregulated DEGs have no correlation. Black vertical tick marks in the “Gene Ranks” column indicate the location of individual DEGs in *Ncoa6*-KO BMDMs within the fold change-ranked gene list. The height of each black vertical tick marks indicates the fold change values of individual DEGs. NES denotes the normalized enrichment score.

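The upregulated groups of the re-analysis were tested in the same ranking as the downregulated ones. XU, with 481 genes, had an NES of -2.86 (adjusted p = 9.35e-52), and 68 of its genes rose with LPS + MSU. In the ranking from *Ncoa6*-KO libraries its score was -1.58 (adjusted p = 2.20e-07). UU, with 325 genes, had an NES of -1.71 (adjusted p = 1.17e-07), with 102 genes rising. The score of UU was -1.33 (adjusted p = 0.00330) in the ranking from *Ncoa6*-KO libraries, -1.04 (adjusted p = 0.274) when genes were ranked by the signed root of the F statistic, and 0.79 (adjusted p = 0.898) for the 126 UU genes of Table S1, with adjusted p-values from 2.86e-08 to 0.898 over the alternatives. UX, with 130 genes, had an NES of 1.98 (adjusted p = 4.12e-07). The 51 UX genes of Table S1 gave 1.19 (adjusted p = 0.236), and the ranking from *Ncoa6*-KO libraries gave -1.03 (adjusted p = 0.363, the highest over the alternatives, which began at 2.74e-06). By their definition, UX genes respond less in *Ncoa6*-KO than in *Ncoa6*-sufficient BMDMs and XU genes more, so that ranking moves both scores accordingly. In simulations with no knockout effect, 12 of 50 gave a score for UX at least as large, with a median of 1.83. The simulated scores of XU had a median of -2.08 and were as low as -2.62, so much of its score arises without a knockout effect, and those of UU had a median of 0.98 and were as low as -1.60.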

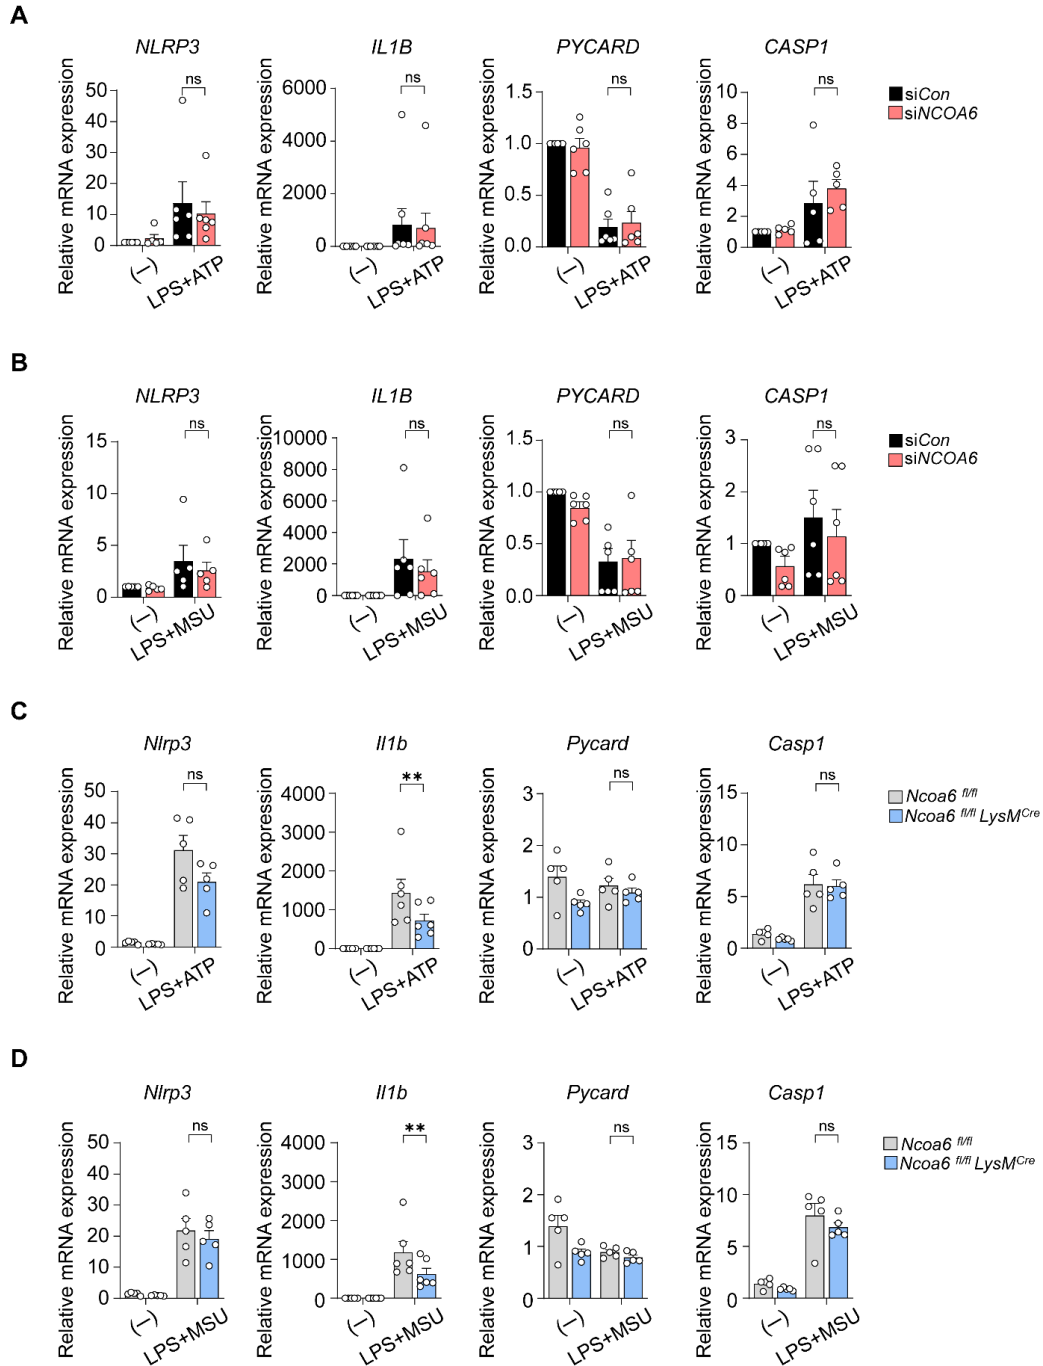

99

100 **Supplementary Figure 8. Expression levels of inflammasome-related genes in *NCOA6*-**  
 101 **deficient monocytes and macrophages.** *NCOA6* siRNA-transfected human monocytes (**A**  
 102 **and B**) and BMDMs from *Ncoa6*<sup>fl/fl</sup> and *Ncoa6*<sup>fl/fl</sup>LysM<sup>CRE</sup> mice (**C and D**) were primed with  
 103 LPS, followed by ATP or MSU crystal treatment. The mRNA expression levels of  
 104 inflammasome-related genes, including *NLRP3*, *IL1B*, *PYCARD*, and *CASP1*, were determined  
 105 by qRT-PCR. Each dot represents an individual donor (A and B) or mouse (C and D). \*\**P* <  
 106 0.01 by paired two-tailed t test (A and B) or unpaired two-tailed t test (C and D).

**A**

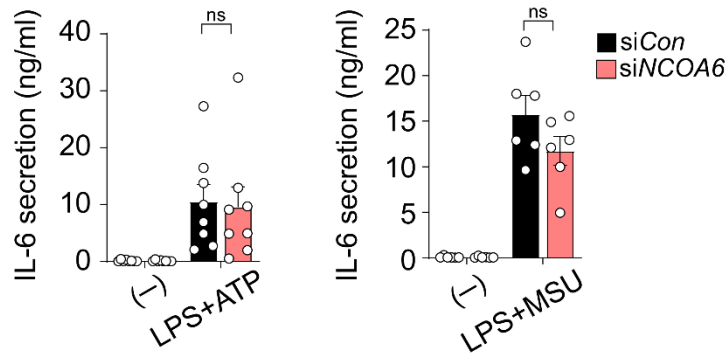

**B**

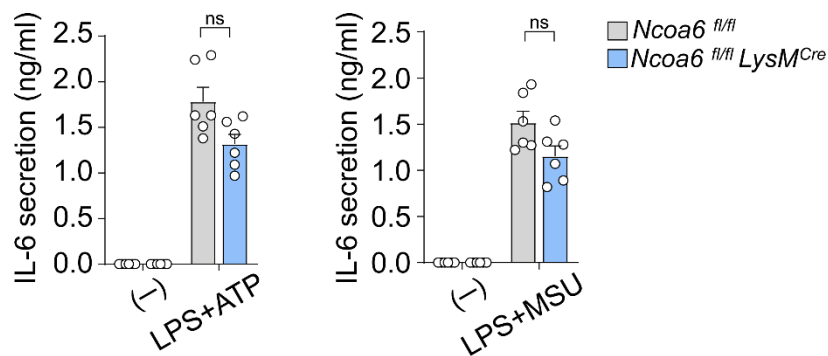

**Supplementary Figure 9. No change in IL-6 secretion by *NCOA6* deficiency.** Human CD14<sup>+</sup> cells transfected with siRNA (n=6, each group) (A) and BMDMs from *Ncoa6*<sup>fl/fl</sup> and *Ncoa6*<sup>fl/fl</sup>*LysM*<sup>CRE</sup> mice (n=6, each group) (B) were primed with LPS, followed by ATP or MSU crystal treatment. IL-6 secretion in the culture supernatant was assessed by ELISA. Each dot represents an individual donor or mouse. \**P* < 0.05 and \*\**P* < 0.01 by paired two-tailed t test (A) or unpaired two-tailed t test (B).

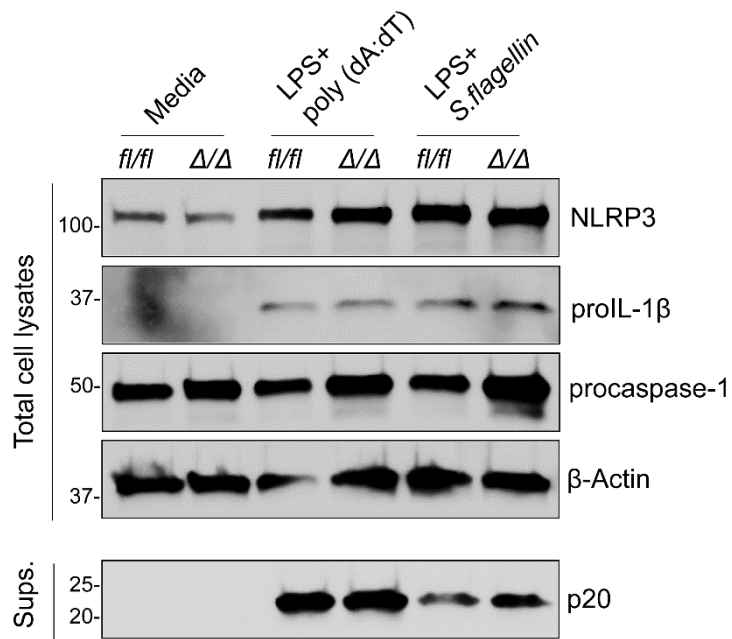

**Supplementary Figure 10. Expression of Active caspase-1 in *Ncoa6*-KO BMDMs activated by NLRC4 or AIM2 inflammasome.** BMDMs, isolated from *Ncoa6*<sup>fl/fl</sup> and *Ncoa6*<sup>fl/fl</sup>*LysM*<sup>CRE</sup> mice, were primed with LPS (100 ng/mL) for 4 hours and then transfected with *S. Typhimurium* flagellin or poly (dA:dT) using Lipofectamine 3000. After 4 hours, cell lysates and culture supernatants were harvested and immunoblotted with the indicated antibodies. Sups. denotes supernatants.

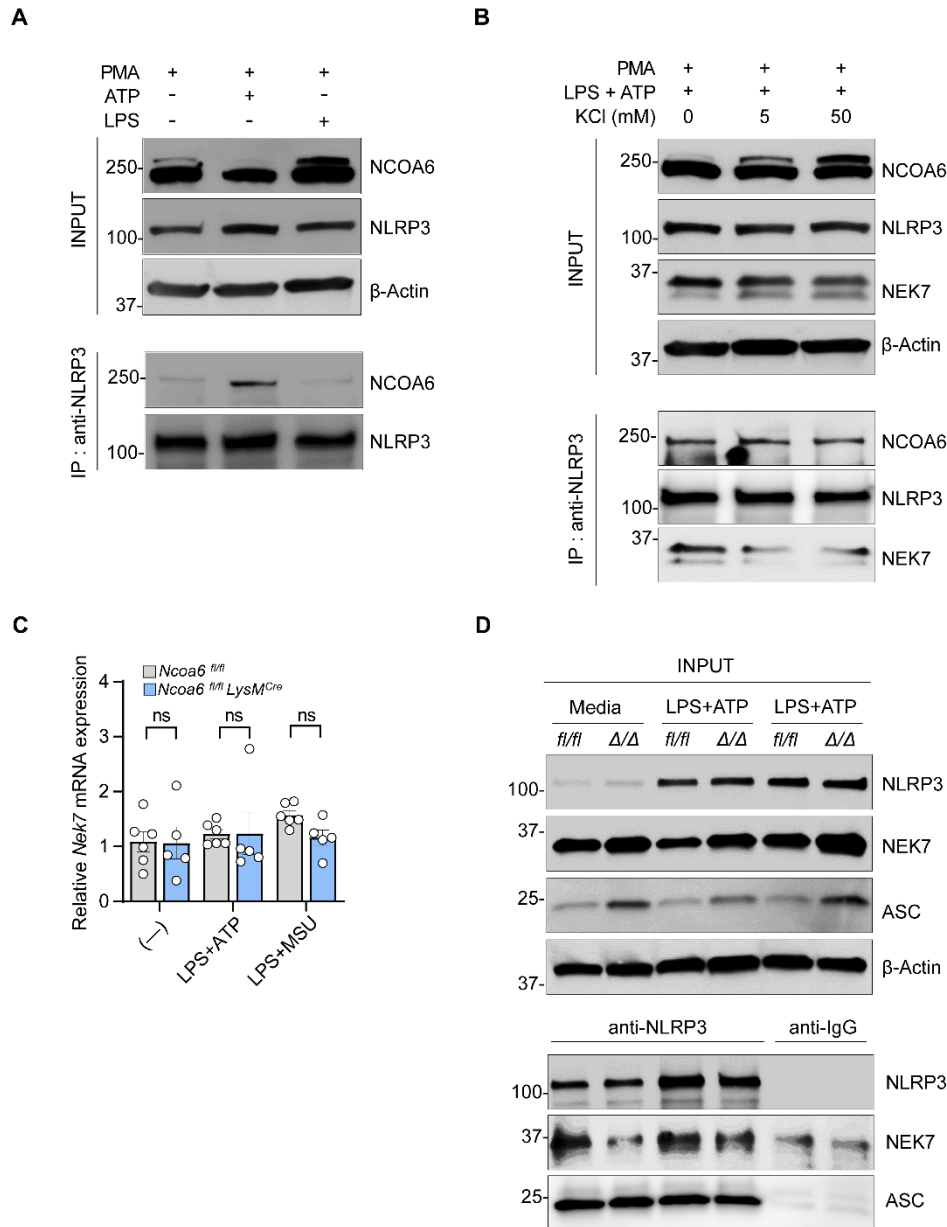

**Supplementary Figure 11. No association of potassium efflux and NEK7 with NCOA6-mediated NLRP3 activation.** **A, B** Cells were treated with LPS (100 ng/mL) for 4 hours or ATP (5 mM) for 30 minutes. Immunoprecipitation assay of NCOA6 and NEK7 using anti-NLRP3 Abs in the absence (**A**) or presence of extracellular KCl (**B**). **(C)** *Nek7* mRNA expression in *Ncoa6*<sup>fl/fl</sup> and *Ncoa6*<sup>fl/fl</sup>*LysM*<sup>CRE</sup> BMDMs activated by the indicated stimuli. Each dot represents an individual mouse. **(D)** BMDMs of *Ncoa6*<sup>fl/fl</sup> and *Ncoa6*<sup>fl/fl</sup>*LysM*<sup>CRE</sup> mice were primed with LPS (100 ng/mL) and then stimulated with ATP for 30 minutes. Cell lysates were immune-precipitated and immunoblotted with the indicated antibodies. Immunoblotting images are representative of at least three independent experiments.

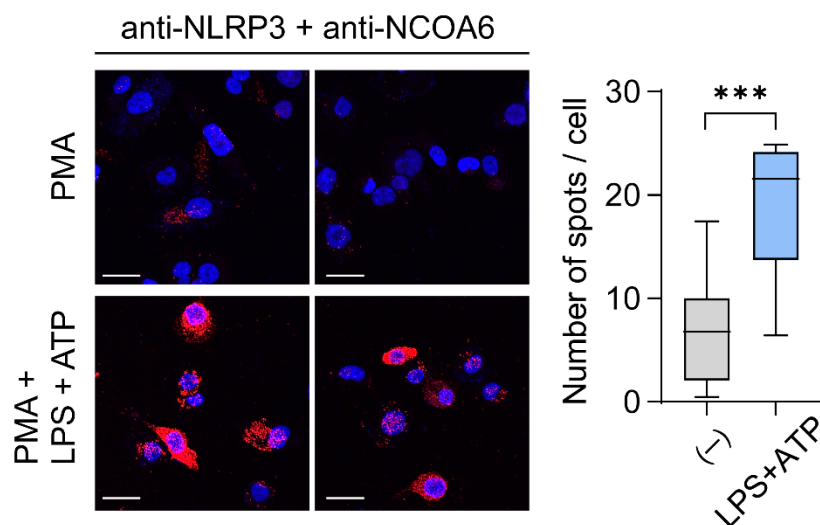

**Supplementary Figure 12. Proximity ligation assay (PLA) in PMA-stimulated THP-1 cells.**

The cells were treated with LPS (100 ng ml<sup>-1</sup>) for 4 hours and then were stimulated by ATP (5 mM) for 30 minutes. Red fluorescent dots indicate sites of interaction between NCOA6 and NLRP3 proteins. The images in the left panel are representative of at least three independent experiments. The number of red fluorescent dots for each Z-stack was divided by the total number of cells labeled with DAPI per image and is presented as a bar graph (right panel). At least 50 cells per field were randomly counted. \*\*\* $P < 0.001$  by unpaired two-tailed t test. Scale bars, 20  $\mu$ m.

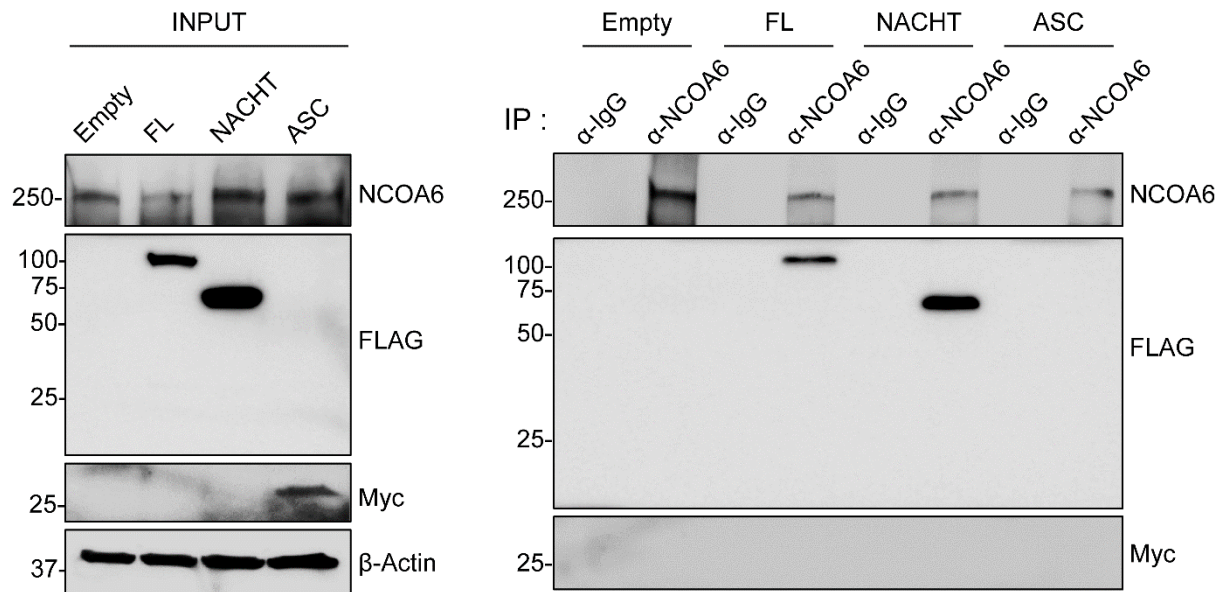

**Supplementary Figure 13. Molecular interaction between NCOA6 and NACHT domain of NLRP3.** Wild-type NLRP3, NACHT domain of NLRP3, and Myc-tagged ASC were overexpressed in HEK293T cells. Cell lysates were immunoprecipitated using anti-NCOA6 antibody ( $\alpha$ -NCOA6) and then immunoblotted with the indicated antibodies: FL=full length. Isotype control IgG ( $\alpha$ -NCOA6) was used as a control.

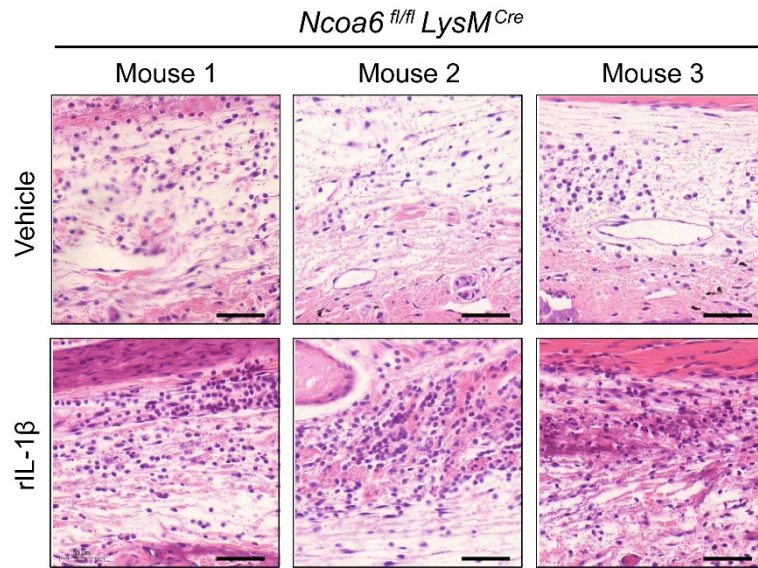

**Supplementary Figure 14. Restoration of inflammatory cell infiltration in the affected joints of *Ncoa6*-KO mice after IL-1 $\beta$  injection.** Images of H&E staining of footpads of *Ncoa6<sup>fl/fl</sup>LysM<sup>CRE</sup>* mice injected with vehicle or recombinant IL-1 $\beta$  near MSU crystals. Scale bars, 50  $\mu$ m.

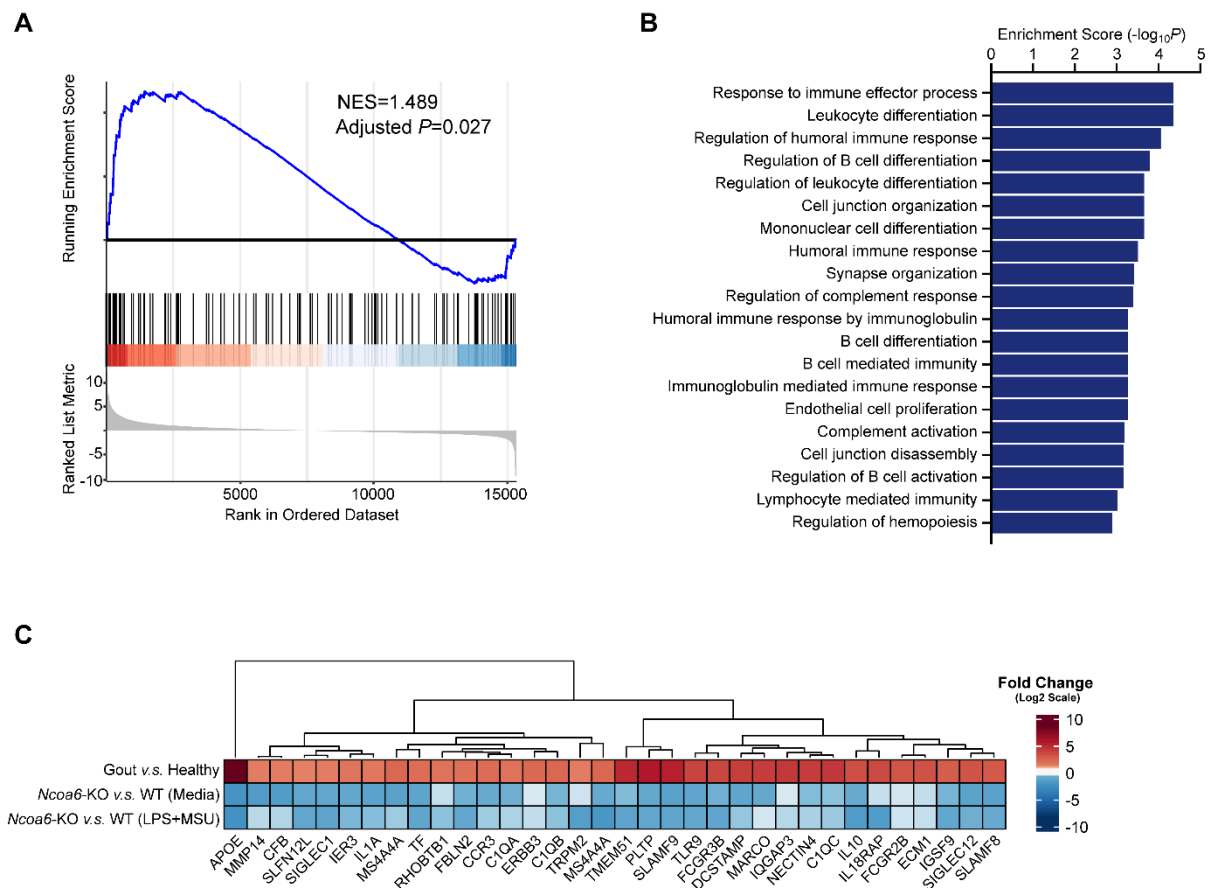

**Supplementary Figure 15. Enrichment analysis of overlapping genes between DEGs in BMDMs of *Ncoa6*-KO mice and DEGs in macrophages of gouty arthritis patients. (A)** GSEA plot showing that the set of downregulated DEGs in *Ncoa6*-KO macrophages was significantly enriched in macrophages of gout arthritis patients. NES=normalized enrichment score. **(B)** Top 20 GOBP terms enriched in the 33 overlapping genes between upregulated DEGs in the macrophages of gouty arthritis patients and downregulated DEGs in *Ncoa6*-KO macrophages stimulated with medium or LPS plus MSU. **(C)** Heatmap showing the fold changes in expression levels of the 33 overlapping genes between DEGs in the macrophages of *Ncoa6*-KO mice and DEGs in gouty arthritis patients.

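In *Ncoa6*-sufficient BMDMs, 22 of the 30 matched genes were higher with LPS + MSU than with medium alone. An adjusted p-value under 0.05 between genotypes was reached by 14 genes with medium alone and by 14 with LPS + MSU, by 12 under both conditions and in neither by 14. Adjusted over the list alone the numbers were 26 and 30. By the limits of Table S1, 27 of the 30 genes were in the DD group of the re-analysis. The fold changes of the human samples in the heatmap were not recomputed.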

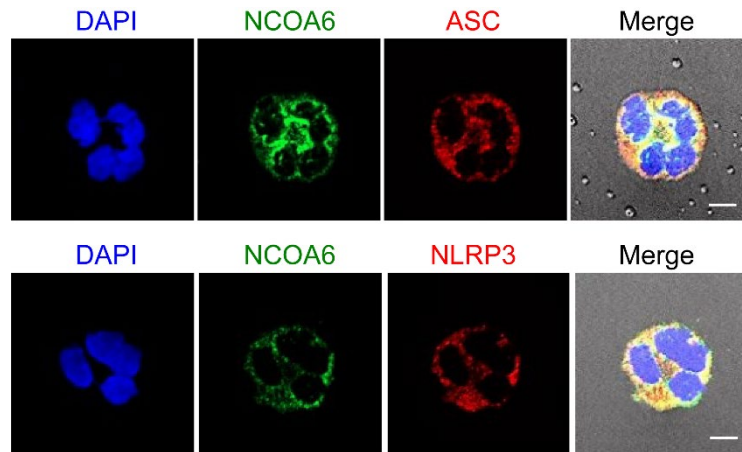

**Supplementary Figure 16. Colocalization of NCOA6 with ASC and NLRP3 in polymorphonuclear leukocytes from a patient with gout.** Polymorphonuclear cells were isolated from the synovial fluid of a patient with gouty arthritis. Representative immunocytochemistry images for NCOA6, ASC, and NLRP3 are shown. Scale bars, 10  $\mu$ m.

## Supplementary Table Legends

### **Supplementary Table 1. List of DEGs between *Ncoa6*-KO and *Ncoa6*-sufficient (WT) BMDMs in the absence (media alone) or presence of LPS plus MSU crystals (LPS+MSU).**

For each DEG, whether the DEG was up- (Up) or down-regulated (Down) under the two culture conditions of media alone and LPS+MSU stimulation is shown together with gene information (Entrez ID, gene symbol, and description) and statistics (Log<sub>2</sub> fold change value [Log<sub>2</sub>FC], raw *P*-value, and adjusted *P*-value).

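The table lists 853 genes, 847 without the 6 UD genes, and 851 were matched to genes tested in the re-analysis. Of the 845 matched genes in the 6 groups, 840 changed in the direction of their label in every condition that the label names. By the same limits 706 of the 845 were DEGs in the re-analysis and 647 were in the same group. An adjusted p-value under 0.05 in either condition was found for 517, and an unadjusted p-value under 0.05 for 809. The group labels and the headings of the statistics columns name opposite culture conditions. For the 587 genes whose label differs between conditions (UX, XU, DX, XD and UD), the labels follow the values for all 587 when the headings are exchanged and for 0 as printed. Across genes, the values headed media had a correlation of 0.978 with the re-analyzed comparison under LPS + MSU and 0.739 with that in medium alone. The values headed LPS + MSU had correlations of 0.744 and 0.977 with these comparisons. Genes are not independent replicates, and no p-value is attached to these correlations.

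**Figure D5:**
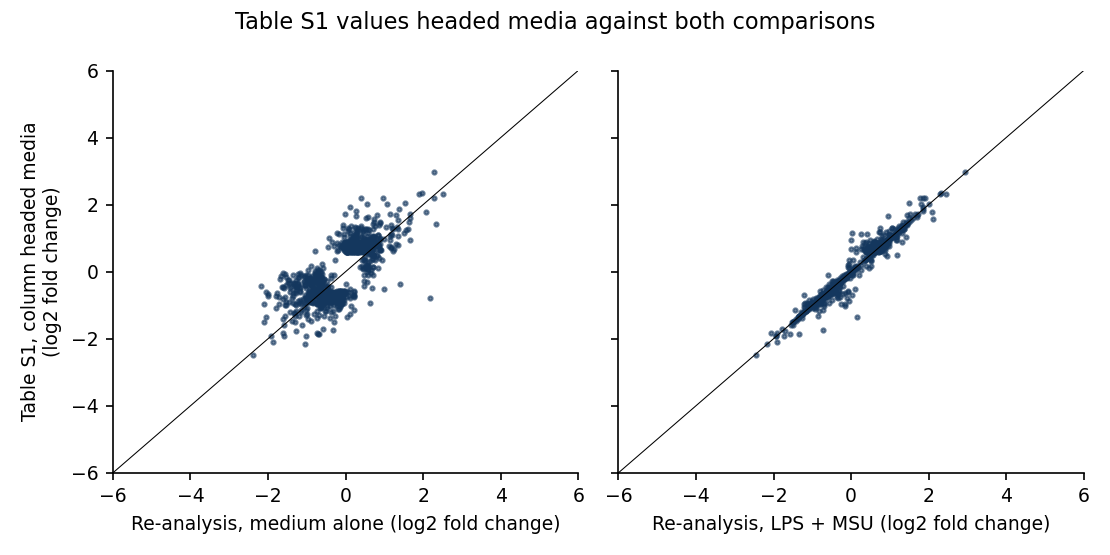
Log2 fold changes in the column of Table S1 headed media (y axis) against those of the re-analysis (x axis) with medium alone on the left and with LPS + MSU on the right, with a point per gene, values beyond the axes drawn at the edge and a line of equality. The points lie along the line in the comparison with LPS + MSU, with a correlation of 0.978.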

**Supplementary Table 2. Gene Ontology Biological Processes (GOBPs) enriched by the six groups of DEGs in *Ncoa6*-KO BMDMs.** The UX and DX group denotes up- and down-regulation only with media alone, XU and XD group up- and down-regulation only with LPS+MSU, and UU and DD group up- and down-regulation both with media alone and with LPS+MSU, respectively (See **Figure 2H**). For each group, GOBPs significantly (*P*-value < 0.05 and number of genes > 3) enriched by the DEGs are shown, together with the number of DEGs involved in the corresponding GOBPs (Count) and the enrichment *P*-values.

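The enrichment p-values compare the number of DEGs annotated to a term with the number that chance would place there, so they count genes and carry no sizes of change. The re-analyzed sizes for terms not named with Fig. 2I follow. The 34 genes listed for regulation of the inflammatory response had median log2 fold changes of -0.75 with medium alone and -0.63 with LPS + MSU. Over all genes tested 15 and 16 of them had an adjusted p-value under 0.05, and 27 and 23 adjusted over the list alone. The 11 genes for nuclear division had medians of -0.37 and -0.57, with 1 and 7 passing over all genes and 8 and 9 adjusted over the list alone. These genes, too, were chosen by the study on the same libraries.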

**Supplementary Table 3. List of DEGs in the monocytes/macrophages of patients with gout (n=4) as compared to peripheral monocytes of age and sex-matched healthy controls (n=4).** For each DEG, the ENSEMBL ID, Entrez ID, gene symbol, description, statistics, and log counts per million (CPM) values obtained from 'edgeR' are shown.

**Supplementary Table 4. GOBP terms enriched by the 277 overlapping DEGs between DEGs in gout macrophages and those in *Ncoa6*-KO BMDMs (See **Figure 6B**).** For the two culture conditions of media alone and stimulation with LPS+MSU; Gene Ontology

identification (ID); Gene Ontology Biological Process (GOBP) terms; gene symbol; the number of genes enriched (Count); and statistics regarding raw  $P$ -value, adjusted  $P$ -value ( $P$ .adjust), and enrichment score ( $-\log_{10}P$ .adjust) are presented.

**Supplementary Table 5. GOBP terms enriched by the 33 DEGs downregulated in both medium- and LPS+MSU-stimulated *Ncoa6*-KO BMDMs.** The 33 DEGs were significantly upregulated in gout macrophages, as determined by GSEA (*See Supplementary Figure 15*), and mostly represented innate immune-related cellular processes. Gene Ontology identification (ID); Gene Ontology Biological Process (GOBP) terms; gene symbol; the number of genes enriched (Count); and statistics regarding raw  $P$ -value, adjusted  $P$ -value ( $P$ .adjust), and enrichment score ( $-\log_{10}P$ .adjust) are shown.

209

### Supplementary Video Legends

210 **Supplementary Video 1.** Z-stacking image of a 3D image rotated in the X-axis of PMA-  
211 stimulated THP-1 cells activated inflammasome. Representative captured image from this  
212 video is presented in Supplementary Figure 5B.

213 **Supplementary Video 2.** Z-stacking image of a 3D image rotated in the Y-axis of PMA-  
214 stimulated THP-1 cells activated inflammasome. Representative captured image from this  
215 video is presented in Supplementary Figure 5B.

216

# Supplementary material for: Nuclear receptor coactivator 6 is a critical regulator of NLRP3 inflammasome activation and gouty arthritis
**Source:** Cell Mol Immunol. 2024 Jan 10;21(3):227–44. doi: 10.1038/s41423-023-01121-x
**Supplement:** Supplementary file 2 — Unprocessed images of gesl and western blots (revised)

Figure 1B

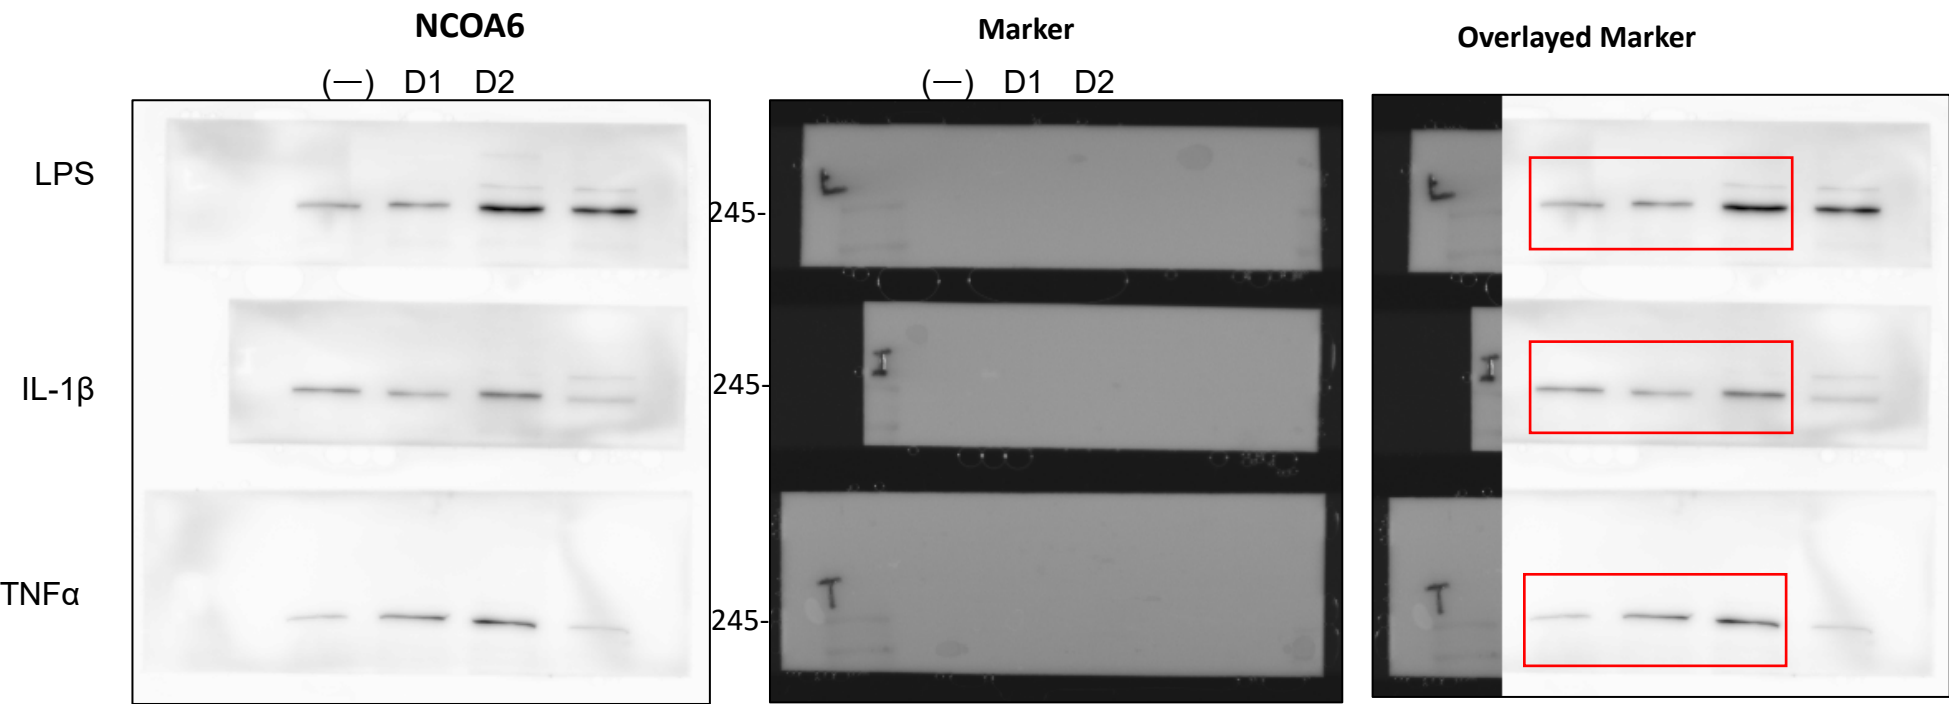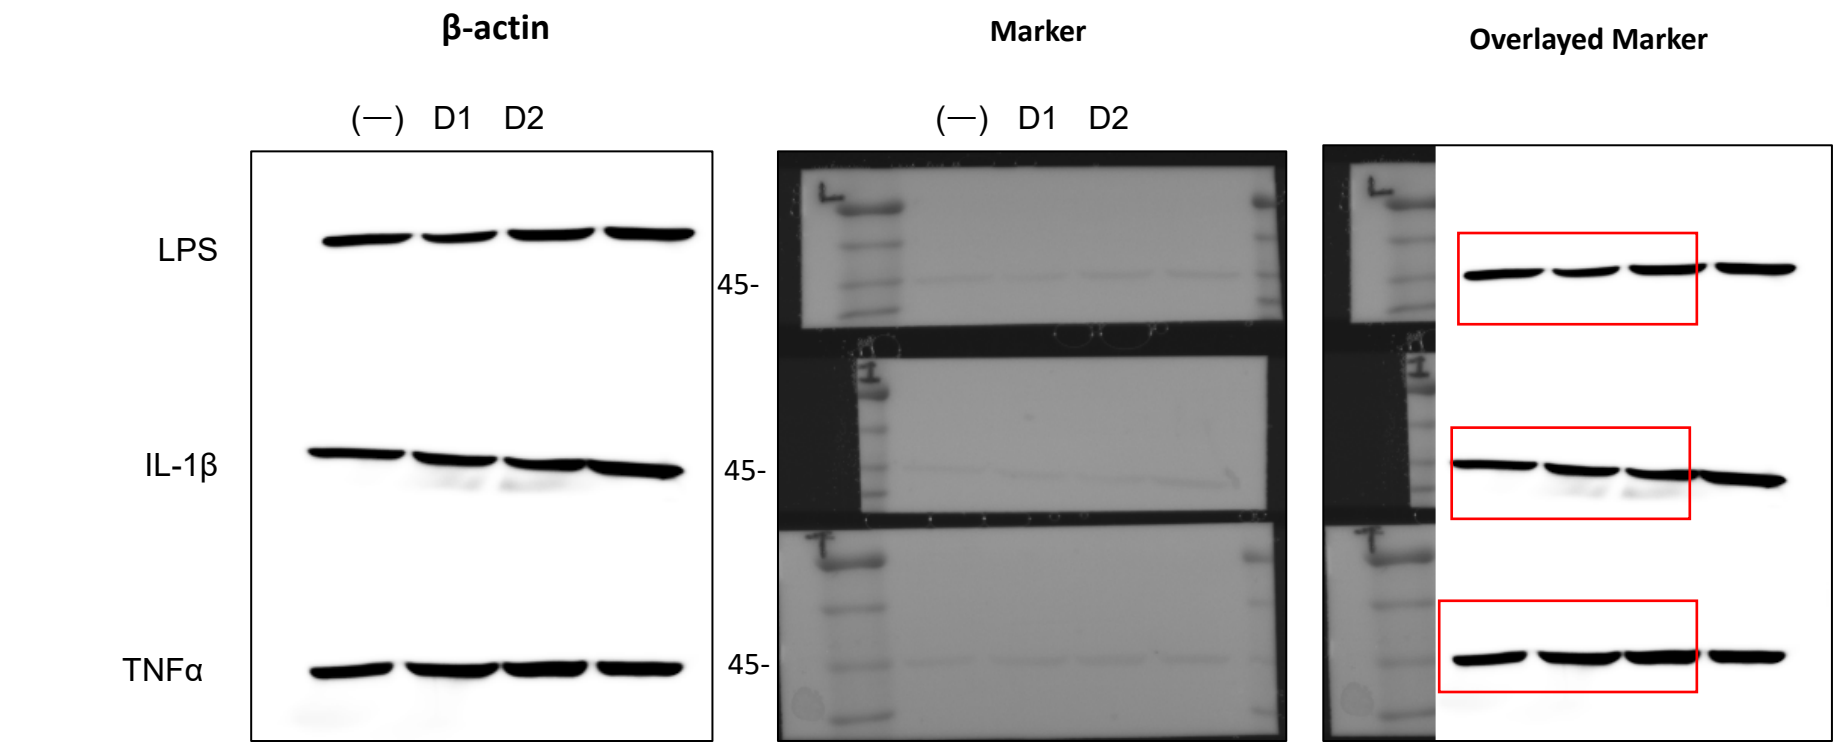

Figure 2C

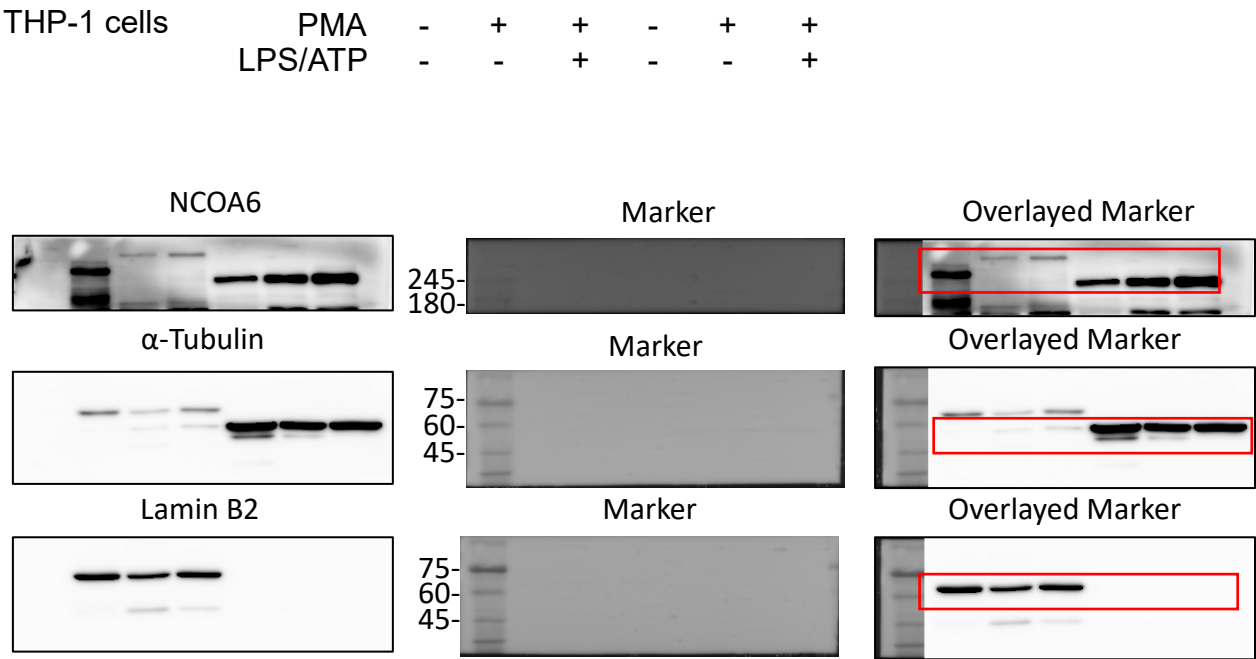

Figure 3A

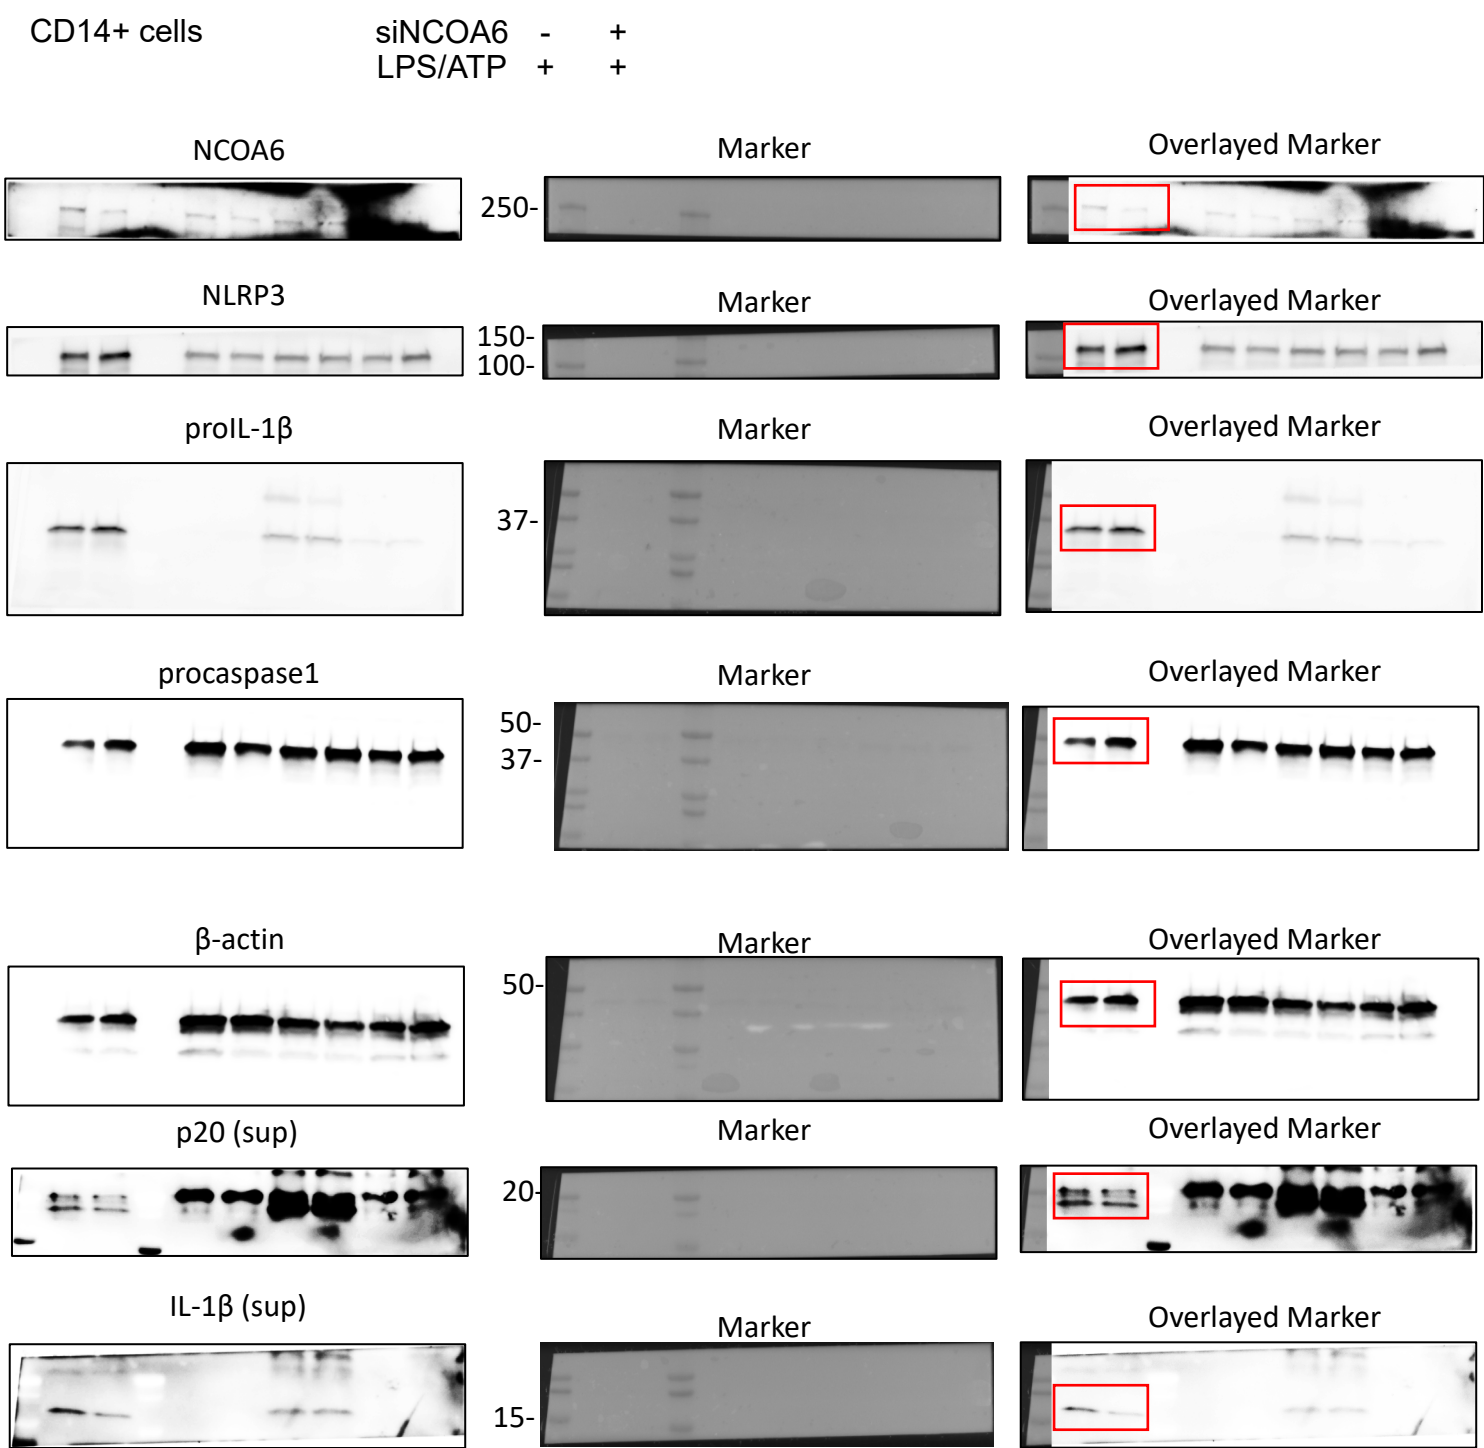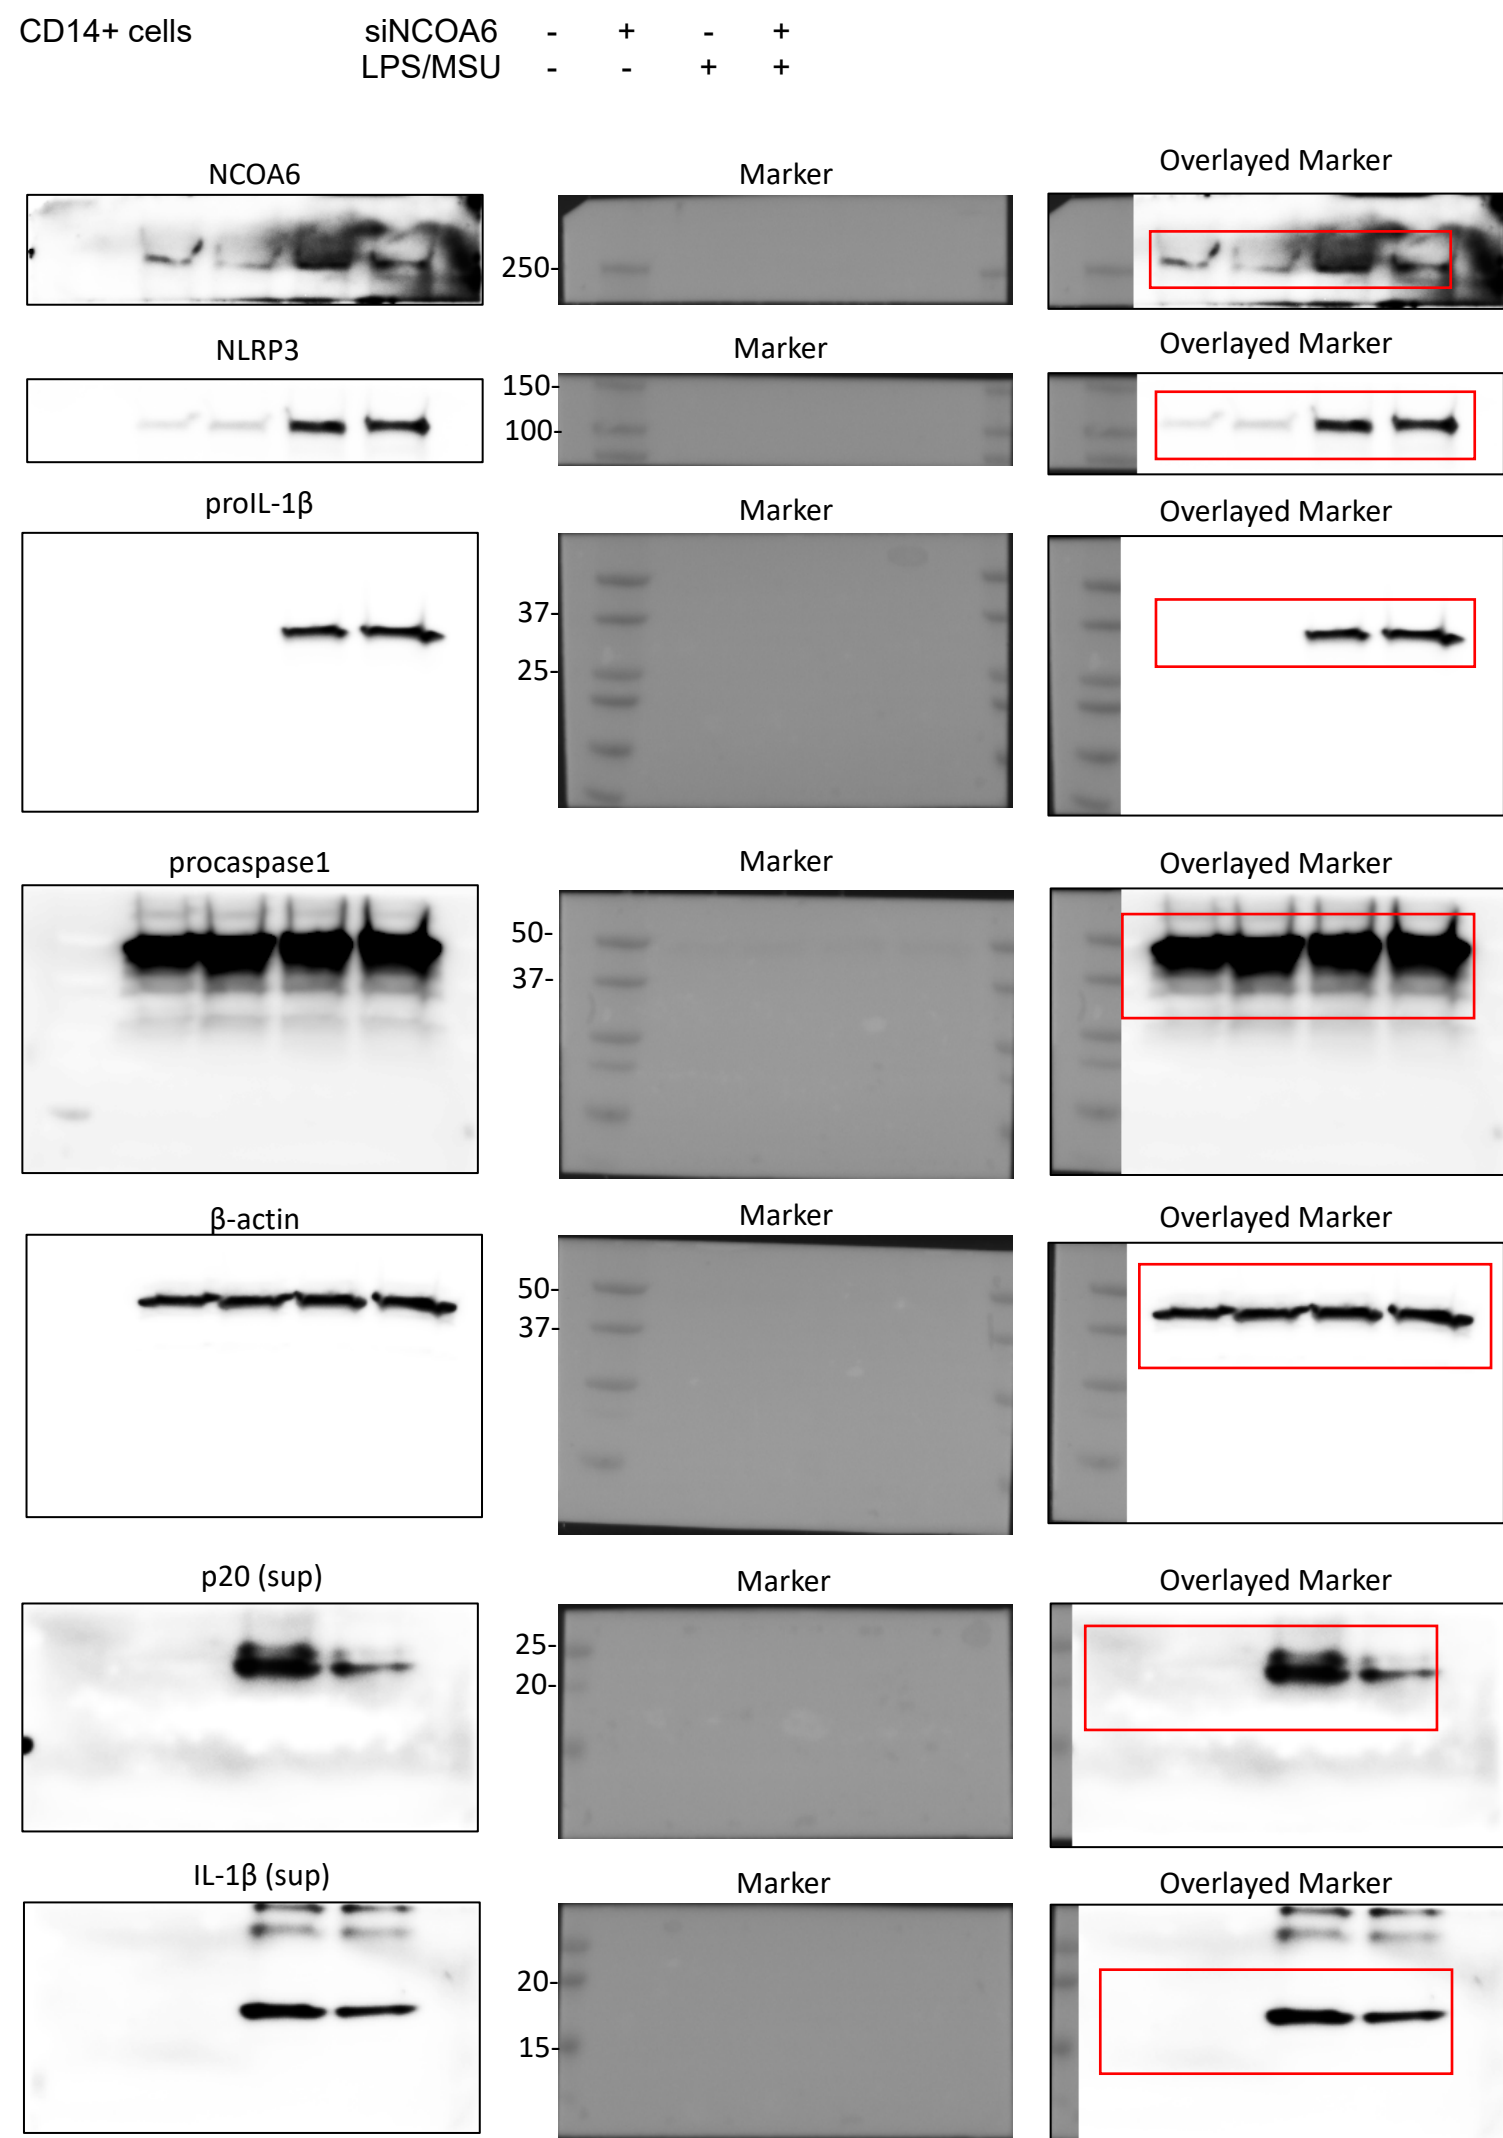

Figure 3D

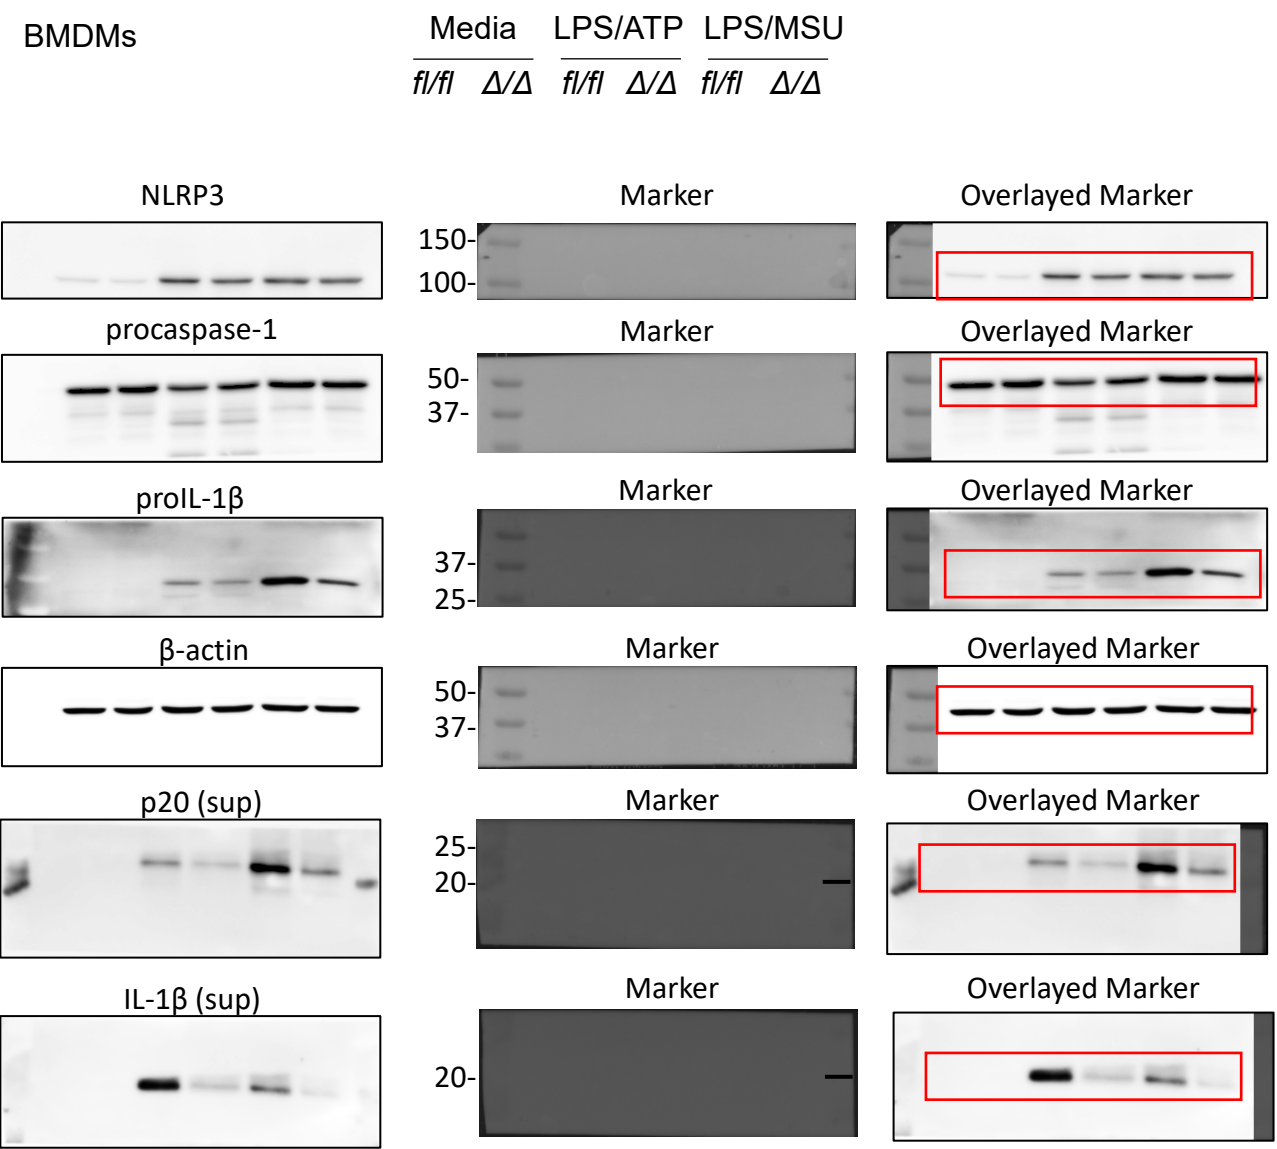

Figure 3G

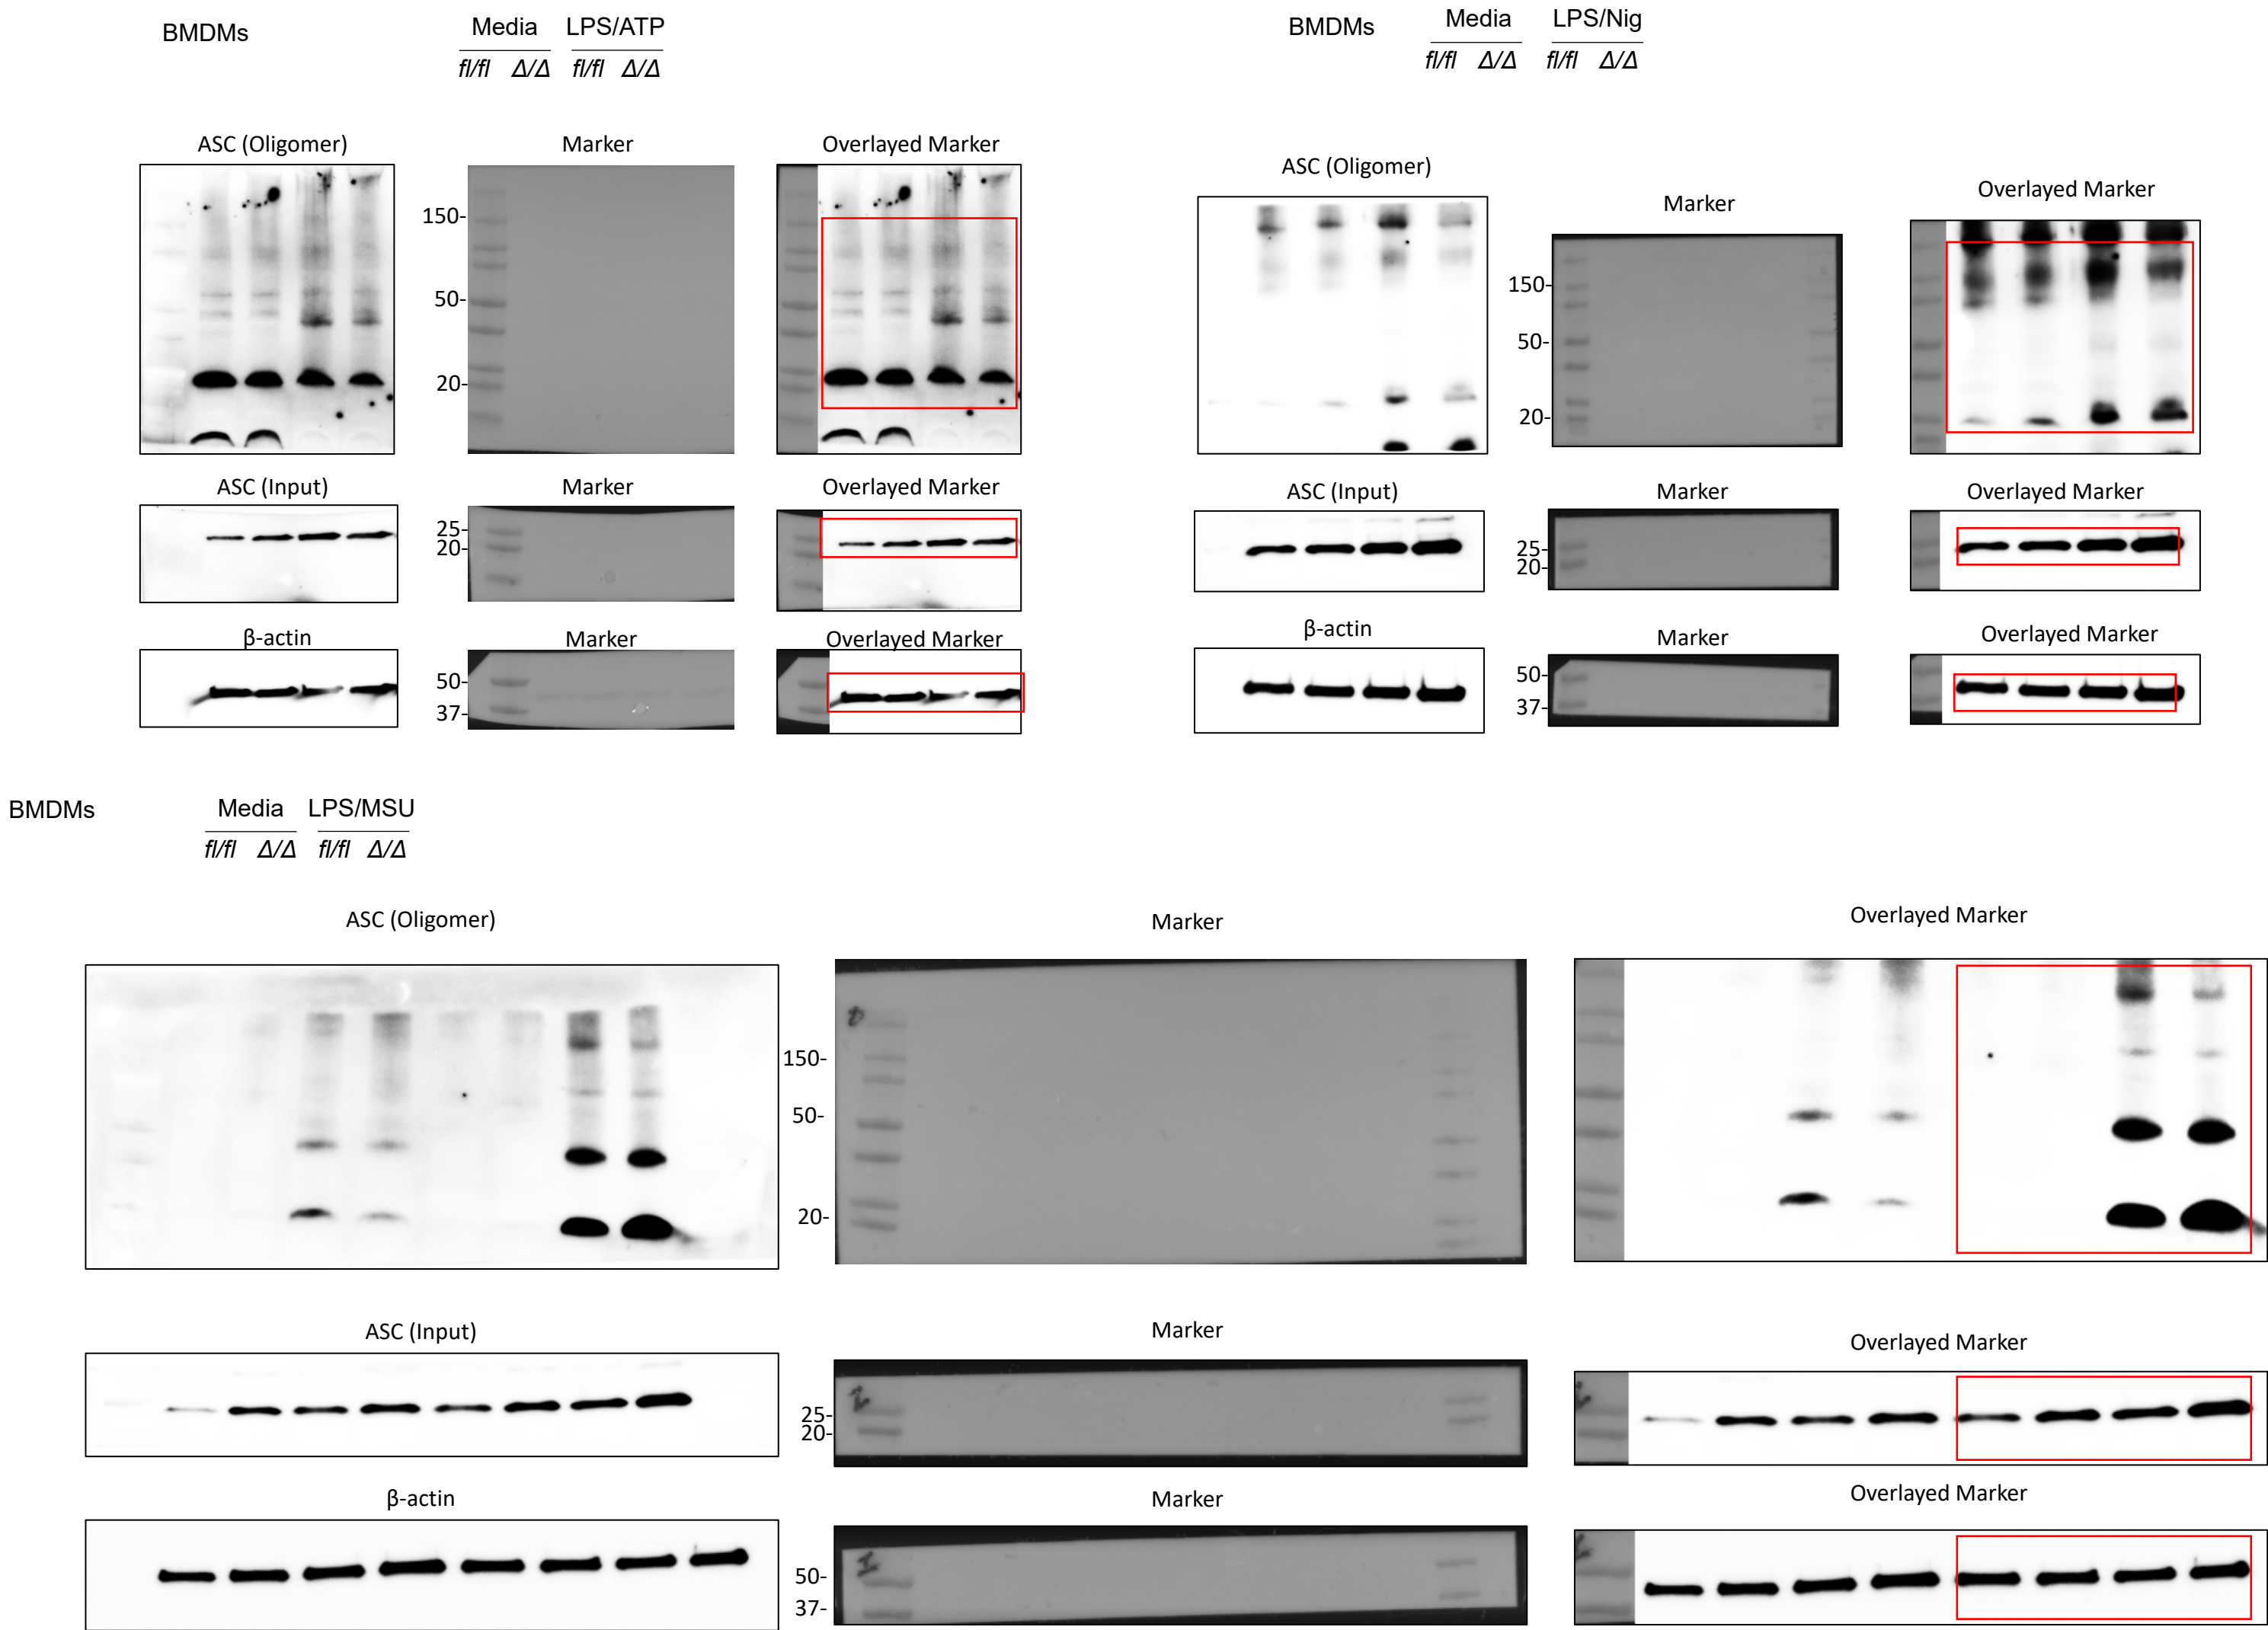

Figure 3H

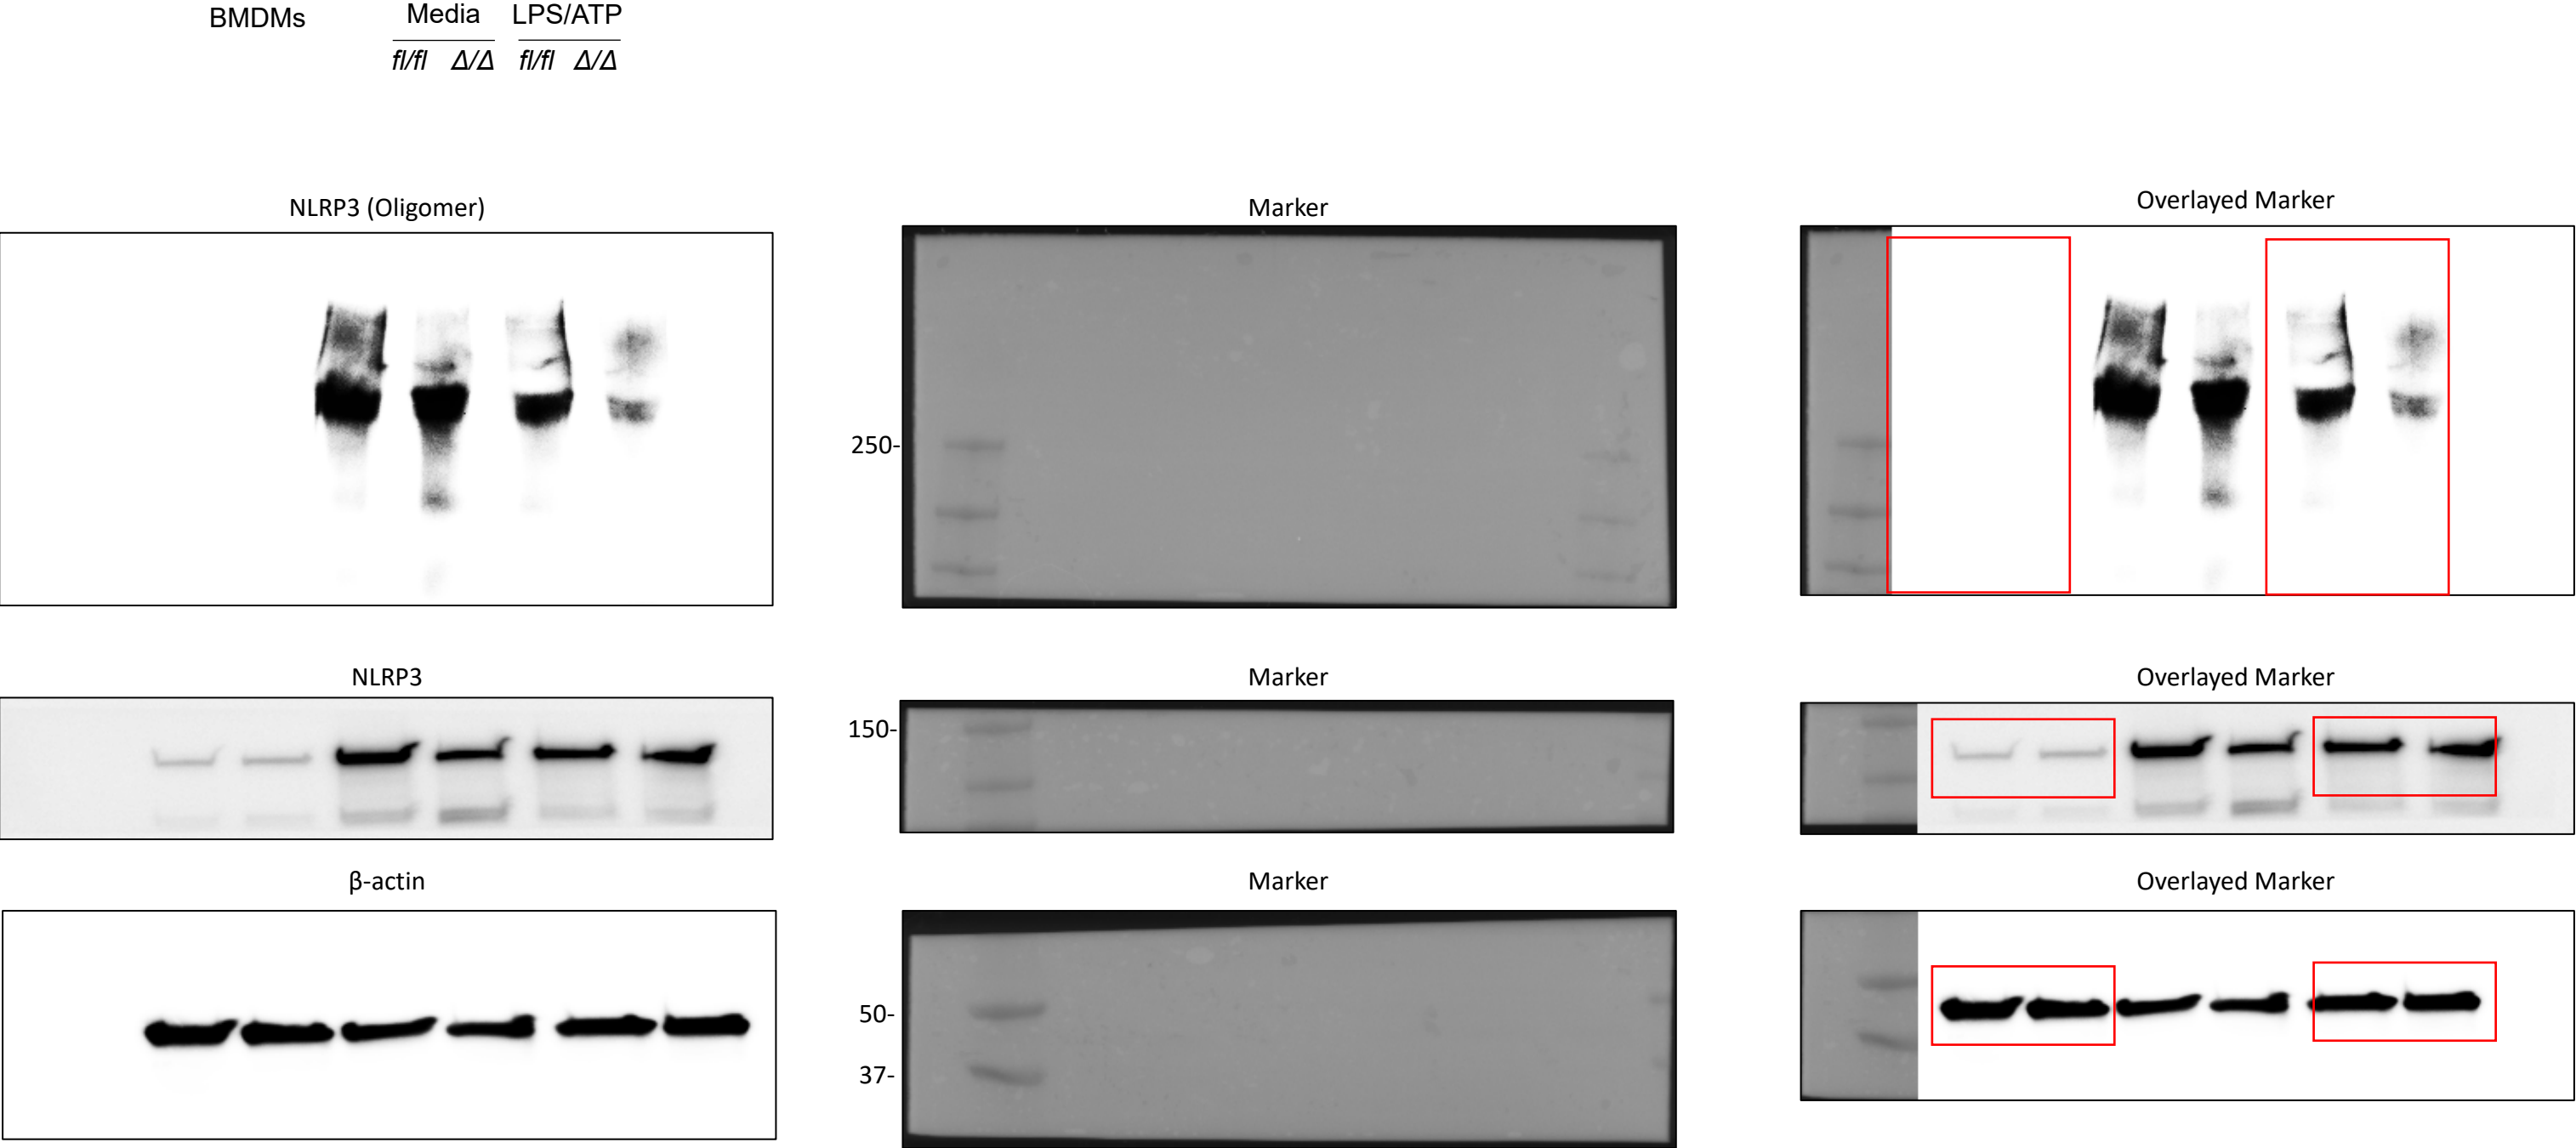

Figure 4A

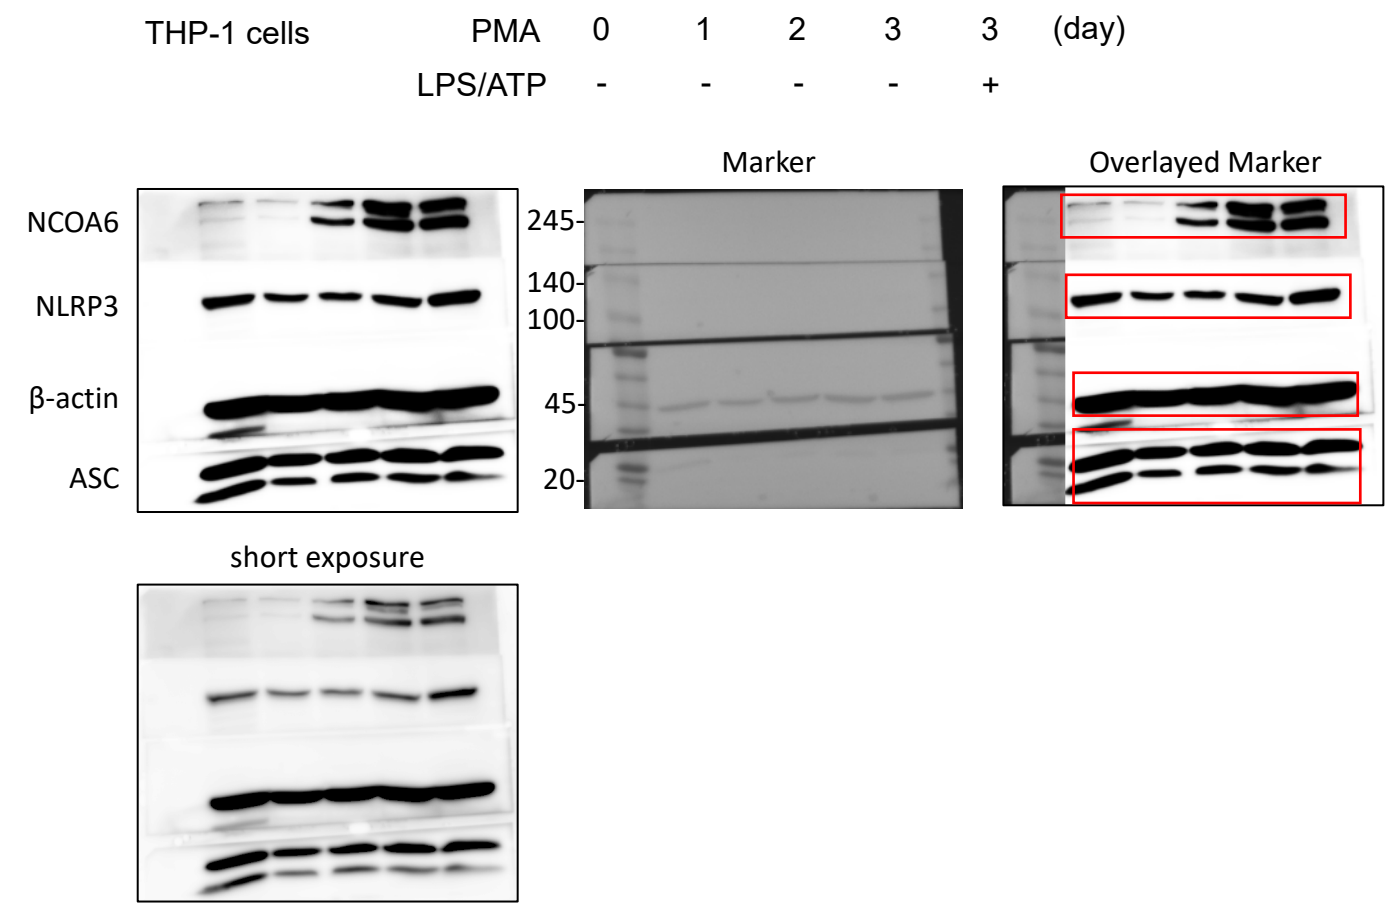

Figure 4B

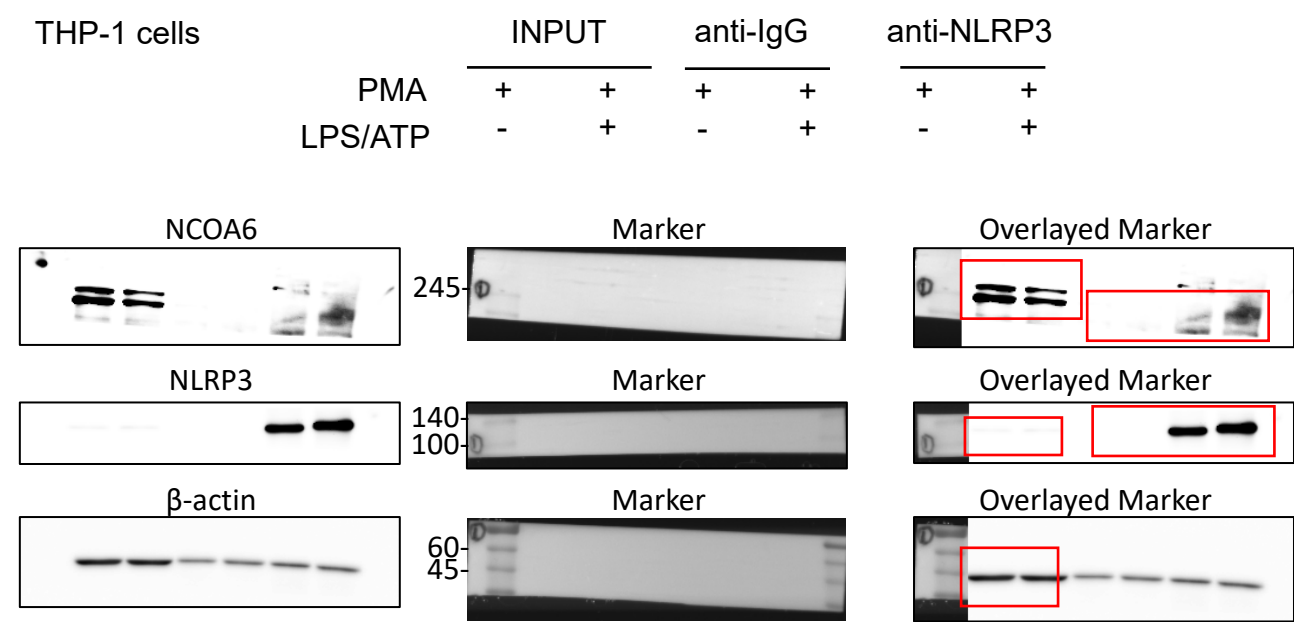

Figure 4E

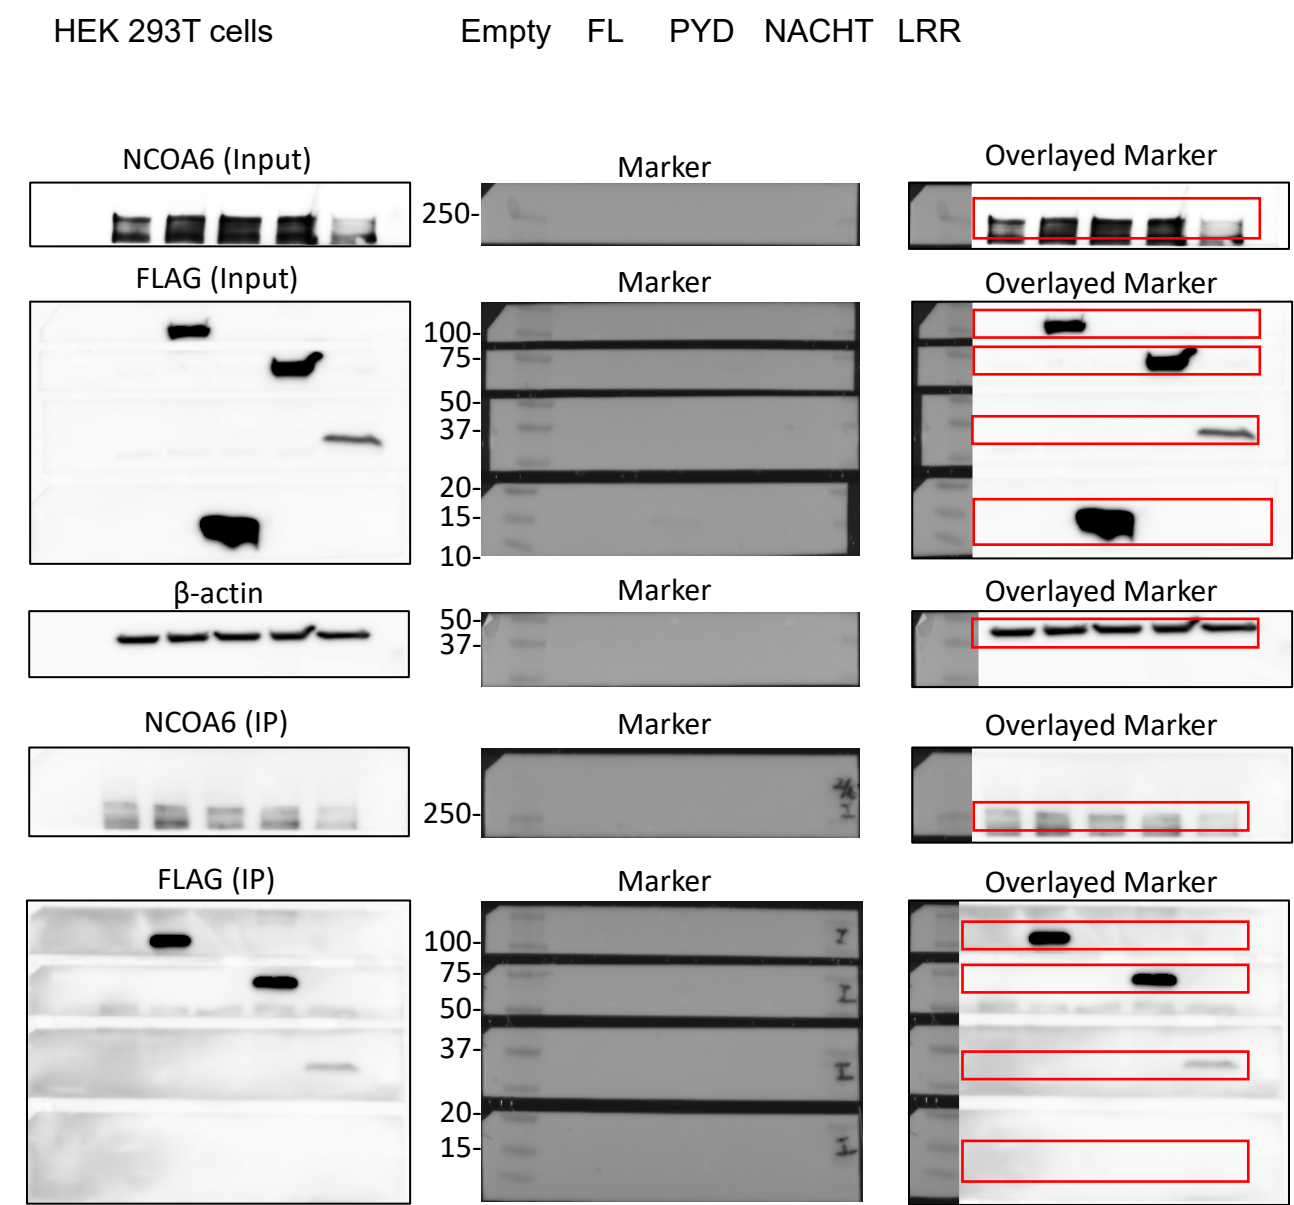

Figure 4F

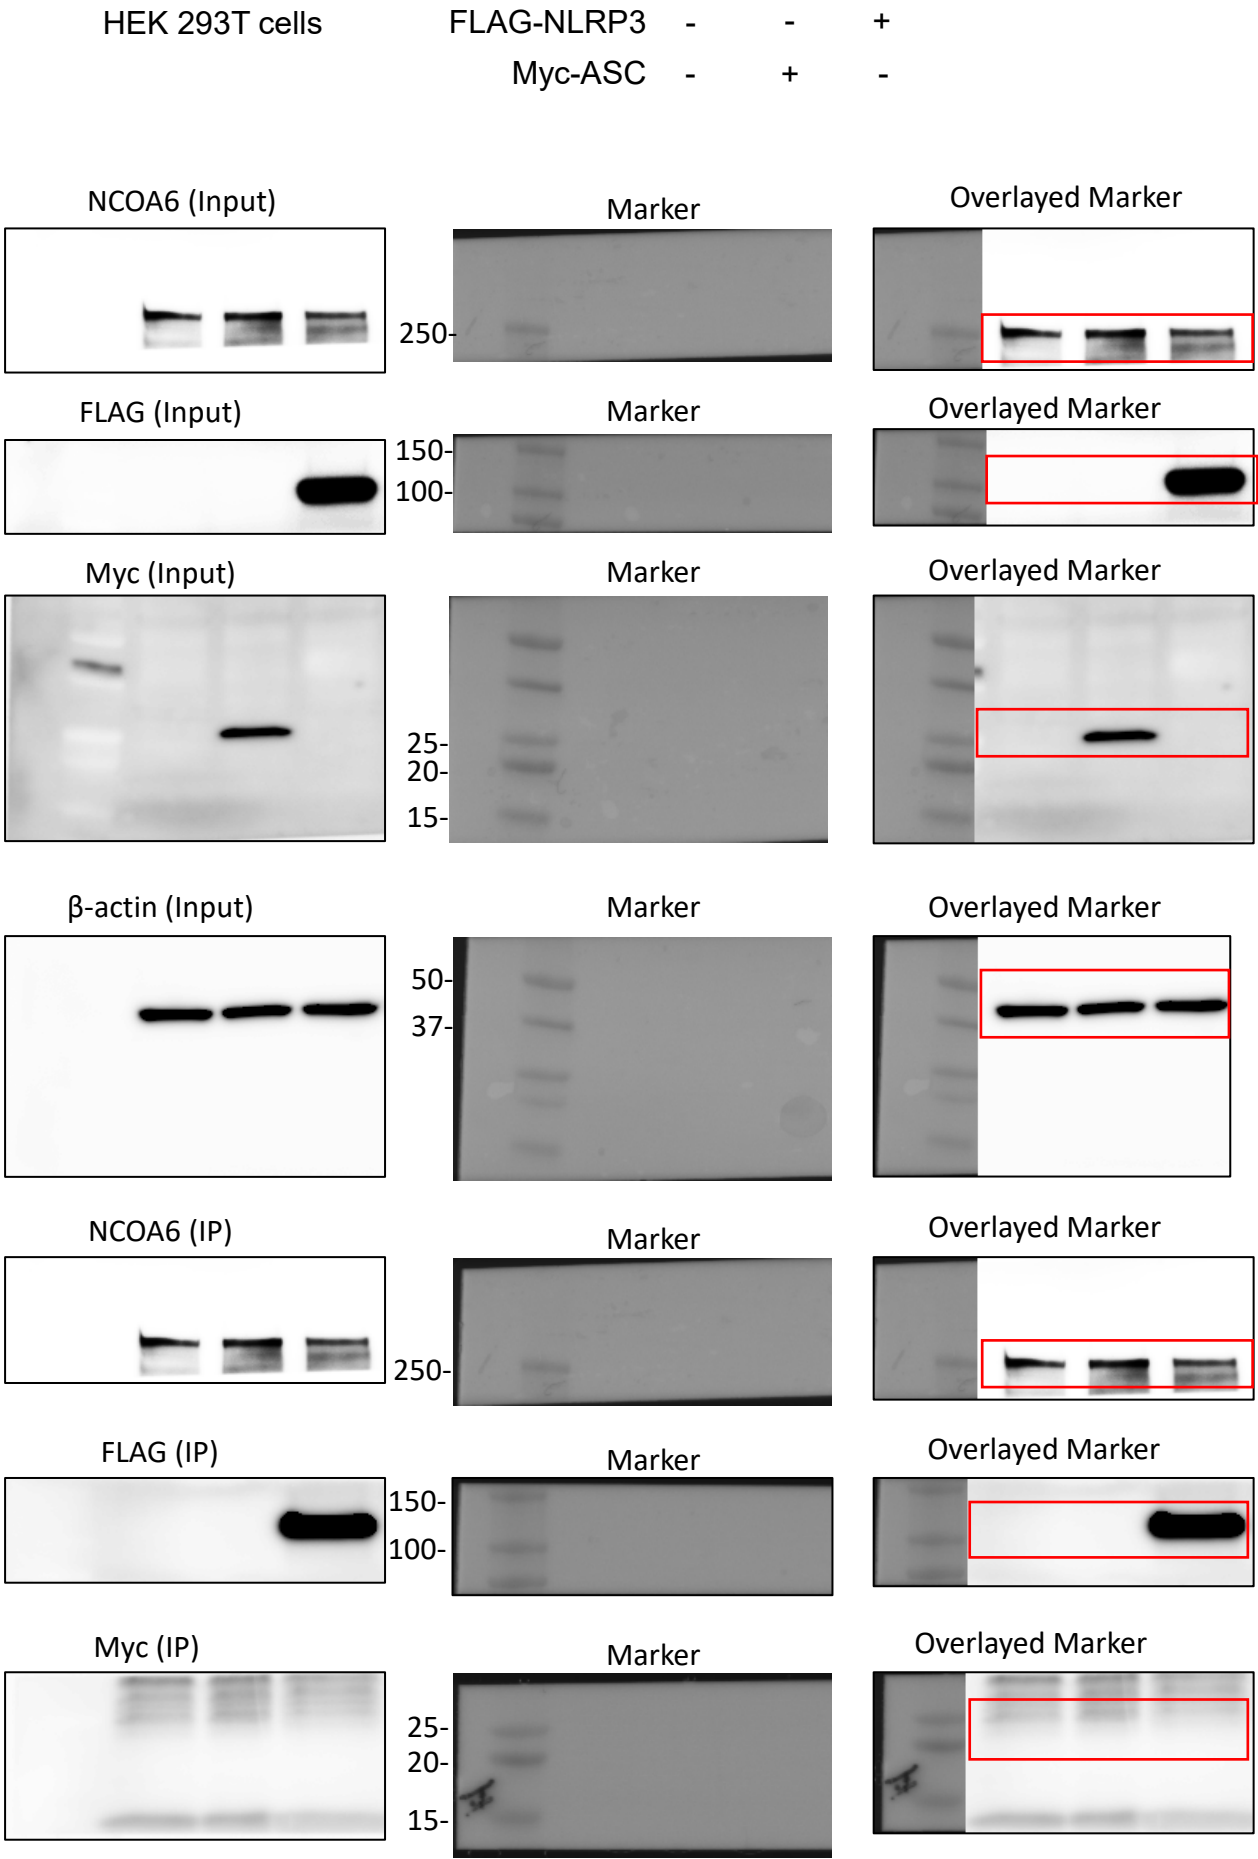

Figure 4G

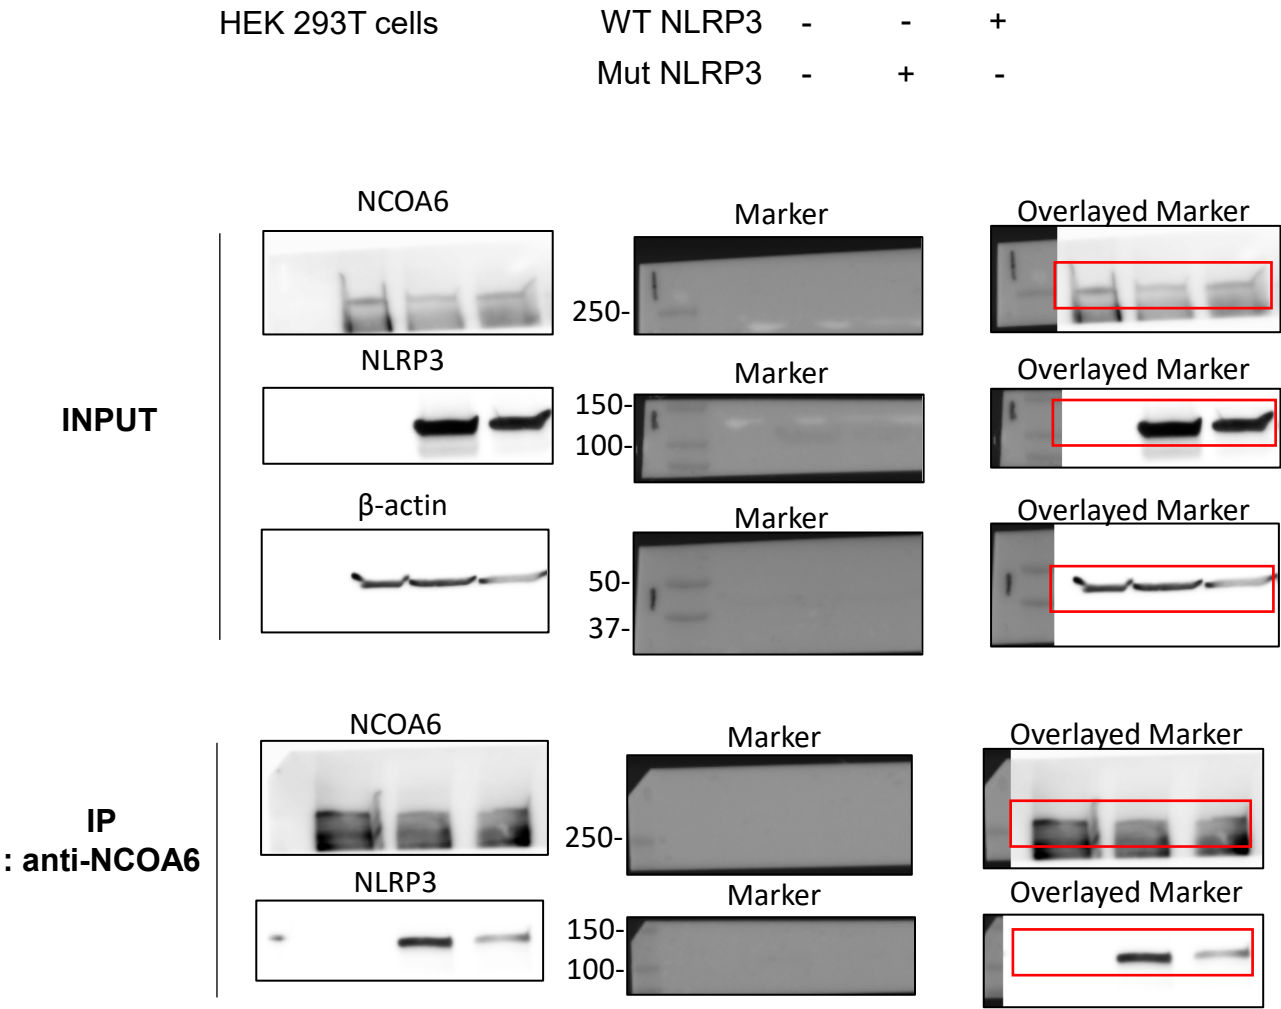

Figure 4H

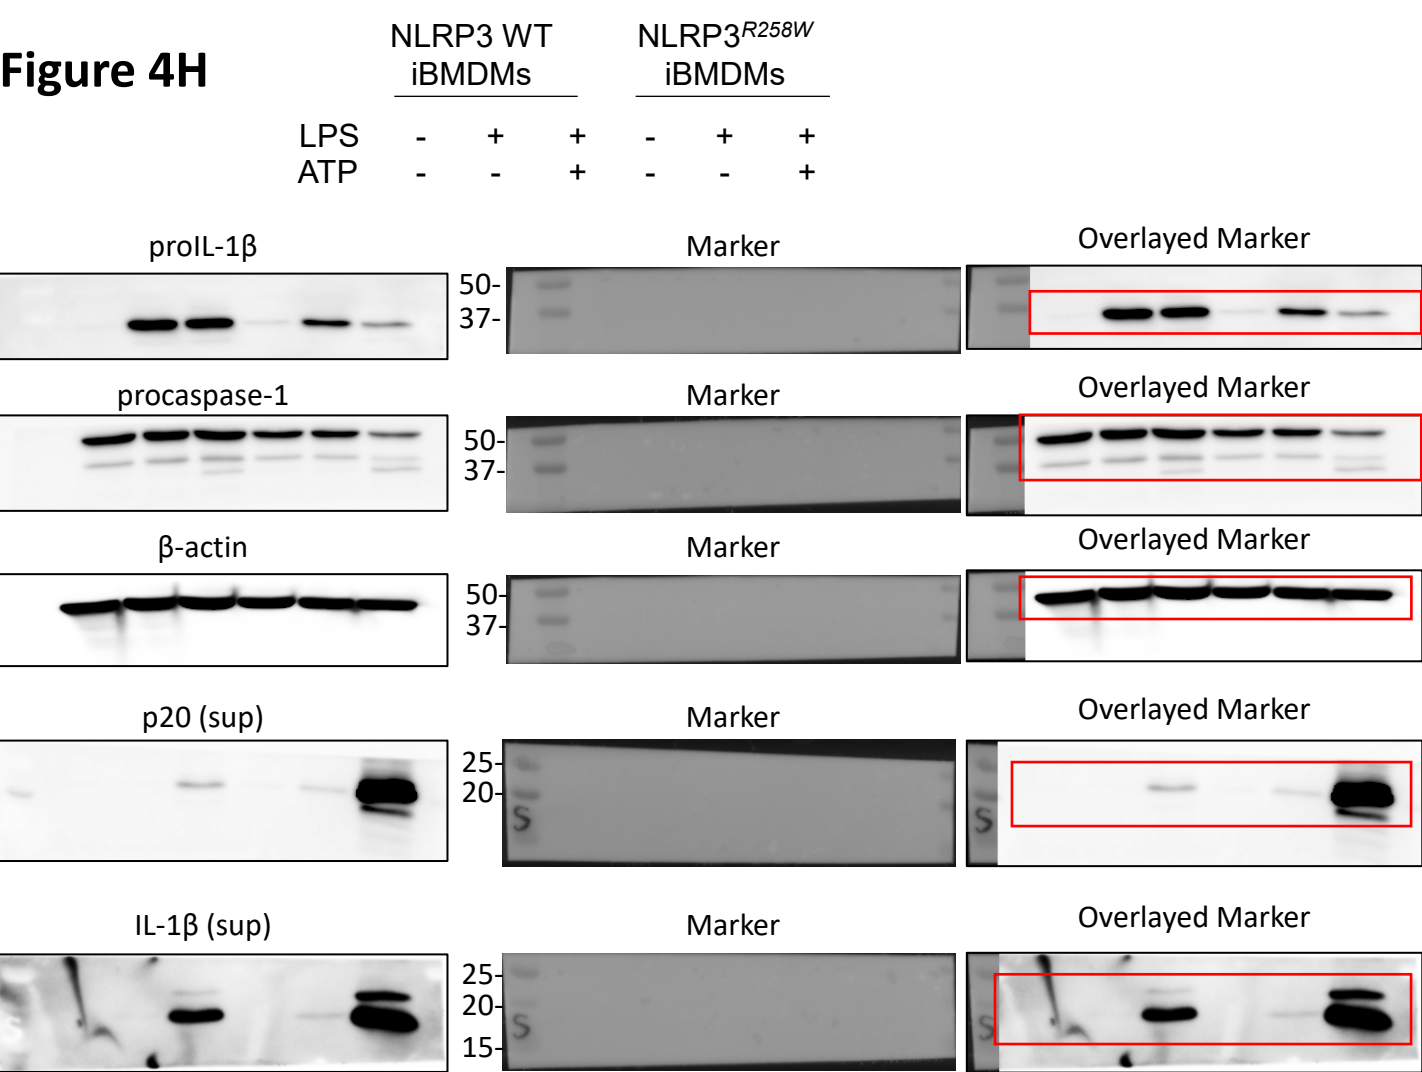

Figure 4I

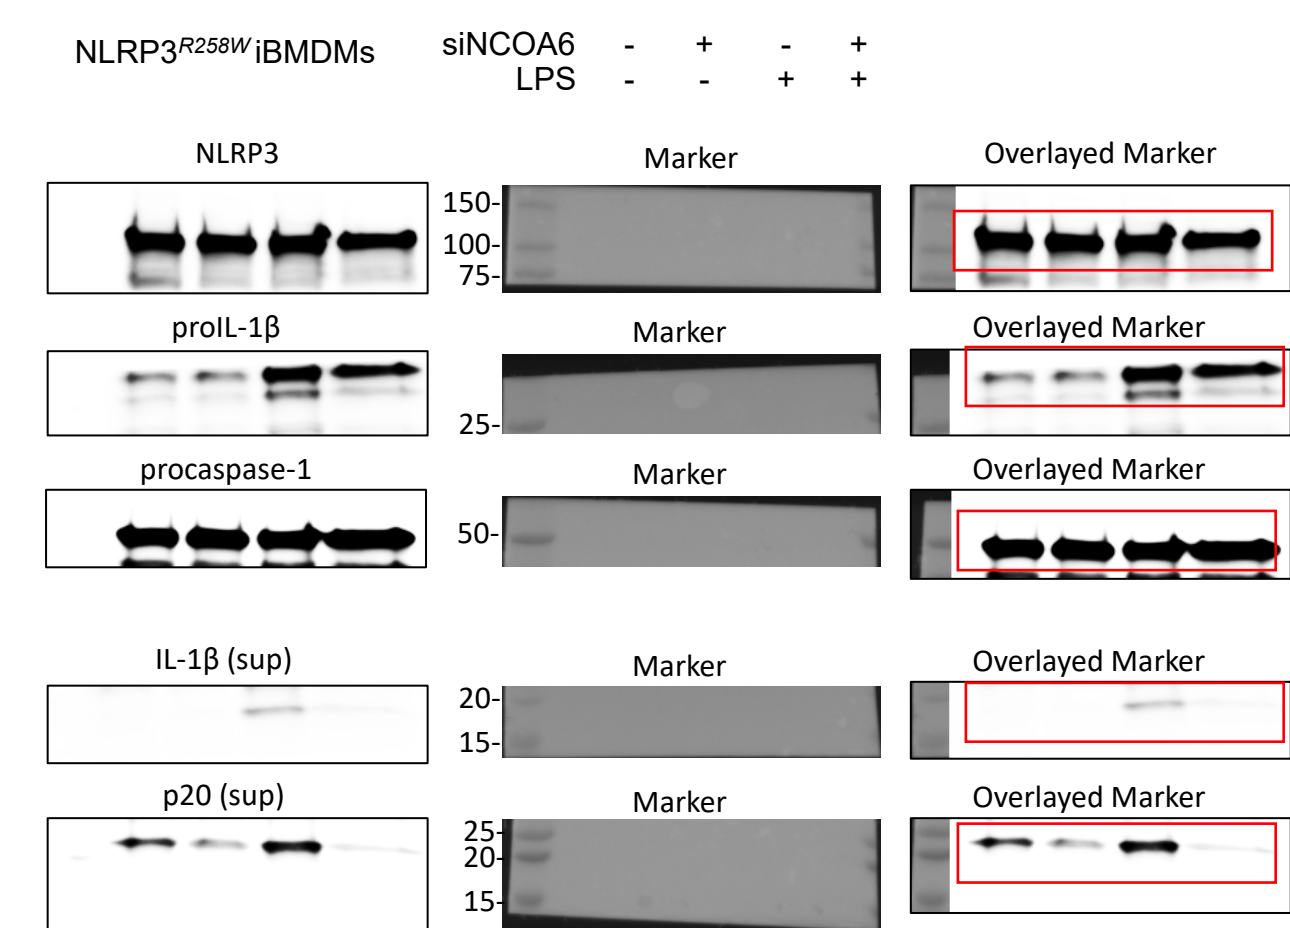

Figure 4K

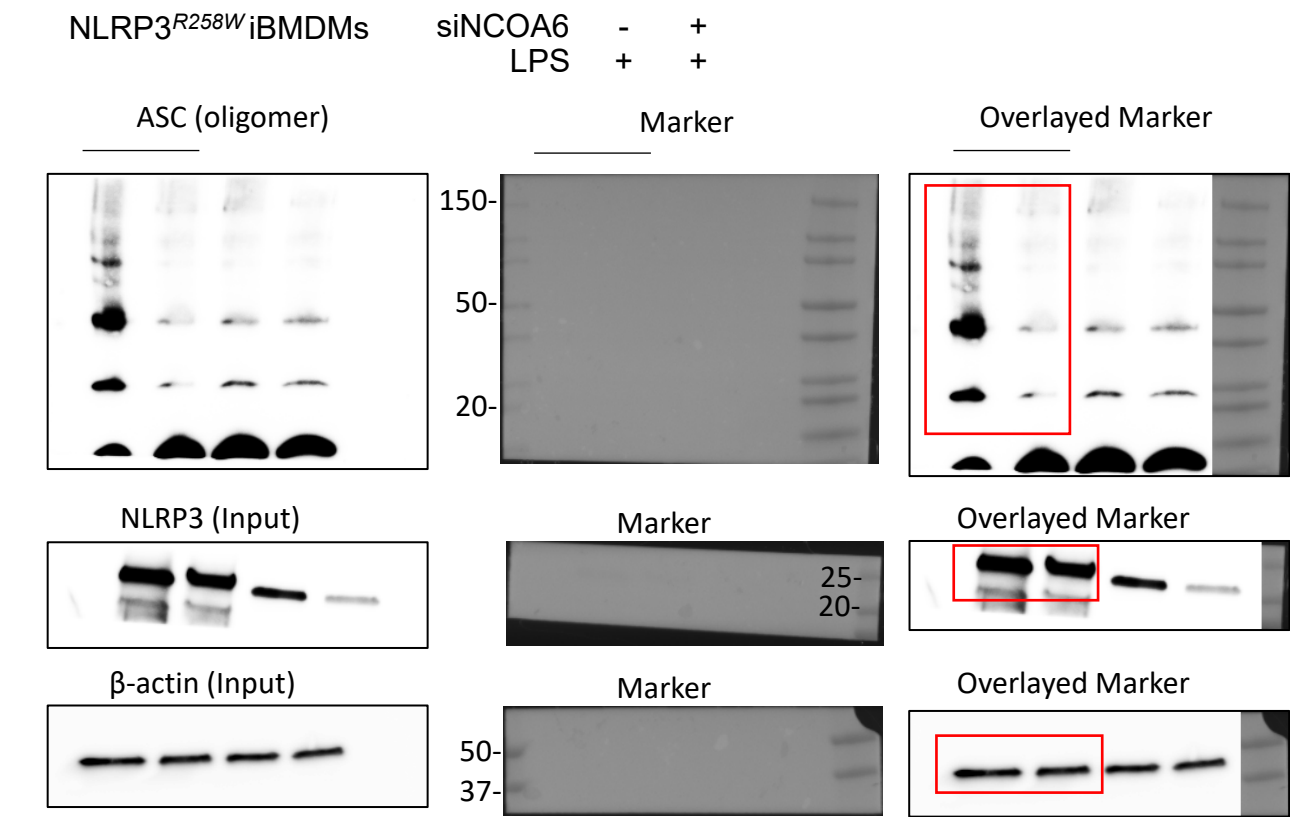

Figure 5D

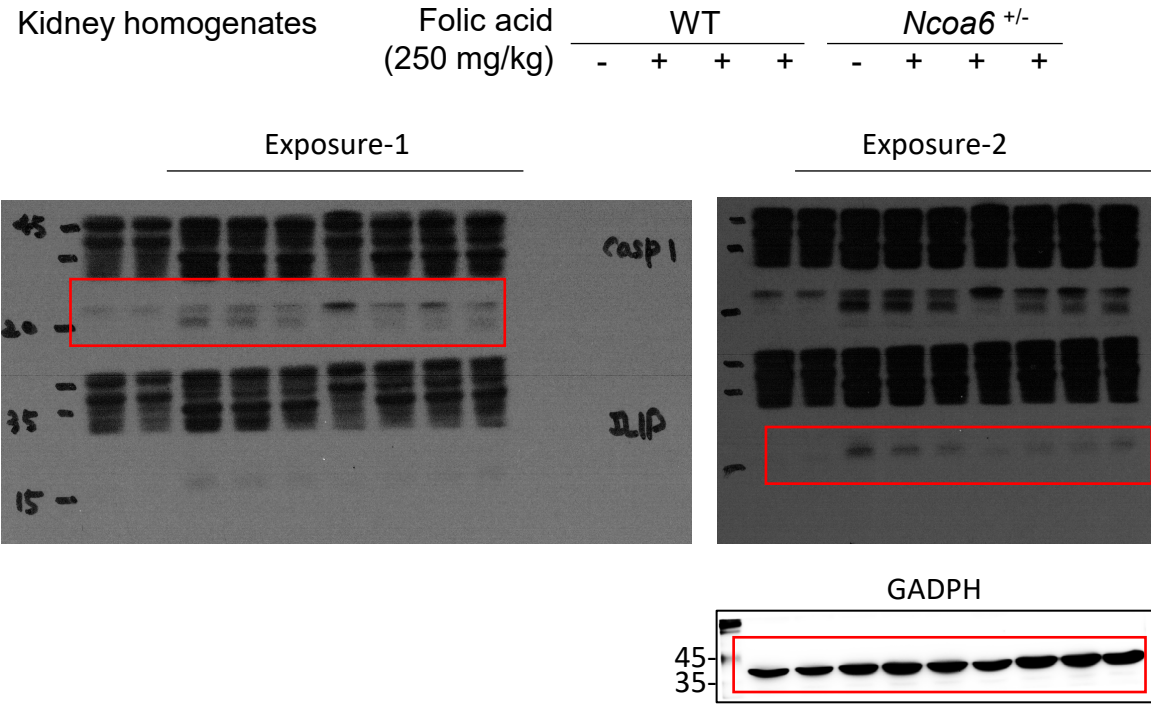

Figure 5J

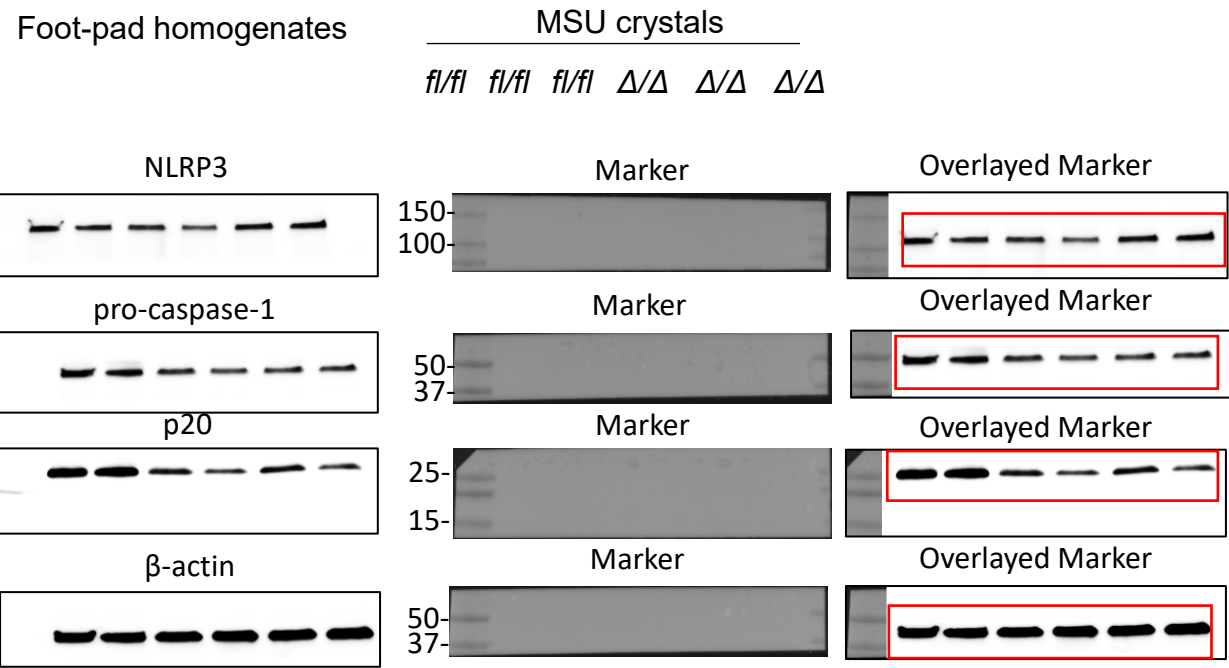

Figure 6J

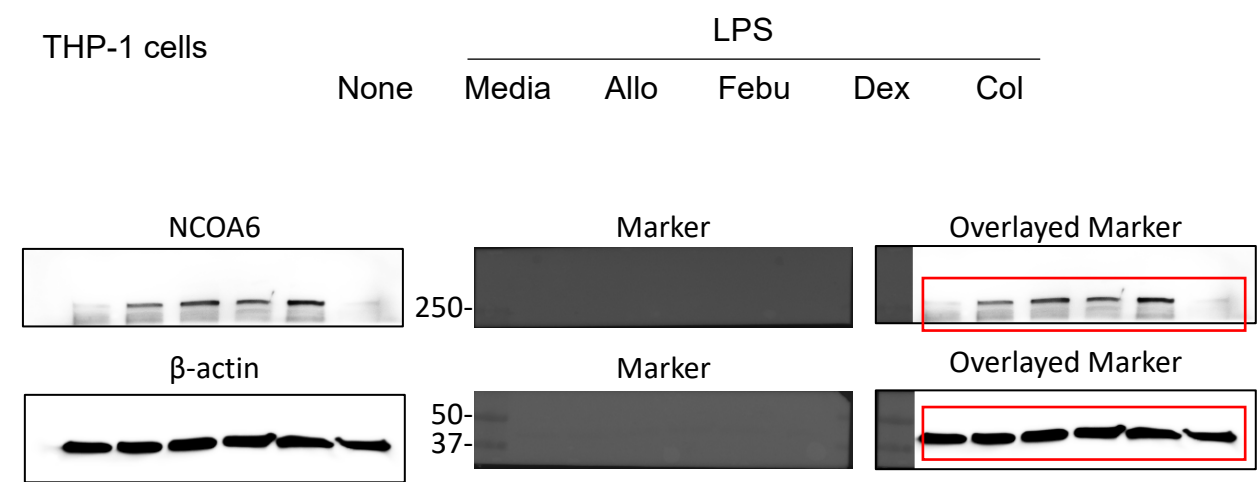

Supplementary Figure 2A

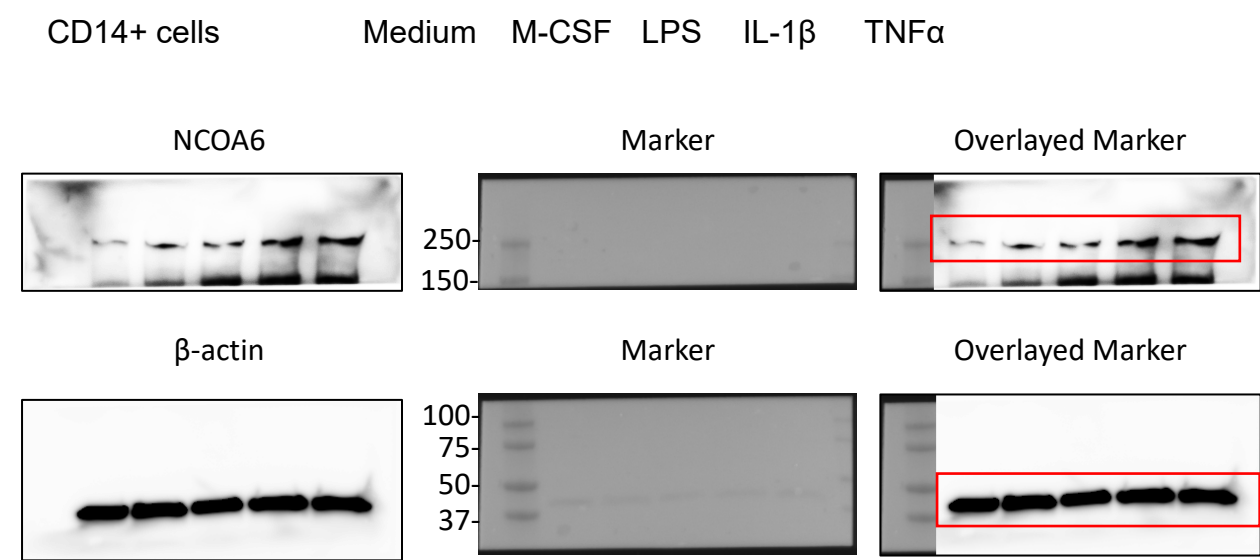

Supplementary Figure 3 (gel)

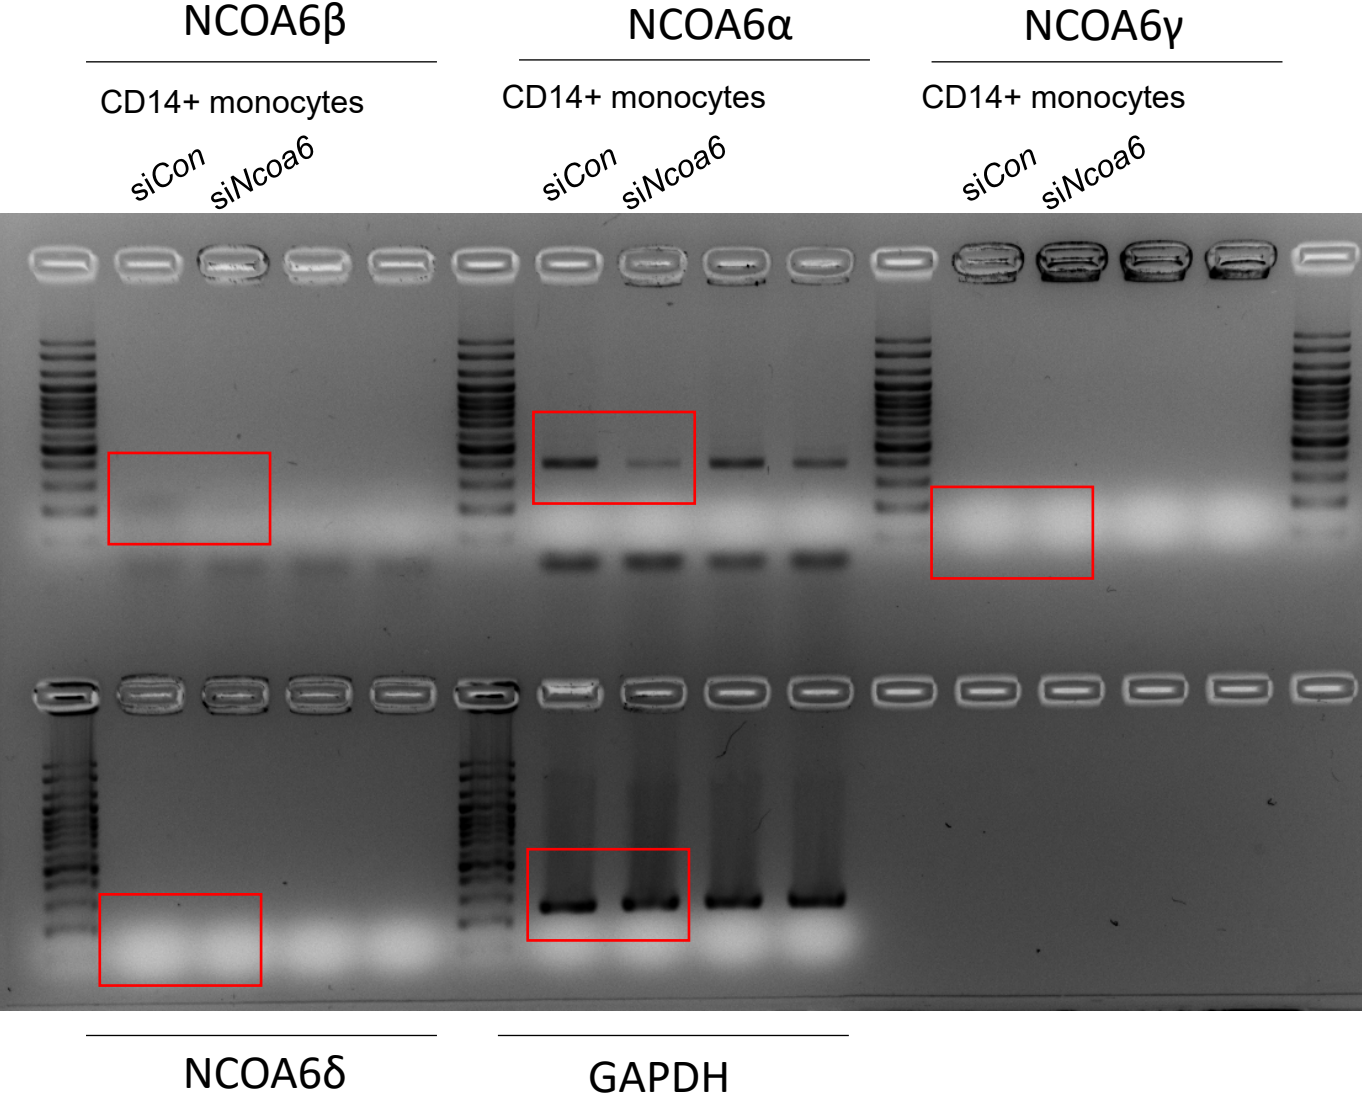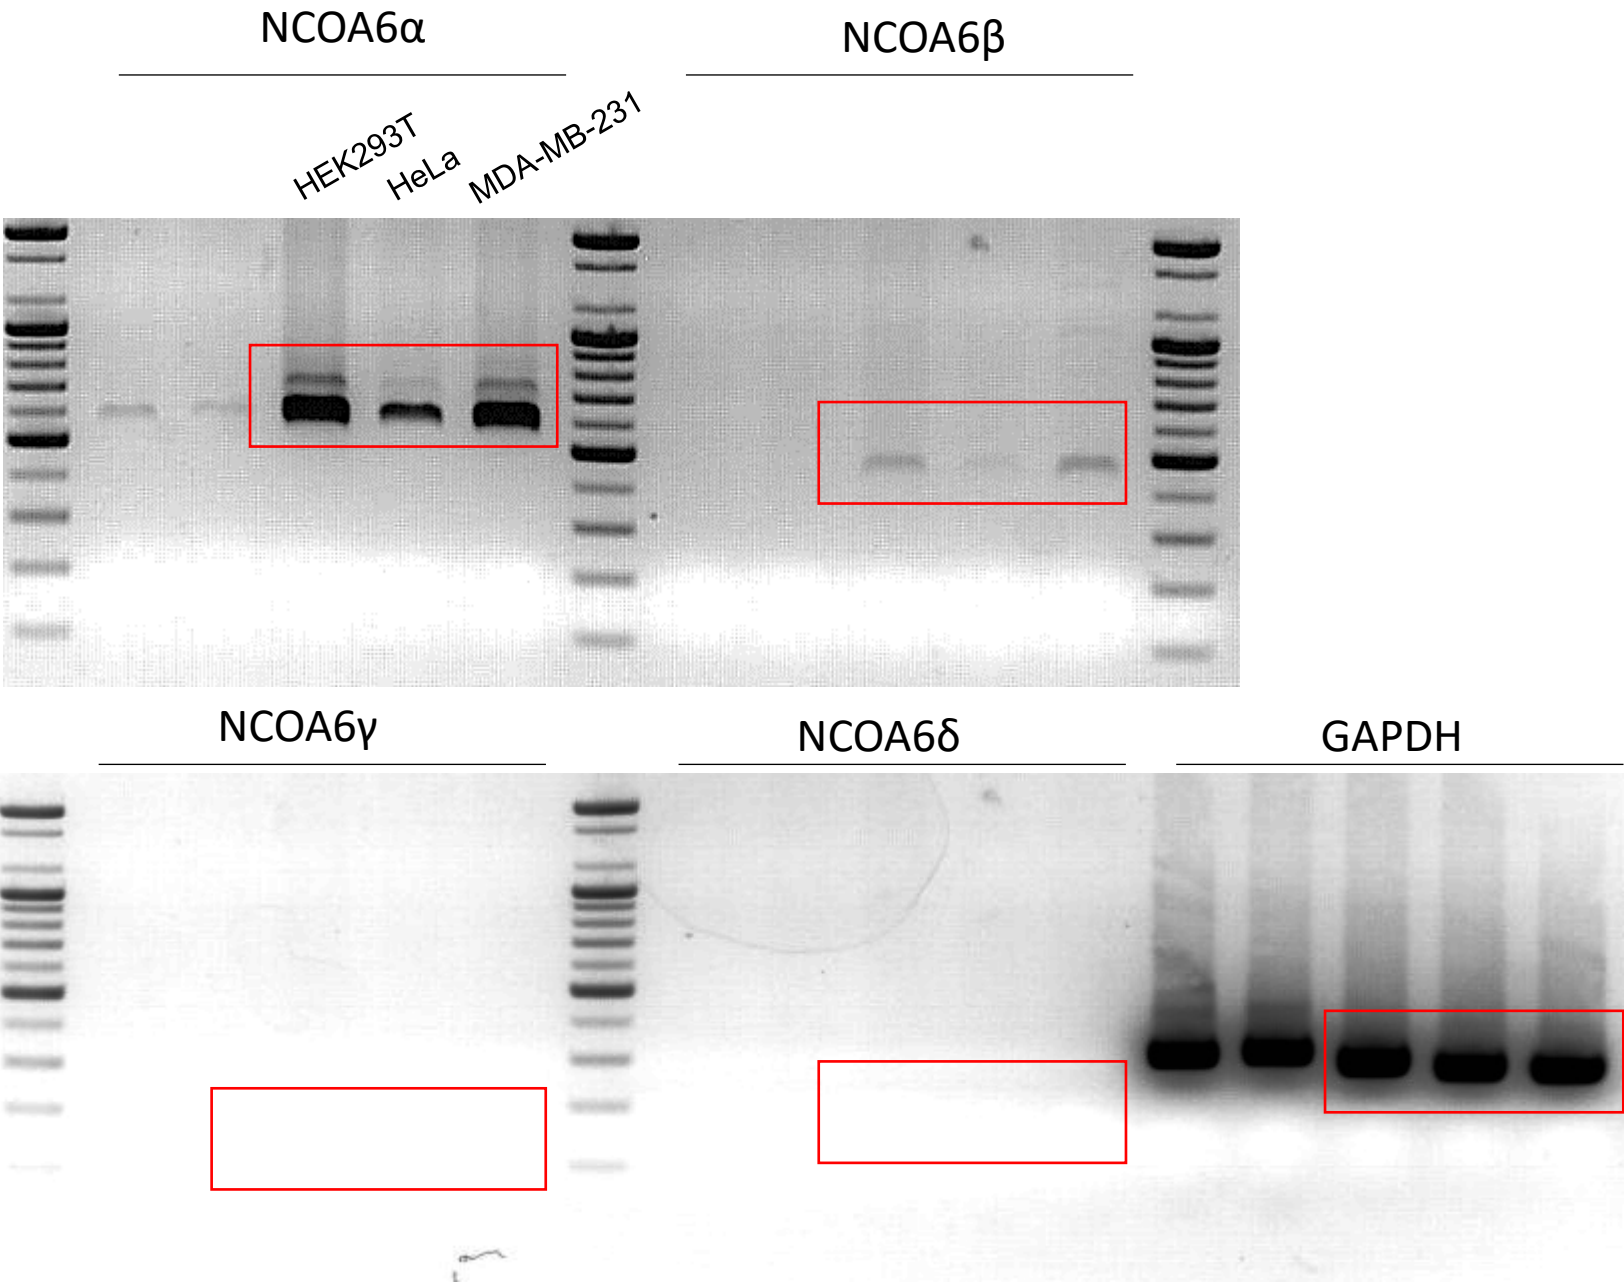

Supplementary Figure 6B (gel)

Genotyping of genomic DNA extracted from tail tissues of *Ncoa6<sup>fl/fl</sup>* mice and *Ncoa6<sup>fl/fl</sup>LysM<sup>CRE</sup>* mice.

PCR analysis using *flox* primer

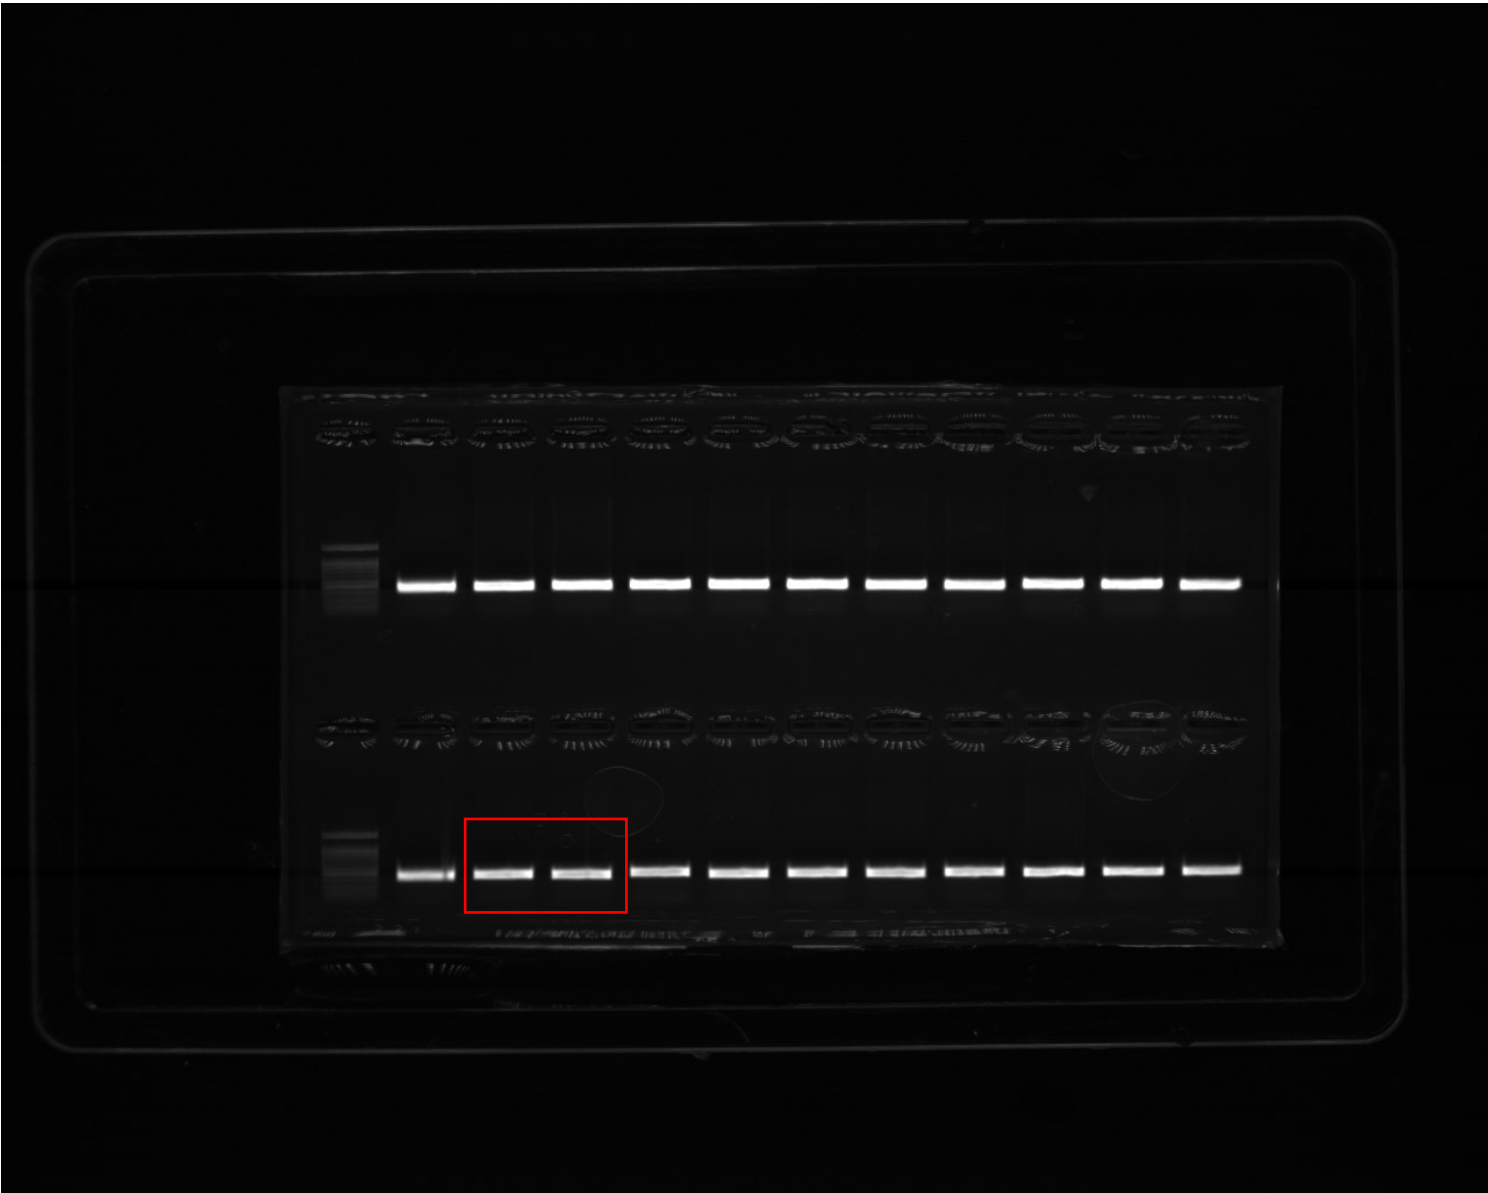

PCR analysis using *cre* primer

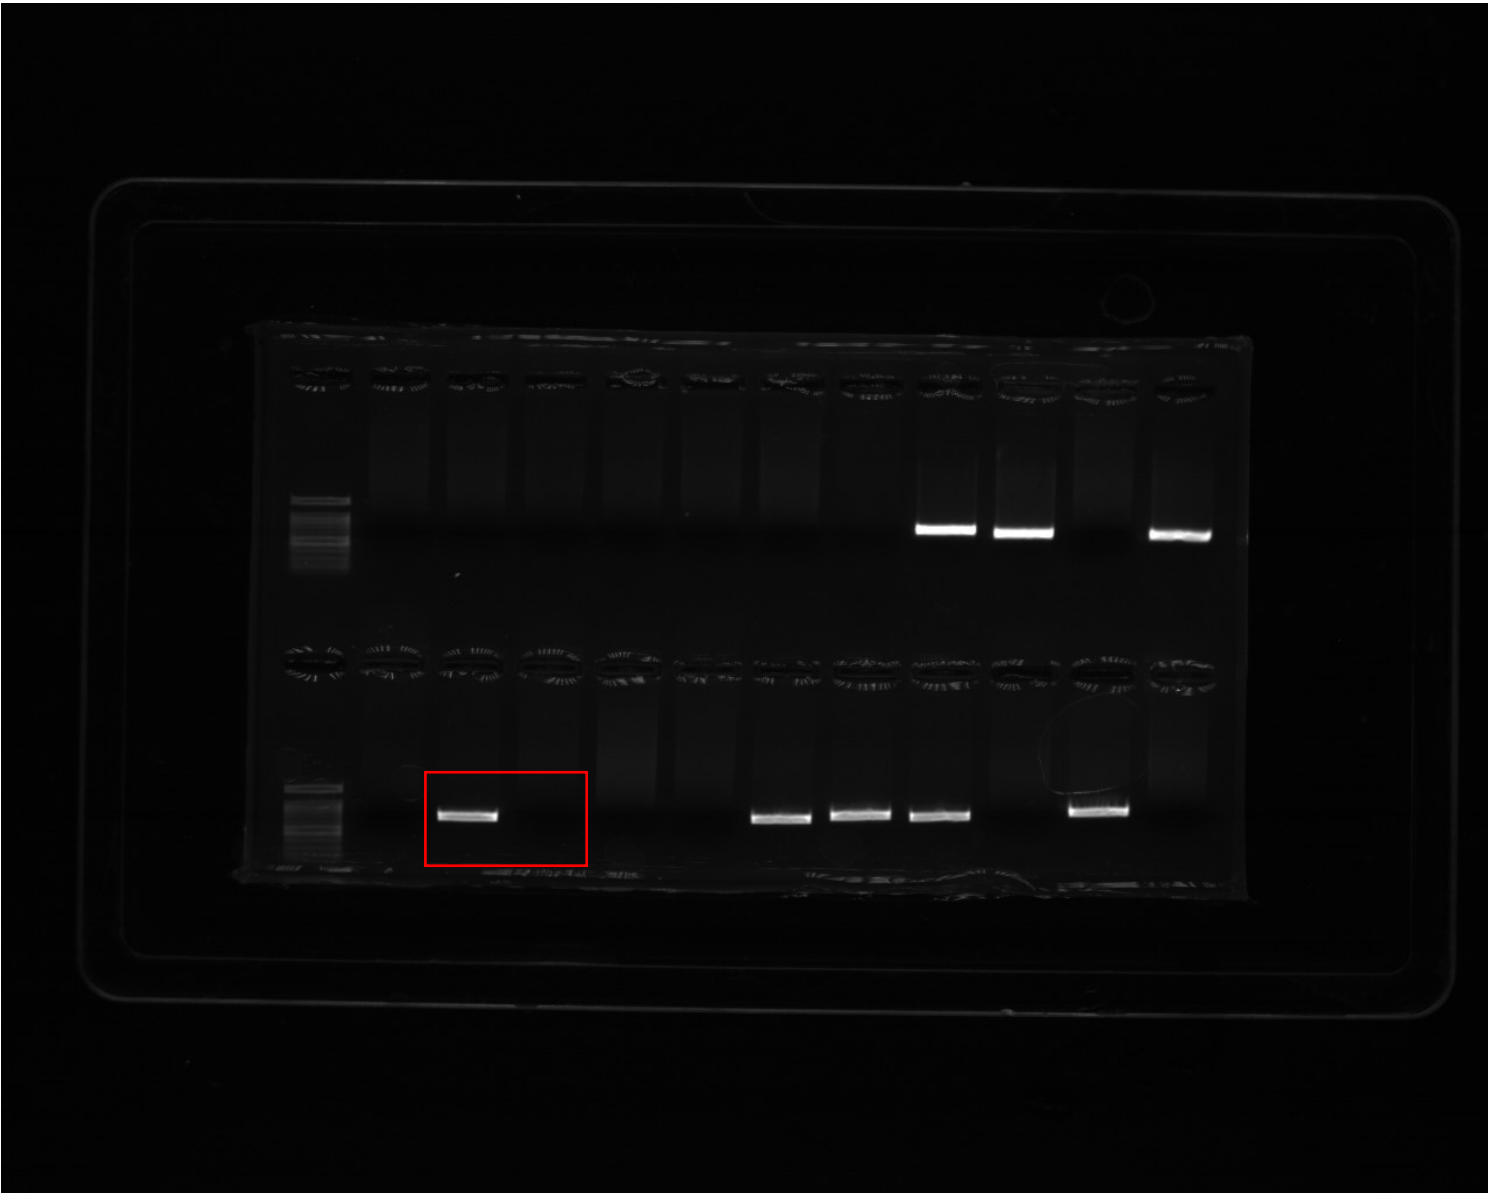

Supplementary Figure 10

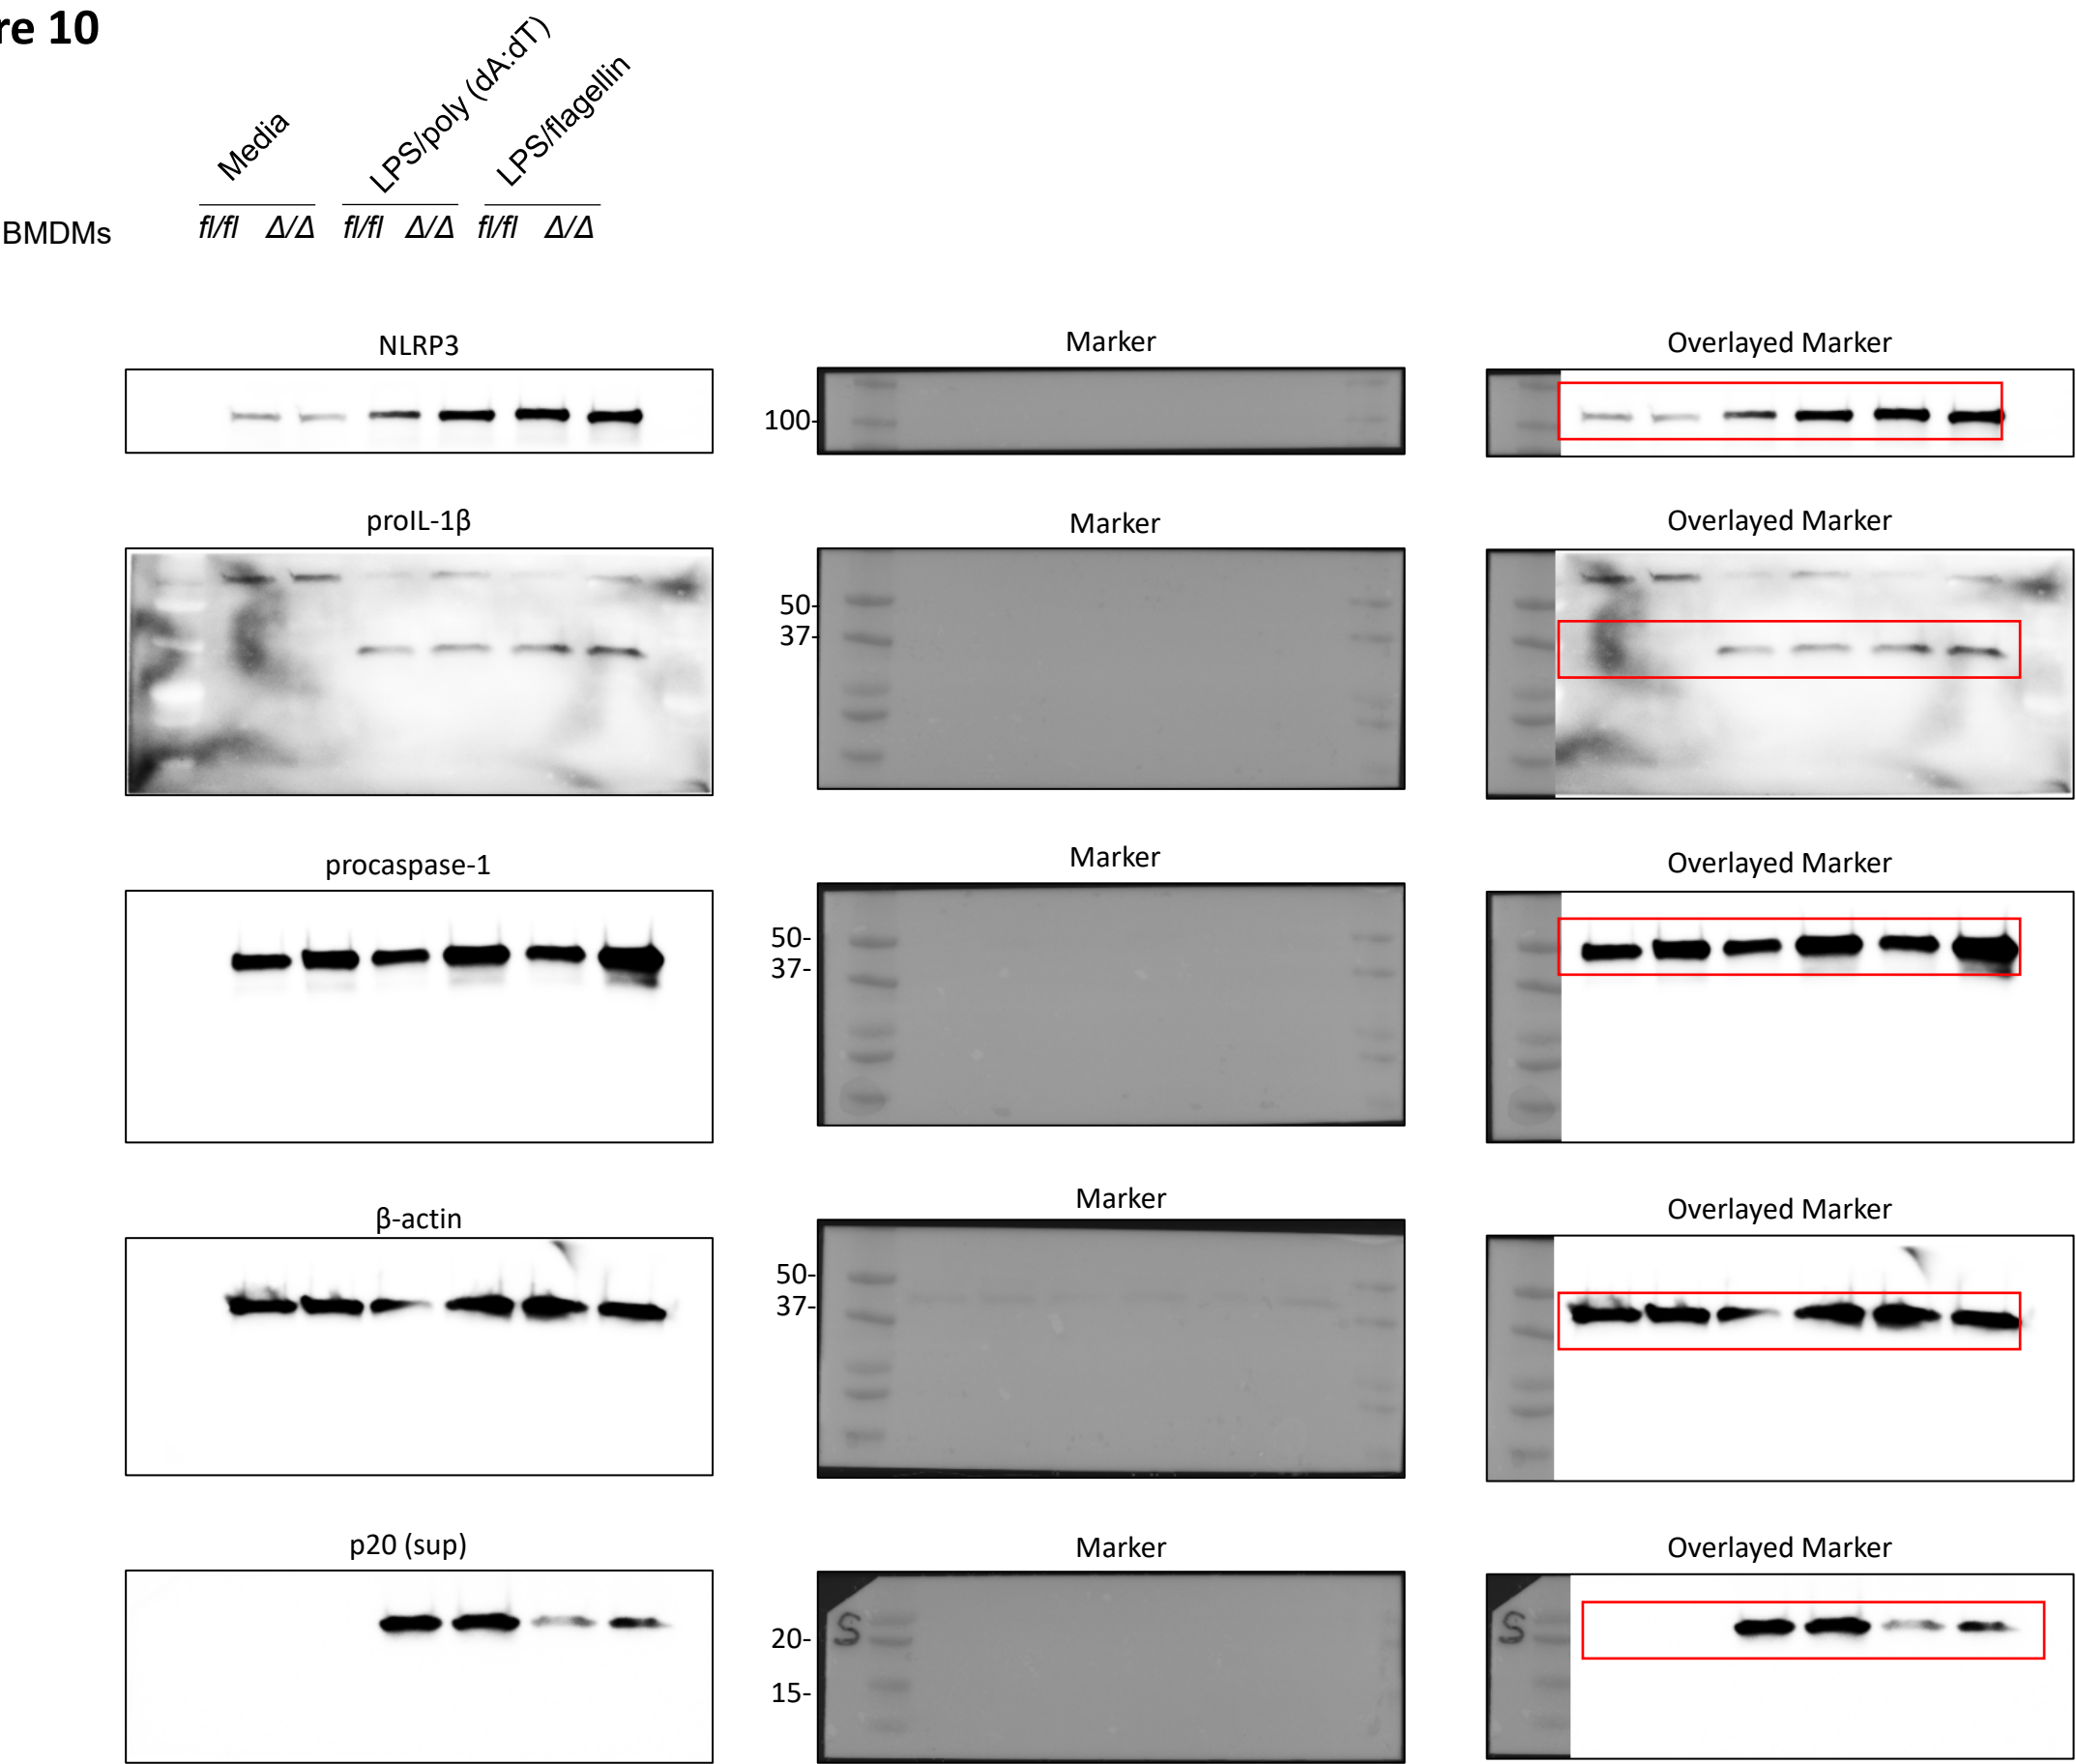

Supplementary Figure 11A & Supplementary Figure 11B

Differentiated THP-1 cells

Media    only ATP    only LPS

KCl (mM)    LPS + ATP  
50    5    0

INPUT

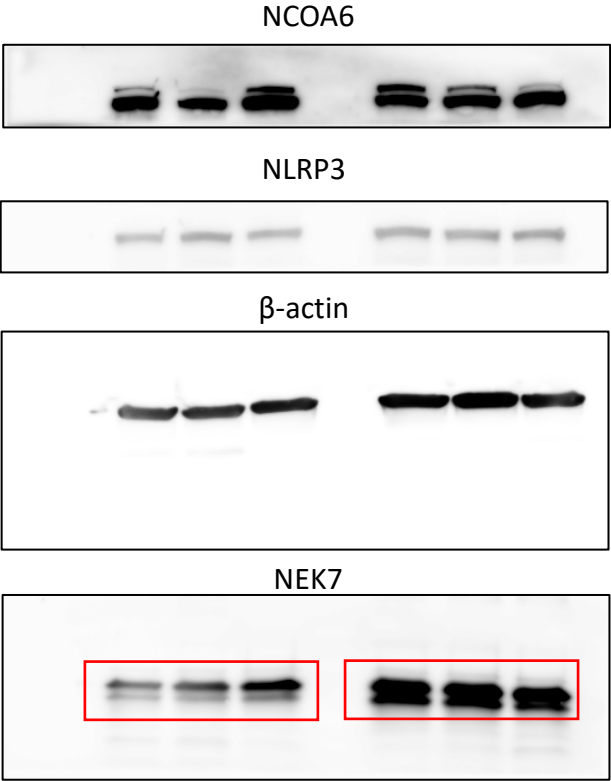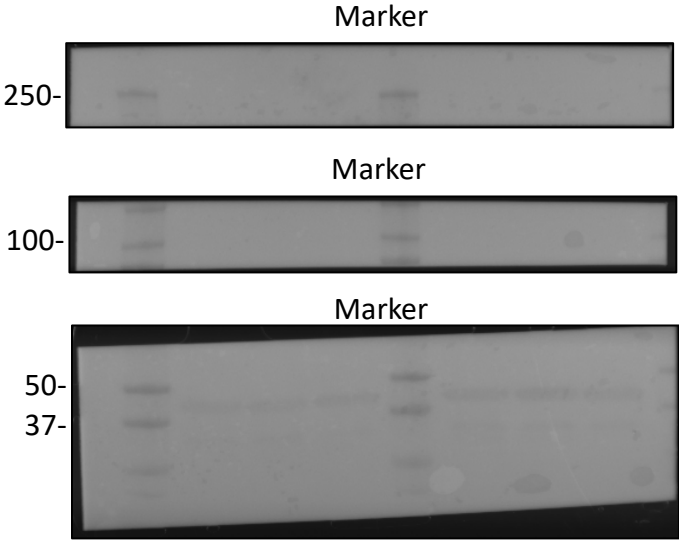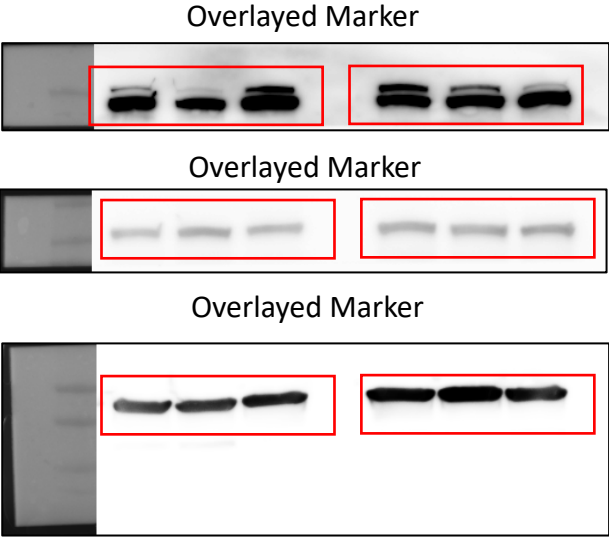

IP  
: anti-NLRP3

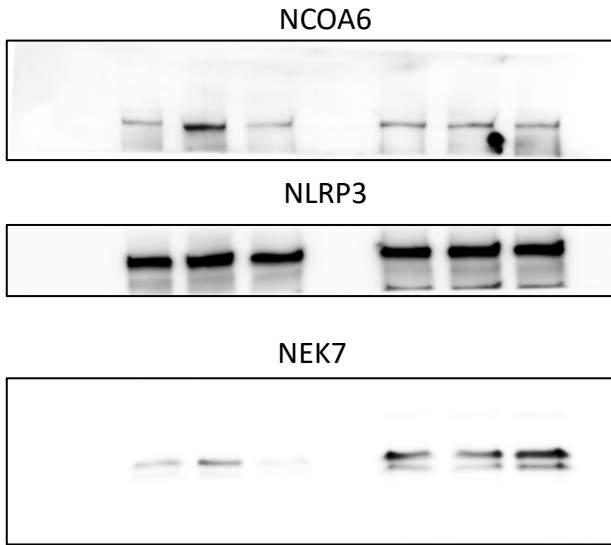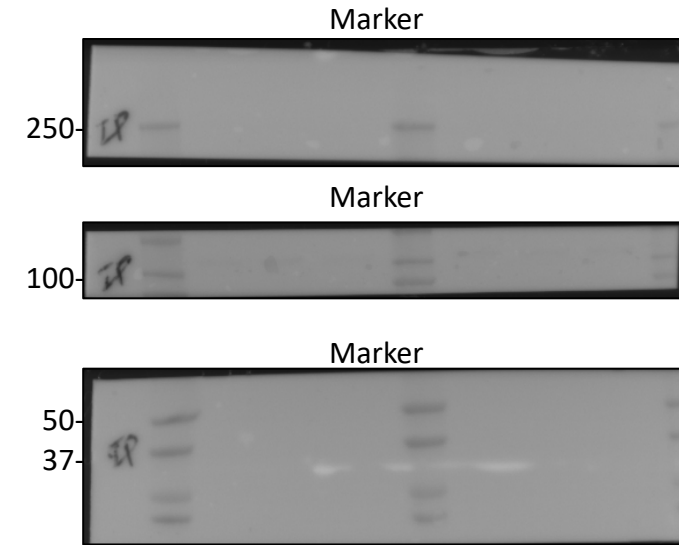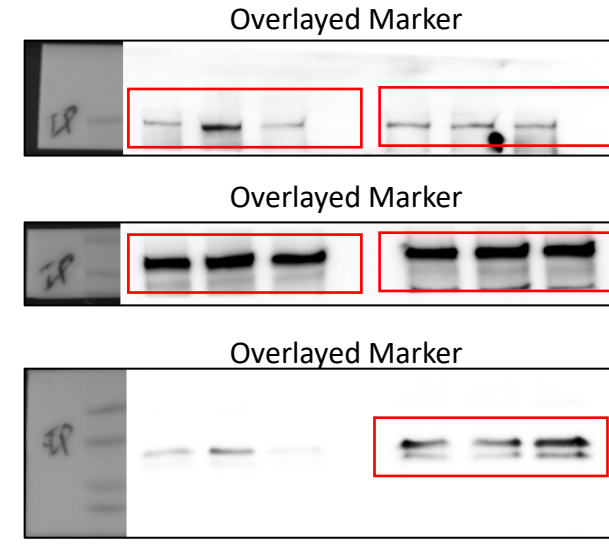

Supplementary Figure 11D

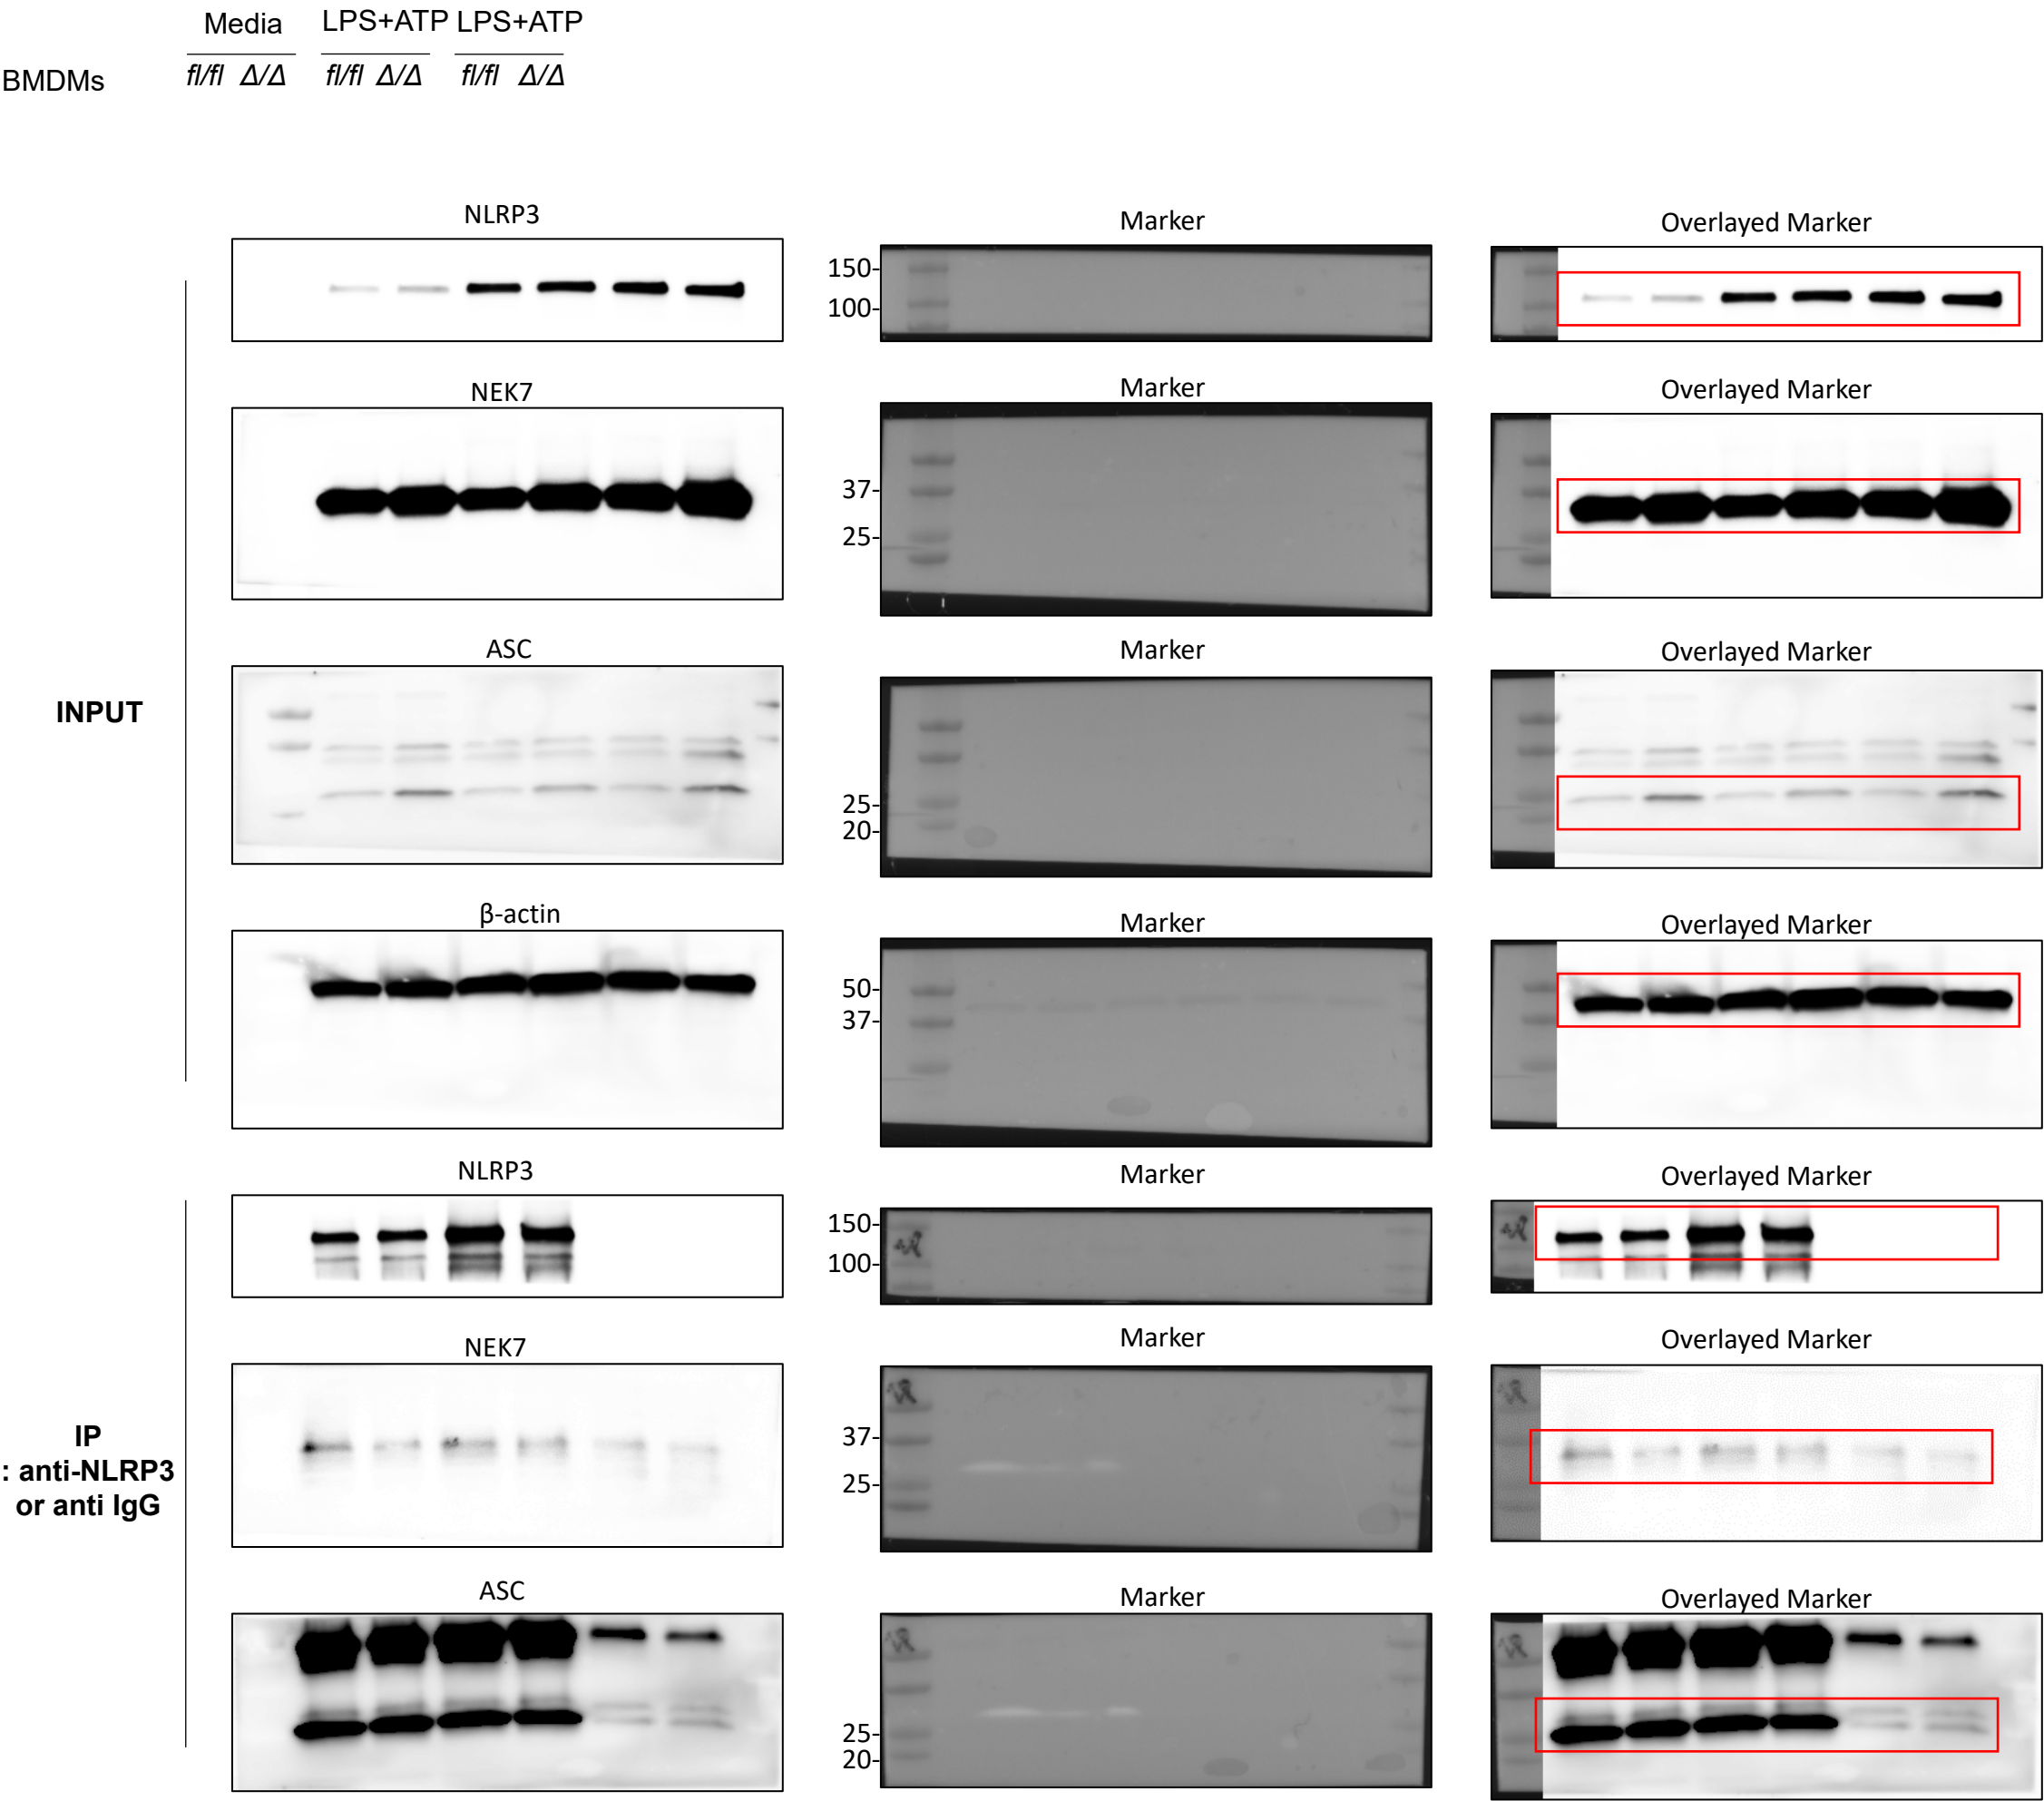

Supplementary Figure 13

HEK 293T cells

|                  |   |   |   |   |
|------------------|---|---|---|---|
| FLAG-NLRP3-FL    | - | + | - | - |
| FLAG-NLRP3-NACHT | - | - | + | - |
| Myc-ASC          | - | - | - | + |

| Empty |       | FL  |       | NACHT |       | ASC |       |
|-------|-------|-----|-------|-------|-------|-----|-------|
| IgG   | NCOA6 | IgG | NCOA6 | IgG   | NCOA6 | IgG | NCOA6 |

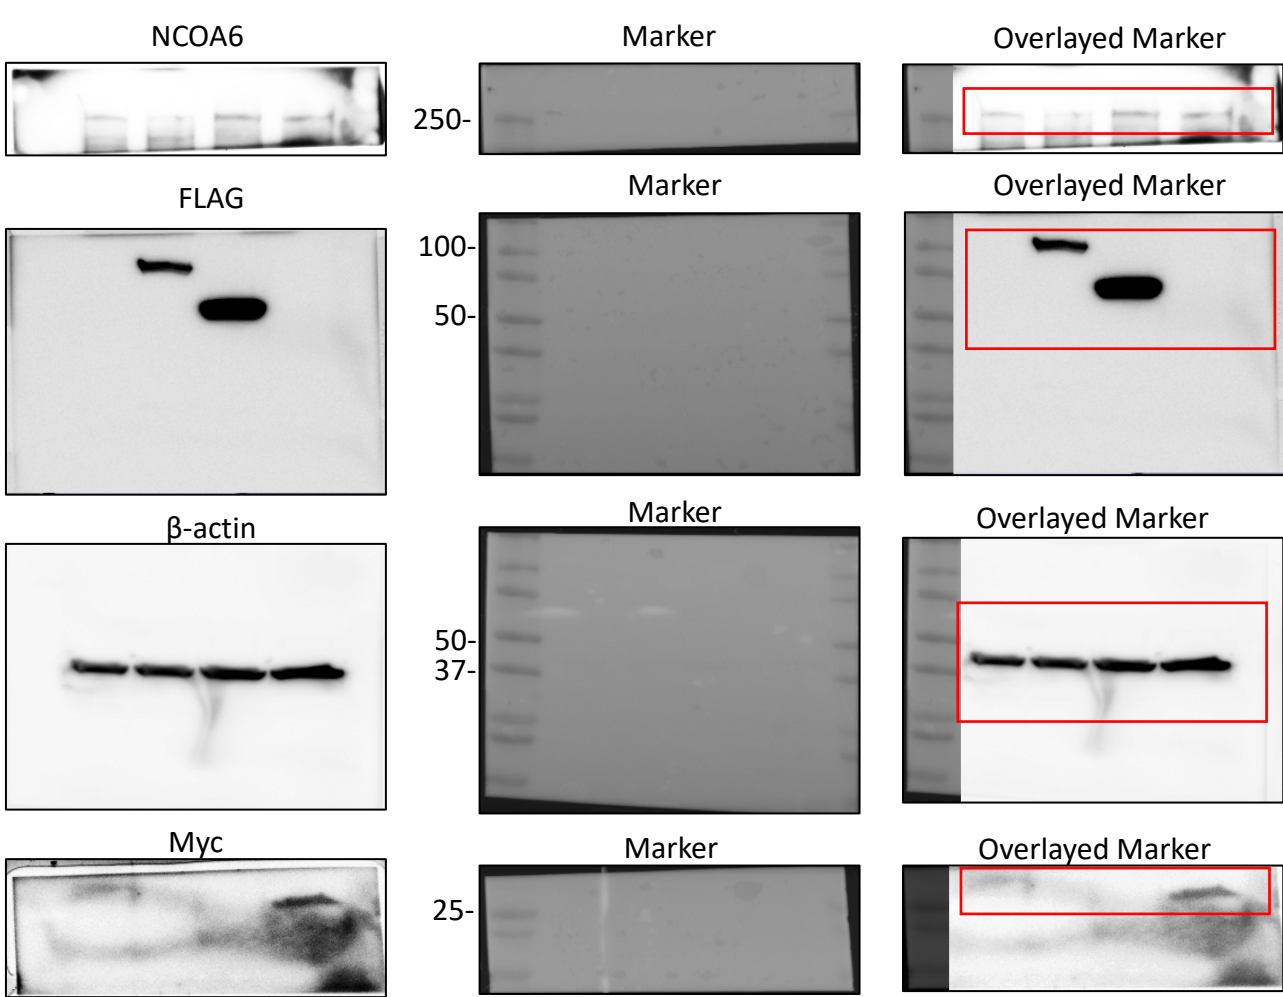

INPUT

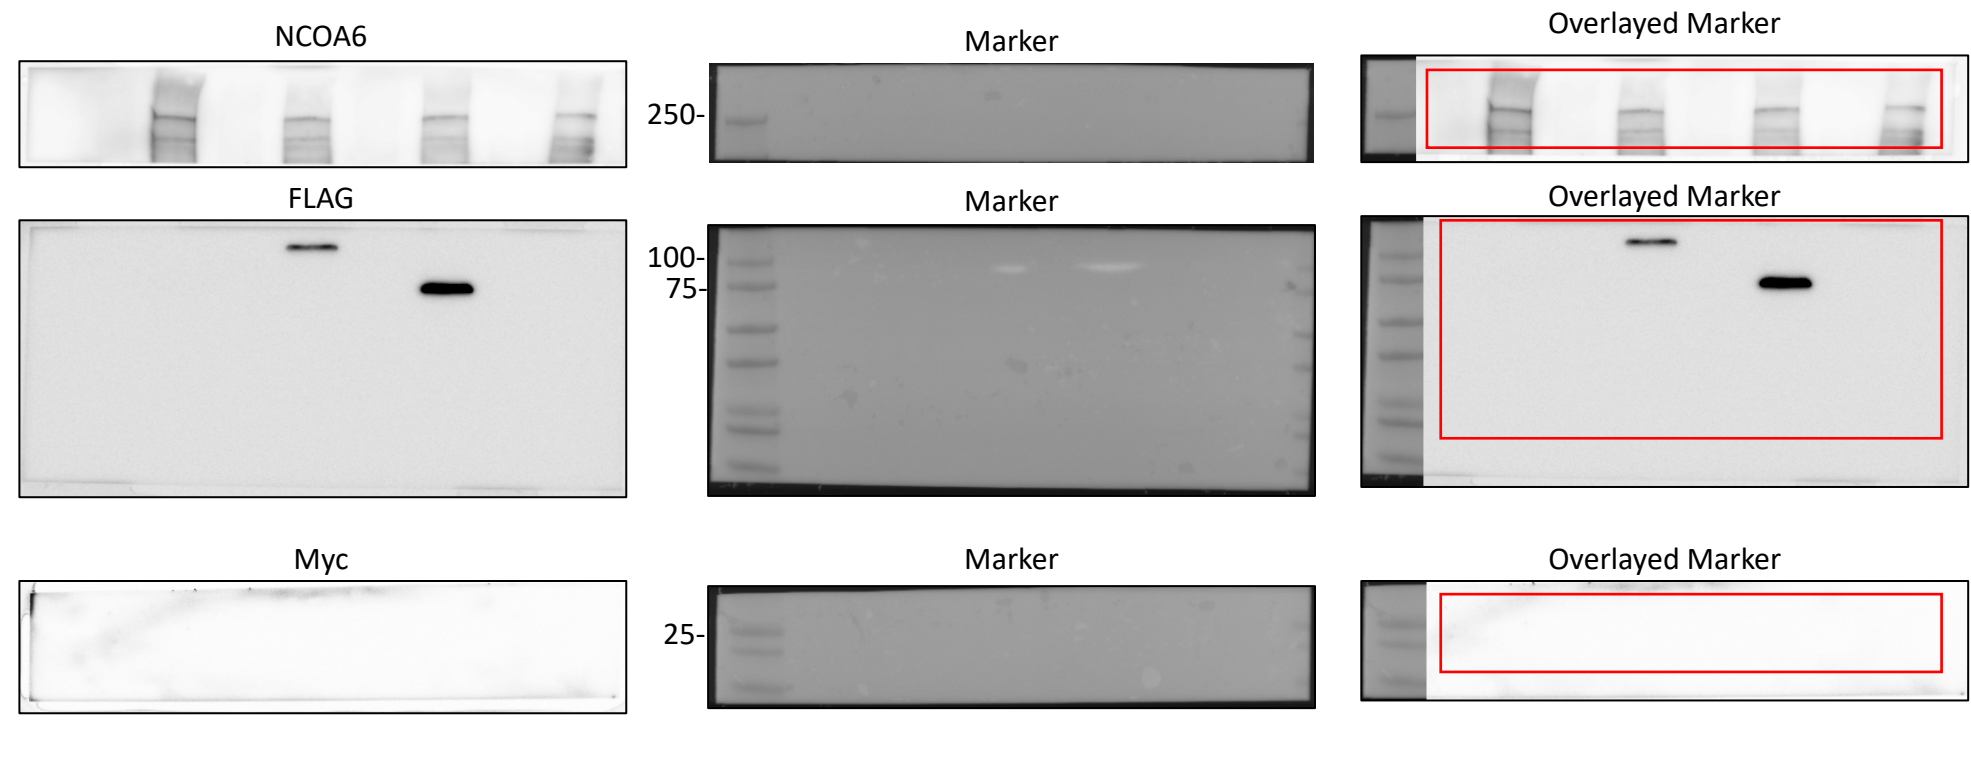

IP : anti-NCOA6

How the deposited data were processed for this re-analysis (not part of the article)

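RNA was sequenced from bone marrow-derived macrophages of male *Ncoa6* fl/fl*LysM* CRE (*Ncoa6*-KO) and *Ncoa6* fl/fl (*Ncoa6*-sufficient) mice. The cells were grown with M-CSF at 20 ng/ml for 6 days, then kept in medium or given LPS at 100 ng/ml for 4 h and MSU crystals at 200 µg/ml for 2 h. Each of the 4 groups had 2 libraries from different mice. The labels number the libraries 1 and 2 in each group, and the paper's text does not say whether libraries with the same number in different culture conditions come from the same mouse, so the numbers were not used to pair libraries. The authors made stranded poly(A) libraries, sequenced them in pairs of reads, aligned the reads with STAR to GRCm38 and estimated counts per gene with RSEM from annotation release 101. The deposited values are these expected counts, not normalized, for 50615 genes and 8 libraries, of which 50295 genes have a symbol. Gene positions and exons were taken from a GENCODE annotation of GRCm38, another release of the annotation of the same assembly. The human libraries of the study were not part of the deposited table and were not analyzed.

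Expected counts were rounded to whole numbers, and genes with a sum under 10 over the 8 libraries were left out, the filter that the methods name, which kept 17625 genes. edgeR 4.0.16 in R 4.3.3 was used with TMM normalization and a quasi-likelihood fit of the 4 groups with 4 residual degrees of freedom. Comparisons were made between genotypes within each culture condition, between culture conditions within each genotype, and of the knockout effects under both conditions (the interaction). A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. The standard errors given were calculated back from the test, as the absolute log2 fold change divided by the root of the quasi-likelihood F statistic. All p-values of single genes come from models fitted across all genes, since 2 libraries against 2 allow no exact permutation p-value below 0.333. Normalized counts are counts scaled to the mean effective library size of 29332200, given as mean and SD of 2 libraries. The methods give an adjusted p-value under 0.05 and an absolute log2 fold change over 1 for DEGs of macrophage datasets analyzed with GEO2R, and do not say whether this covers the BMDM libraries. Table S1 also holds genes with smaller changes, down to an absolute log2 fold change of 0.58 at an unadjusted p-value under 0.05, and these limits were used for the groups of DEGs. GSEA was run with fgsea 1.28.0 on the ranking by log2 fold change, with sets of at least 10 genes and 10000 permutations for the simple estimate. To see what shared libraries and unadjusted limits give by themselves, 50 sets of 8 libraries were simulated from the fitted means and spreads with no knockout effect. Genes and libraries varied independently in them, so they hold no differences between mice that culture conditions or many genes share.

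Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, all in limma 3.58.1. The 16 lists were interferon-stimulated genes, NF-κB targets, inflammasome genes, cell-cycle genes, LXR targets, NRF2 targets, markers of osteoclasts, stromal cells, endothelial cells, neutrophils, B cells, T and NK cells, dendritic cells and macrophages, genes that tell sex, and the genes at the engineered loci. The list of T and NK cell markers had too few genes past the filter to be tested. A list's value is the median log2 fold change of its tested genes. The genes named in the text are those that the paper names for these libraries, the inflammasome, sex and engineered-locus lists, *Il18*, the 5 genes up and the 5 down with the largest change in each knockout comparison and the 5 with the smallest interaction p-value. The genes with the largest change were taken among called genes with a mean of at least 50 normalized counts whose genotypes did not overlap. The comparisons, limits, lists, rule for named genes and the alternatives were set before the data were examined, except for 2 alternatives with DESeq2 and those tests that are named as chosen afterwards.

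The alternatives were DESeq2 1.42.0 with its own size factors, DESeq2's size factors in edgeR, edgeR's filterByExpr, no filter, limma-voom on unrounded counts, the replicate number as a term in the fit (across all groups, or within each genotype), a fit of only the 4 libraries compared, leaving out each library in turn, an adjusted p-value for DEGs, and a log2 fold change limit of 1. The estimated correlation for lists, a list without the genes that Table S2 names, the gene sets of Table S1, a ranking by the F statistic and a ranking from *Ncoa6*-KO libraries were added for the list tests and the GSEA. Leaving out a library leaves a group of 1, so only values and no p-values are given for it. The code was tested on simulated data with 200 genes changed by known amounts among 17088, in which edgeR recovered 94.0% of them with medium alone and 85.5% with LPS + MSU. Of its 223 and 197 calls, 35 and 26 were false.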

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

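The tests of GC content and transcript length, of the shift of the whole comparison, of the macrophage share, of paralogs and, apart from interferon-stimulated genes in medium alone, of single libraries were chosen only after the results were seen.

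The knockout effect on interferon-stimulated genes differed between the culture conditions by a test of the difference itself. The median log2 difference was 0.72 over 41 genes, and all 41 were affected less with LPS + MSU than with medium alone. Camera with a preset correlation gave an adjusted p-value of 4.10e-17. This did not hold under fry (unadjusted p = 0.0687, adjusted p = 0.759) or with an estimated correlation (unadjusted p = 0.141, adjusted p = 0.998). No single gene of the list passed over all genes tested, 29 had an unadjusted p-value under 0.05, and 27 passed adjusted over the list alone. The difference was 0.46 without the second *Ncoa6*-KO library in medium alone and 1.09 without the first. The study named 21 of the 41 genes in Table S2 from these libraries, and the other 20 had a median difference of 0.77. Table S1 holds 37 of the 41 genes. A shift of the whole comparison through normalization would move all genes alike, and the list median lay 0.669 from the median of all tested genes, a distance that no scaling of whole libraries changes. With DESeq2's size factors in edgeR the difference was 0.67. A trend with GC content or transcript length left 0.71 after its removal. With any 1 library left out in each culture condition, the medians of the culture conditions stayed at least 0.38 apart. For the decrease in medium alone, the list median stayed at -0.71 or lower with any library left out and was -0.91 after removing the trend with GC content and length. A smaller share of macrophages in the *Ncoa6*-KO cultures would lower macrophage markers as much, and their median was -0.27. LPS + MSU raised the list by a median of 3.96 in *Ncoa6*-sufficient and 4.67 in *Ncoa6*-KO BMDMs. What stays open is a biological difference between the genotypes, such as less interferon signaling at rest that stimulation overrides, which may be one reading and was found and examined on the same libraries. Differences between the few mice and the presence of Cre stay open as well.

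*Lyz2* (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321), which the paper does not discuss as a measured gene, was lower in *Ncoa6*-KO BMDMs. Its log2 fold change was -1.01 (standard error 0.168, adjusted p = 0.0172 from edgeR) in medium alone and -0.95 (standard error 0.168, adjusted p = 0.0142 from edgeR) with LPS + MSU, from 240995 ± 43985 to 119774 ± 11004 normalized counts (SD, n = 2) in medium. Both *Ncoa6*-KO libraries lay below both *Ncoa6*-sufficient ones in each condition. *LysM* CRE is a knock-in at this locus, and replacement of 1 of the alleles would remove about as much of the transcript as it leaves, which is consistent with -1.01 and -0.95. Values near 0, or far lower ones, would have gone against it. The paralog *Lyz1* changed by 0.66 (adjusted p = 0.264) and 1.01 (adjusted p = 0.0861), so it did not fall with *Lyz2*. The paper's text does not say whether the mice carried Cre on a single chromosome, and an effect of *Ncoa6* on *Lyz2* was not tested apart from it.

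NRF2 target genes, which the paper does not discuss, were higher in *Ncoa6*-KO BMDMs with LPS + MSU. The median log2 fold change was 0.81 over 12 tested genes of 13, and all 12 were higher. Camera gave an adjusted p-value of 5.54e-08 and fry 0.0434, while an estimated correlation gave 0.365. Over all genes tested 6 of the 12 passed an adjusted p-value of 0.05, and 12 did adjusted over the list alone. In medium alone the median was 0.38, with 11 of 12 genes higher, adjusted p-values of 1.35e-05 with camera, 0.139 with fry and 0.333 with the estimated correlation, and 1 gene passing over all genes and 3 adjusted over the list alone. The difference between the conditions was 0.36 (adjusted p = 0.0141 with camera and 0.759 with fry). Table S1 holds 9 of the genes and Table S2 names 2. Removing a trend with GC content and transcript length left 0.80. Without the second *Ncoa6*-KO library with LPS + MSU the median was 0.52, the value nearest 0 with any library left out, and without the first it was 0.98. Reads shared between glutathione S-transferase paralogs cannot account for it as a whole, since the median without *Gstm1* and *Gstp1* was 0.83. A biological difference between the genotypes in oxidative stress genes stays open and may be considered a hypothesis, beside differences between mice and the presence of Cre.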

How the results depend on the processing

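The alternatives named DESeq2 with shrunken log2 fold changes and DESeq2 on only the 4 libraries compared were chosen after seeing the data, and the others were set earlier.

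Apart from leaving out libraries, *Ncoa6* kept its direction and its side of the limit under all alternatives, with log2 fold changes from -1.06 to -1.03 in medium alone and from -1.22 to -1.18 with LPS + MSU, as did the scores of DD, DX and XU. With a library left out, which gives no p-value, the values of *Ncoa6* ran from -1.23 to -0.896 and from -1.26 to -1.12. Over all alternatives apart from leaving out libraries, 179 values of the main comparisons kept their direction and side of the limit, 30 moved, 5 no longer passed and 2 reversed. For single genes, lists and other values, 843 kept both, 52 newly passed the limit, 31 no longer passed, 13 moved and 13 reversed.

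The number of genes changed by the knockout in medium alone was 331. It was 506 with DESeq2, 1152 without a filter, 1023 with the replicate number as a term (replicate block) and 147 with a log2 fold change over 1. With LPS + MSU it was 632, against 1611 without a filter, 1532 with the replicate term, 347 with only the 4 libraries compared and 182 with a log2 fold change over 1. With DESeq2 it was 849, of which 344 were higher and 505 lower, so the direction held by most genes changed, as it did with DESeq2's size factors in edgeR (295 higher and 343 lower), limma-voom (215 and 226) and the replicate term (750 and 782). A log2 fold change over 1 left 5726 of 9737 genes changed by LPS + MSU in *Ncoa6*-sufficient and 5339 of 9359 in *Ncoa6*-KO BMDMs, as a further limit must. No gene passed for the interaction, with 1045 at an unadjusted p-value under 0.05, against 45 with DESeq2, 269 without a filter, 86 with the replicate term and 444 with that term within each genotype. Fewer libraries or a further limit account for the lower counts with only the 4 libraries compared and with a log2 fold change over 1, and the cause was not tested for the others.

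The labels' replicate numbers are shared between groups and the paper's text does not say that same-numbered libraries come from the same mouse. Deviations of same-numbered libraries from their group mean had correlations over 11219 genes of 0.310 between the *Ncoa6*-sufficient groups and 0.369 between the *Ncoa6*-KO groups, and between 0.052 and 0.199 for the other pairs of groups.

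DEGs by the limits of Table S1, without UD and DU genes, fell from 1783 to 606 with an adjusted p-value and to 1079 with DESeq2 on only the 4 libraries compared. With the adjusted p-value, UU, UX, XU, DD, DX and XD held 102, 13, 172, 115, 103 and 101 genes. DESeq2 gave 78 genes in UX and 307 in XU. With shrunken fold changes UU held 195 and XU 308. DESeq2 on only the 4 libraries compared gave 73 in UX, 236 in XU, 176 in DX and 175 in XD. The limit on the adjusted p-value is stricter by construction, and the cause was not tested for DESeq2.

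The interferon-stimulated list no longer passed with an estimated correlation, at the same medians of -0.97 and -0.25. Its adjusted p-values ran from 1.48e-41 to 0.250 over the alternatives in medium alone and from 4.82e-06 to 0.649 with LPS + MSU, the highest being those with the estimated correlation.

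In the GSEA, the score of UU was -1.04 (adjusted p = 0.274) with the ranking by F and reversed to 0.79 with the gene sets of Table S1, which also gave 1.19 for UX. With the ranking from *Ncoa6*-KO libraries UX reversed to -1.03, XD was 1.24 and XU -1.58. The definition of these groups moves their scores in these directions, by an amount that was not tested. The cause was not tested for the ranking by F and the gene sets of Table S1.

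Some effects reversed under an alternative. *Nlrp3* with LPS + MSU was -0.033 with DESeq2 and with its size factors in edgeR, and ran from -0.13 to 0.10 with a library left out. *Tnf* with LPS + MSU was -0.0018 under both of these and ran from -0.080 to 0.14. *Rhof* in medium alone was 0.0137 with DESeq2, 0.0149 with its size factors, 0.00365 with filterByExpr, 0.0079 with limma-voom and 0.0190 with only the 4 libraries compared, and ran from -0.11 to 0.11. The B cell list in medium alone was -0.49 with filterByExpr. The endothelial list with LPS + MSU was 0.18 with limma-voom and 0.0018 with the replicate term, and ran from -0.37 to 0.19. The neutrophil list in medium alone was -0.051 with limma-voom and ran from -0.092 to 0.18, and from -0.093 to 0.047 with LPS + MSU. Others reversed only when a library was left out. *Pycard* in medium alone ran from -0.24 to 0.026, *Aim2* from -0.24 to 0.032 and with LPS + MSU from -0.24 to 0.064, *Nlrp1b* from -0.021 to 0.37 and from -0.32 to 0.30, *Uty* in medium alone from -0.069 to 0.13, and *Kdm5d* from -0.028 to 0.21 and from -0.070 to 0.30. The LXR target list ran from -0.68 to 0.065 and from -0.43 to 0.18, and the osteoclast list with LPS + MSU from -0.20 to 0.020. The cause was not tested.

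With 2 libraries per group the counts do not limit the abundant genes, and the number of mice does. Of the DEGs, 186 of 325 UU, 68 of 130 UX and 125 of 481 XU genes averaged under 50 normalized counts, as did 103 of 283 DD, 60 of 279 DX and 94 of 285 XD genes, and their fold changes are the least precise.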

Differences from the paper's values

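All comparisons with the paper use alternatives set before the data were examined, apart from the added uses of DESeq2 with shrunken log2 fold changes and of DESeq2 on only the 4 libraries compared, which were chosen after seeing the values.

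The paper's numbers of DEGs are 847 in all, 394 upregulated and 453 downregulated. The re-analysis by the limits of Table S1, without UD and DU genes, gave 1783, 936 and 847. DESeq2 gave a total of 1262 and 656 downregulated genes, within 1.5 times the paper's numbers, but 606 upregulated genes, which are not. An adjusted p-value gave 606, 287 and 319, all within that factor. DESeq2 with shrunken log2 fold changes (1230, 590 and 640) and DESeq2 on only the 4 libraries compared (1079, 534 and 545), both chosen after seeing the values, were within that factor throughout. DESeq2's size factors in edgeR, filterByExpr, no filter, limma-voom, the replicate term and edgeR on only the 4 libraries compared did not close the gap.

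The paper's groups hold 126 UU, 51 UX, 217 XU, 140 DD, 157 DX and 156 XD genes, and the re-analysis gave 325, 130, 481, 283, 279 and 285. For UU, only the adjusted p-value closed the gap, with 102. For XU, DESeq2 with 307 and the adjusted p-value with 172 did, as did 308 with shrunken fold changes and 236 with DESeq2 on only the 4 libraries compared, both chosen after seeing the values. For DD, the adjusted p-value with 115 did, and after seeing the values shrunken fold changes with 195 and DESeq2 on only the 4 libraries compared with 194. For DX, DESeq2 with 195 and edgeR on only the 4 libraries compared with 233 did, and after seeing the values 191 and 176 with the added alternatives. None of the alternatives set before the data were examined closed the gap for UX or XD, and DESeq2 on only the 4 libraries compared, chosen after seeing the values, gave 73 and 175. Every other alternative left the gap open.

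In Fig. S7, read by eye, the paper's NES is about 2.8 for DX, about 2.1 for XD, about 0.95 for UU, about 1.4 for UX and about -2.3 for XU. The re-analysis gave 2.57 for DX, and DESeq2 (2.78), filterByExpr (2.66), only the 4 libraries compared (2.65), the ranking by F (2.71), the gene sets of Table S1 (2.87), the ranking from *Ncoa6*-KO libraries (2.75) and leaving out the second *Ncoa6*-sufficient library with LPS + MSU (2.73) closed the gap, while the other alternatives did not. For XD it gave 2.30, and DESeq2 (2.096), its size factors in edgeR (2.22), filterByExpr (2.24), no filter (2.17), the ranking by F (2.00), the gene sets of Table S1 (2.05) and leaving out the first *Ncoa6*-sufficient library with LPS + MSU (2.22) or the first (2.15) or second (2.095) with medium alone closed the gap, whereas limma-voom, the replicate term, only the 4 libraries compared, the *Ncoa6*-KO ranking and leaving out the second *Ncoa6*-sufficient library with LPS + MSU did not. For UU it gave -1.71, and none of the alternatives closed the gap, the nearest being 0.79 with the gene sets of Table S1. For UX it gave 1.98, and limma-voom alone closed the gap, with 1.37. For XU it gave -2.86, and the gene sets of Table S1 alone did, with -2.19.

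For *Ncoa6* in Table S1, the paper's log2 fold changes are -0.95 and -0.81. With the headings as printed these stand for medium alone and LPS + MSU, where the re-analysis gave -1.05, which does not differ by more than its error, and -1.18, which does. With the headings exchanged, the paper's values are -0.81 for medium alone against -1.05, and -0.95 for LPS + MSU against -1.18, and both differ. Leaving out the second *Ncoa6*-KO library in medium alone gave -0.896, within the error of the paper's -0.81 for medium alone with the headings exchanged. None of the other alternatives set before the data were examined closed any of these gaps.

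The legend of Fig. S7 states that the UU and UX sets show no correlation with the response to LPS + MSU, whereas UU scored -1.71 and UX 1.98. The gene sets of Table S1 gave 0.79 (adjusted p = 0.898) and 1.19 (adjusted p = 0.236), the ranking by F gave -1.04 (adjusted p = 0.274) for UU, and the ranking from *Ncoa6*-KO libraries gave -1.03 (adjusted p = 0.363) for UX. None of the other alternatives closed this gap. The paper states in one place that *Ncoa6*-KO BMDMs do not express *Ncoa6* and in another, with Fig. S6C, that its mRNA was markedly reduced, and 48.2% and 44.1% of its mRNA counts remained in medium alone and with LPS + MSU. In Fig. 2I the responses to interferons are strongest for the genes lower under both conditions, whereas Table S2 lists most of their genes under medium alone, and the re-analysis gave medians of -1.15 in medium alone and -0.33 with LPS + MSU for the response to IFN-β. Fig. 2G and Fig. 2H exchange the numbers of genes lower only in medium alone and only with LPS + MSU, and the re-analysis gave 279 and 285. Table S1 has its condition headings and group labels in conflict, and its values headed media had a correlation of 0.978 with the re-analyzed comparison with LPS + MSU.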

Other observations

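The tests of Cre alone, of the loss of exon 7, of passenger variants that act only nearby and of the simulated scores for UX were chosen only after the results were seen.

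*Ncoa6* counts remained in *Ncoa6*-KO libraries at 48.2% in medium alone and 44.1% with LPS + MSU. If only exon 7 were lost and transcripts otherwise stayed unchanged, counts would fall by at most the share of that exon, 3.03% of the annotated transcript Ncoa6-204, so the fall is larger than the loss of the exon from intact transcripts. Counts per gene do not tell transcripts without exon 7 from transcripts in cells where Cre did not act, and both may contribute to what remains.

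In Table S1, exchange of the headings of the statistics columns was tested by correlation with the re-analyzed comparisons. The values headed media correlated at 0.978 with LPS + MSU and those headed LPS + MSU at 0.977 with medium alone, against 0.739 and 0.744 as printed. These values suggest that the headings, and not the group labels, are exchanged.

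Genes changed between *Ncoa6*-KO and *Ncoa6*-sufficient libraries under either condition, 815 in all. A difference in sex would move Y-linked genes together by far more than was seen, and the largest change of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* was 0.22 (adjusted p = 0.332), while *Xist* had no more than 2 counts in any library. Variants carried along beside the engineered loci were tested by position. Within 10 Mb of *Ncoa6* or *Lyz2*, 17 of 319 genes (5.33%) were called, against 4.60% elsewhere (Fisher's exact p = 0.500, odds ratio 1.17, 95% interval 0.668 to 1.91). Variants that act only nearby cannot account for the 798 called genes that lie farther away or are the targeted genes themselves. An effect of such variants on distant genes cannot be told apart from the knockout, since no library separates them. With 0 libraries that carry Cre without floxed *Ncoa6*, the Cre allele itself cannot be told apart from the loss of *Ncoa6* for any changed gene.

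The endothelial marker *Esam* was among the genes that rose most in *Ncoa6*-KO libraries, with log2 fold changes of 2.28 and 2.94. A larger share of endothelial cells would raise other endothelial genes from a low baseline. The median of *Pecam1*, *Egfl7* and *Cdh5*, at 10.1, 13.2 and 24.1 normalized counts in *Ncoa6*-sufficient BMDMs in medium, was -0.88 there, with values of -0.88, 0.16 and -1.23. The endothelial list as a whole, 8 tested genes of 11, had medians of -0.33 in medium alone and -0.03 with LPS + MSU, or -0.32 and -0.18 with genes at the floor set to their bounds. These were -0.16 without the second *Ncoa6*-sufficient library in medium alone, and 0.19 without the first and -0.37 without the second *Ncoa6*-sufficient library with LPS + MSU, where the second *Ncoa6*-KO library left out gave -0.19. Over all genes tested 1 and 2 of them passed an adjusted p-value of 0.05, and 5 and 5 did adjusted over the list alone. Table S1 holds 3 of them. The most abundant members were *Vwf* at 3074, *Eng* at 2292 and *Kdr* at 586 normalized counts in *Ncoa6*-sufficient BMDMs in medium. Counts per library do not tell which cells of a culture express them. *Vwf* rose by 0.57 and 0.71, while the list held 3 higher and 5 lower genes in medium alone and 4 and 4 with LPS + MSU. The stromal list of 15 genes had medians of -0.59 and -0.66, or -0.57 and -0.60 with bounds, which is the opposite of a larger share of stromal cells. Its values were -0.09 and -0.20 without the first *Ncoa6*-KO library and -1.55 and -1.40 without the second. Camera gave 0.0123 and 0.0205 and fry 0.342 and 0.571 as adjusted p-values, and neither camera call held with an estimated correlation. Its most abundant genes, *Col1a2*, *Col1a1* and *Bgn*, had 194, 165 and 154 normalized counts in *Ncoa6*-sufficient BMDMs in medium. No gene of the list passed, with 2 and 2 at an unadjusted p-value under 0.05. Table S1 holds 1 of these genes. No biological explanation for *Esam* was tested.

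The sets DD, DX and XD scored 2.48, 2.57 and 2.30 among genes raised by LPS + MSU, and the libraries shared by sets and ranking could raise such scores. With no knockout effect, the largest of 50 simulated scores were 1.60, 1.19 and 1.97. Sharing of variation that is independent between genes therefore does not account for the whole of any of them. The simulations hold no variation that moves many genes together, so they cannot tell what sharing of such variation gives. The margin was smallest for XD. Sharing could account for UX, where 12 of 50 simulations gave a score of at least 1.98. That genes which depend on NCOA6 for their expression are also those that rise with LPS + MSU is the hypothesis left open for DD, DX and XD, beside the presence of Cre and differences between mice.

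Other lists of genes had these values, given for medium alone and then for LPS + MSU. The 28 NF-κB targets had medians of -0.26 and -0.16, with camera adjusted p-values of 1.33e-05 and 0.0205 and fry 0.0262 and 0.135, 5 and 4 genes passing over all genes and 6 and 10 adjusted over the list alone, and 5 genes in Table S1. Their median in medium alone was -0.11 without the first *Ncoa6*-sufficient library and -0.17 without the second *Ncoa6*-KO library. The 29 cell-cycle genes had -0.38 and -0.32, camera 2.24e-10 and 8.52e-08 and fry 0.0341 and 0.0517, with 8 and 8 genes passing over all genes and 18 and 13 adjusted over the list alone, and 7 genes in Table S1. The 10 macrophage markers had -0.27 and -0.33, camera 4.02e-04 and 5.51e-04 and fry 0.0580 and 0.0611, with 2 and 4 passing over all genes and 4 and 4 adjusted over the list alone, and 3 in Table S1. Without the second *Ncoa6*-KO library they had -0.17 and -0.21. None of these held with an estimated correlation, whose adjusted p-values were at least 0.250.

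Lists past no limit under camera or fry were the following. The 15 LXR targets had medians of -0.16 and -0.02, the latter -0.07 with bounds. They had -0.68 without the first and 0.07 without the second *Ncoa6*-KO library in medium alone, and -0.43 and 0.18 likewise with LPS + MSU, where the second *Ncoa6*-sufficient library left out gave 0.06 and the first -0.07. Among them 1 and 1 genes passed over all genes and 5 and 4 adjusted over the list alone, *Apoe* being the one with the largest decrease, and 3 are in Table S1. The neutrophil list, 12 tested genes of 13, had 0.09 and -0.09, the latter -0.16 with bounds, with no gene passing and 1 and 0 at an unadjusted p-value under 0.05, and none in Table S1. In medium alone it had 0.18 and 0.02 without the first and the second *Ncoa6*-sufficient library, and 0.17 and -0.09 without the first and the second *Ncoa6*-KO library. With LPS + MSU it had 0.05 and -0.01 without the *Ncoa6*-sufficient libraries in turn, 0.00 without the first *Ncoa6*-KO library and -0.09 without the second. The osteoclast list, 9 tested genes of 11, had -0.35 and -0.08, with 4 and 3 genes passing over all genes, 6 and 5 adjusted over the list alone and 7 in Table S1. It had -0.20 without the second *Ncoa6*-sufficient library in medium alone, and with LPS + MSU 0.02 without the first and -0.20 without the second, and -0.14 and -0.03 without the first and the second *Ncoa6*-KO library. The dendritic cell list, 7 tested genes of 9, had -0.12 and -0.51, with 0 and 1 genes passing over all genes, 1 and 1 adjusted over the list alone, 1 and 2 at an unadjusted p-value under 0.05 and 1 in Table S1. In medium alone it had 0 without the first *Ncoa6*-sufficient or the second *Ncoa6*-KO library, -0.33 without the second *Ncoa6*-sufficient and -0.40 without the first *Ncoa6*-KO library. The B cell list, 6 tested genes of 8, had 0.95 and -1.11, but -0.50 and -0.30 with bounds, so that its fitted medians rest on genes at the floor. It had 0.05 without the first *Ncoa6*-KO library in medium alone and, with LPS + MSU, 0 without the second *Ncoa6*-sufficient and -0.50 without the first *Ncoa6*-KO library, with 0 and 1 genes passing over all genes and adjusted over the list alone, 1 and 2 at an unadjusted p-value under 0.05 and none in Table S1. The engineered-locus list (*Ncoa6*, *Lyz2* and *Lyz1*) had -1.01 and -0.95, with 2 and 2 genes passing over all genes, 3 and 3 adjusted over the list alone and 3 in Table S1. The Y-linked genes, 4 tested of 5 in the sex list, had 0.11 and 0.16, with 0 passing either way and 0 at an unadjusted p-value under 0.05, and none in Table S1. In medium alone this was 0.02 and 0.23 without the first and the second *Ncoa6*-sufficient library and 0.05 and 0.16 without the *Ncoa6*-KO libraries in turn, and with LPS + MSU 0.10 and 0.25 without the *Ncoa6*-sufficient libraries in turn. The T and NK cell list could not be tested.

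Other genes named for the BMDM libraries had these values. *Tnf* had a log2 fold change of -0.72 (standard error 0.129, adjusted p = 0.0229) in medium alone, from 1007 to 613 normalized counts, and 0.04 (adjusted p = 0.923) with LPS + MSU, where it was -0.08 without the first *Ncoa6*-sufficient library. The difference between these effects was 0.75 (adjusted p = 0.437). *Il6* had between 0 and 4 counts per library in medium alone in both genotypes, and -0.38 (standard error 0.136, adjusted p = 0.172) with LPS + MSU, the latter past the limit with DESeq2. *Il18* had -0.57 (adjusted p = 0.0610) and -0.31 (adjusted p = 0.137), and *Gsdmd* -0.43 (adjusted p = 0.0929) and -0.33 (adjusted p = 0.141), both past the limit in medium alone with DESeq2. *Nlrc4* had -1.02 (standard error 0.172, adjusted p = 0.0178) and -1.13 (standard error 0.213, adjusted p = 0.0187), the latter lost with limma-voom. *Il1a* had -1.45 (standard error 0.299, adjusted p = 0.0388) and -0.92 (standard error 0.108, adjusted p = 0.00315), the former lost with limma-voom and with only the 4 libraries compared. *Nlrp1a* had -0.41 (adjusted p = 0.286) and -0.87 (adjusted p = 0.0374), the latter lost with limma-voom and with only the 4 libraries compared, and *Casp4* -0.44 (adjusted p = 0.149) and -0.22 (adjusted p = 0.411). In medium alone, the adjusted p-value of *Casp4* ran from 0.00724 to 0.191 over the alternatives. Its value there ran from -0.67 to -0.25 with a library left out. *Aim2* had -0.11 and -0.09, or 0.03 and 0.06 without the second *Ncoa6*-sufficient library of the condition. *Nlrp1b* had 0.16, or -0.02 without the first *Ncoa6*-sufficient library, and -0.01, or 0.30 without the second *Ncoa6*-sufficient and 0.23 without the first *Ncoa6*-KO library. *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* had 0.20, 0.03, 0.09 and 0.12 in medium alone and 0.15, 0.22, 0.11 and 0.16 with LPS + MSU. In medium alone, *Uty* was -0.07 and *Kdm5d* -0.03 without the first *Ncoa6*-KO library, and *Kdm5d* was -0.02 and, with LPS + MSU, -0.07 without the first *Ncoa6*-sufficient library.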
